# Activation of GPER1 in macrophages ameliorates UUO-induced renal fibrosis

**DOI:** 10.1038/s41419-023-06338-2

**Published:** 2023-12-12

**Authors:** Lin Xie, Ye Cheng, Wen Du, Lili Fu, Zhaonan Wei, Yuting Guan, Yi Wang, Changlin Mei, Chuanming Hao, Min Chen, Xiangchen Gu

**Keywords:** Translational research, End-stage renal disease

## Abstract

Numerous studies have proven the critical role of macrophages in the renal fibrosis process. Notably, G Protein-coupled Estrogen Receptor 1 (GPER1), a novel estrogen receptor, has been shown to play a ubiquitous role in regulating macrophage activities and proinflammatory pathways. However, the precise role of GPER1 in macrophage-mediated renal fibrosis is unknown. In this study, we aimed to investigate the function of macrophage GPER1 in the UUO-induced renal fibrosis model. Compared to vehicle-treated ovariectomized (OVX) female and male unilateral ureteral obstruction (UUO) models, we observed that G-1 (GPER1 agonist)-treated OVX female and male UUO mice had fewer renal fibrotic lesions and less M1 and M2 macrophage infiltration in the kidney tissues. Conversely, *Gper1* deletion in male UUO mice accelerated renal fibrosis and increased inflammation. In vitro studies also revealed that GPER1 activation reduced M0 macrophage polarization towards M1 or M2 phenotypes. The RNA-sequencing analysis and immunoblotting indicated that GPER1 activation was primarily involved in downregulating immune pathways activation and inactivating MAPK pathways. Tubular epithelial cells co-cultured with G-1-pretreated M1 macrophages exhibited fewer injuries and immune activation. In addition, fibroblasts co-cultured with G-1-pretreated M2 macrophages showed downregulated extracellular matrix expression. Overall, this is the first study to demonstrate the effect of GPER1 on macrophage-mediated renal fibrosis via inhibition of M1 and M2 macrophage activation. These findings indicate that GPER1 may be a promising therapeutic target for treating renal fibrosis.

## Introduction

Chronic kidney disease (CKD) is a worldwide health concern affecting ~10% of the adult population [1]. Renal fibrosis is regarded as the final common pathway of CKD, ultimately leading to end-stage renal disease. Unfortunately, current treatments for renal fibrosis prevention are inefficient; hence, effective therapies are urgently needed.

Estradiol has been shown to protect against renal injuries [2–4]. However, the side effects of estradiol limit its applicability in clinical practice, and the associated mechanism is not fully understood either. It is known that the classical estrogen receptors, ERα and ERβ, do not account for all protective effects of estrogen [5]. This resulted in the discovery of a novel estrogen receptor, GPER1, which is expressed in multiple organs and is involved in various biological processes. Recent studies have demonstrated that GPER1 is crucial in the immune response and inflammation, indicating its potential as a therapeutic target [6]. Our previous study also showed that antagonizing GPER1 exacerbated renal fibrosis in the UUO model, but the mechanism remains unknown [7].

Macrophages have attracted great attention in the progression of kidney injury, inflammation, and renal fibrosis [8], whereas activation of GPER1 exerts anti-inflammatory effects via actions on macrophages. Numerous studies have demonstrated that GPER1 mediates the anti-inflammatory effect of estrogen in the monocyte/macrophage population via several mechanisms [9]. In particular, G-1 (GPER1 agonist) has been shown to decrease TLR4 expression in mouse macrophage cell lines and peritoneal macrophages [9]. Moreover, treating mouse macrophage cell lines with G-1 reduces the inflammatory response to LPS [10]. These findings suggest that GPER1 activation may protect against renal fibrosis by inhibiting inflammation in macrophages. Wei et al. [11] observed that *Gper1* deletion mice increased hepatocarcinogenesis in the HCC model. In vitro study revealed that IL-6 was downregulated in a GPER1-dependent manner in the BMDMs isolated from wild-type and mutant mice [11]. These findings confirmed the role of GPER1 in modulating the inflammatory response and implied that GPER1 might play a similar role in the renal fibrosis process.

In this study, we sought to investigate the role of GPER1 in macrophages and its potential effects on renal fibrosis progression and development.

## Materials and methods

### Animal experiments

All animal experiments were reviewed and authorized by the Institutional Animal Care and Use Committee of the Shanghai University of Traditional Chinese Medicine. This was done following the institutional guidelines before the experiment. The *Gper1* mutant mice were generated by BRL Company Shanghai, China, in accordance with institutional protocols by co-injecting Cas9 mRNA (100 ng/L; Thermo Fisher) and sgRNA (50 ng/L). Using the Guide-it TM sgRNA In Vitro Transcription Kit from Takara, two sgRNAs were produced. The genotyping primers and sgRNA sequences are shown in Supplementary Table 1. After breeding these *Gper1* knockout mice for more than three generations, they were verified by genotyping toe DNA using PCR. To avoid confounding effects of age and strain background, littermate controls were used for all phenotypic analyses of genetically modified mouse lines. C57BL/6 wild-type mice were obtained from JSJ Co., Ltd (Shanghai, China). Three types of operations, including Ovariectomy (OVX), mini-pump implantation, and unilateral ureteral obstruction (UUO) were performed on female mice. Two types of operations(mini-pump implantation [12], UUO) were performed on male mice. For each surgery, the mice were anesthetized with 2% pentobarbital (40 mg/kg) and placed on a heating pad. Also, 40 ml/kg 0.9% saline was subcutaneously injected during the surgery. For pain control, mice were given buprenorphine subcutaneously after surgery. Ovariectomy (OVX) [13] was performed on 8-week-old wild-type female mice seven days before mini-pump implantation. Dorsolateral incisions were made, and ovaries were removed by pulling out. On the other hand, mice in the sham group received the same surgery without the removal of ovaries. The G-1 (Cayman Chemical, US) was solubilized in DMSO before use. Minipumps (Alzet,1007D, Durect, CA, USA) infused with G-1 were subcutaneously implanted into mice at the rate of 200 ug/ kg/d. The vehicle group received minipumps infused with DMSO without G-1. UUO surgeries were performed on male and female mice after three weeks of mini-pump implantation. As previously described [14], the left kidney was externalized after a brief incision through the left flank muscle. The left ureter was then wrapped in a surgical knot with a 4-0 silk suture near the base of the left kidney. The right kidney was exposed without wrapping the surgical knots on the right ureter. Seven days after the operation, mice were operated on to remove the contralateral and obstructed kidneys. For RNA and protein extraction, paraffin embedding, or flow cytometry, kidney slices were collected.

### Cell culture

#### Cell lines and culture conditions

The L929 cells were cultured in high-glucose DMEM with 10% FBS. The supernatant containing macrophage colony-stimulating factor secreted by the L929 cells was collected and filtered using a 0.22 μm filter.

### Primary tubular epithelial cell culture

As previously described [15], kidneys were first digested with 2 mg/ml type I collagenase (Thermo Fisher Scientific). Then the cell suspensions were filtered through 100 μm, 70 μm, and 40 μm cell strainers, followed by culturing the tubular epithelial cells (TECs) pellet in RPMI 1640 medium with 10% FBS containing 50 ng/ml EGF (Gibco).

### Bone marrow-derived macrophage isolation and culture

BMDMs were isolated from wild-type and *Gper1*^*−/−*^ mice to perform the cellular experiment. Bone marrow was flushed from the femur and tibia, then seeded at a concentration of 1 × 10^6^/ml and cultured in the media containing RPMI 1640 (Lonza), 20% L929 cell culture supernatant, 15% FBS and 1% Penicillin & Streptomycin. Media were refreshed on days one and four. Differentiated BMDMs on day 7 were treated with LPS (100 ng/ml, Sigma) and 20 ng/ml INF-γ (Peprotech) or 20 ng/ml IL-4 (Peprotech) for M1 or M2 macrophage phenotype stimulation, respectively. G-1 at a concentration of 10 μmol/L dissolved in DMSO was also used for GPER1 activation.

### Primary mouse fibroblast culture

Primary mouse fibroblasts were isolated from the kidneys of wild-type mice, as previously described [14]. Wild-type 6–8-week-old mice were anesthetized and perfused with PBS. The kidneys were then decapsulated and cut into 1–3 mm^3^ pieces, seeded in a 10 cm plate, and grown in high-glucose DMEM with 20% FBS. The remaining tissues were discarded after the cells outgrew the explant. After 1–2 passages, the cells were co-cultured with macrophages in the trans-well system.

### ELISA

The BMDMs were stimulated with G-1 (10 μmol/L) or DMSO for 48 h with LPS/INF-γ. The levels of IL-6, G-CSF, and TNF-α in the supernatant of M1 macrophages were quantified using the Enzyme-linked immunosorbent assay kits following the instructions(Raybiotech). The concentration of each cytokine was defined by the absorbance measured with a microplate reader at 450 nm.

### Real-time PCR

The RNA was extracted from kidney tissue or cultured cells using RNA extraction kits (Vazyme). Reverse transcription kits (Takara) were used to obtain cDNA. Amplified cDNA was used as a template for quantitative PCR. The mRNA expression was measured by quantitative RT-PCR using ABI 7500 with SYBR green master mix (Vazyme), and the specific primers are presented in Supplementary Table 2. The relative expressions of gene transcript were calculated as 2^−Δ target gene CT value -housekeeping gene CT value^.

### Histology and immunohistochemical staining

Patients’ informed consent was obtained from each participant for kidney sample staining, and the study was approved by the Human Research Ethics Committee of Yueyang Hospital. After fixation with 4% paraformaldehyde and embedding in paraffin, the kidney samples were sliced into 4 μm-thick serial sections. After deparaffinization, the sections were stained with hematoxylin/eosin, periodic acid-Schiff, and Masson’s Trichrome. In addition, the deparaffinized sections were incubated overnight at 4 °C with primary antibodies listed in Supplementary Table 3, followed by incubation with secondary antibodies combined with streptavidin-HRP using the ABC method. Slides were observed, and images were taken using an Olympus microscope (BX53). The staining intensity was quantified using ImageJ software in ten randomly chosen nonoverlapping fields (200 magnification) [16].

### Western blot

Proteins were extracted from the kidneys and cells using RIPA lysis buffer containing the phosphatase inhibitor and proteinase inhibitor cocktail (Roche). The protein concentrations were measured and balanced using the Pierce™ BCA Protein Assay Kit. Equal amounts of protein lysates were separated on 7.5% or 10% SDS-PAGE gel, respectively, and then electro-transferred to PVDF membranes. The membranes were incubated overnight with primary antibodies shown in Supplementary Table 3 at 4 °C overnight and subsequently with the secondary antibodies at room temperature for 1 h. Images of bands were captured using a chemiluminescence imaging system, and the densities of the bands were analyzed by ImageJ software.

### Immunofluorescence staining

The sections were deparaffinized, and endogenous peroxidase was then inactivated. After blocking, the slides were immune-stained with the primary antibodies (Supplementary Table 4) at 4 °C overnight. This was followed by washing and incubation with a fluorophore-linked secondary antibody. Slides were viewed with an Olympus Epi-fluorescence microscope equipped with a digital camera (BX53).

### Flow cytometry

Macrophage populations were identified using multiparametric flow cytometry. To isolate the cells, sliced kidneys were incubated in serum-free DMEM containing 0.5 mg/mL of Roche Basel’s Liberase DL and 100 U/mL of Roche Basel’s DNase for 30 min, followed by filtration through a 40 μm filter. The cells were incubated with the specific fluorochrome-conjugated antibodies shown in Supplementary Table 4. In addition, flow minus one control for each fluorophore was performed to establish gates. The FlowJo software was used to analyze data. At least 20,000 singlets from each kidney sample were examined in triplicate. The forward versus side scatter (FSC vs. SSC) plot was initially used as a basis for cell gating. The presence of CD45 and CD11b, which are expressed in inflammatory and hematopoietic cells, in addition to F4/80, a distinctive macrophage surface marker, was used to identify the macrophage cell population. The M1 and M2 macrophage subpopulations have been determined using CD86 and CD206, respectively.

### Cell viability

Primary BMDMs were seeded evenly into a 96-well plate. Each well was treated with DMSO, or G-1 (10 μmol/L, Cayman), or LPS (100 ng/ml, Sigma) + INFγ (20 ng/ml, Peprotech) or LPS + INFγ + G-1 for 24 h in the incubator. Then 10 μl of CCK8 solution was added to each plate well and incubated for 4 h. The absorbance rate at 450 nm was measured and calculated by the microplate reader.

### Co-culture trans-well assay

After stimulating with LPS (100 ng/ml) and 20 ng/ml Interferon-γ (INFγ) or 20 ng/ml IL-4 with or without 10 μmol/L G-1 for 48 h, BMDMs seeded in the lower chamber were vigorously rinsed with PBS thrice to avoid the transfer of the medium with LPS, INFγ, IL-4, or G-1 to the upper chambers. Using 0.4 μm pore-sized trans-wells, the BMDMs in the lower chambers were co-cultured with PTECs or primary fibroblasts from the different upper chambers for another 24 h. The PTECs or primary fibroblasts from the upper chambers were harvested for RNA and protein extraction.

### RNA-sequencing (RNA-seq) and bioinformatics analysis

Total cellular RNA was extracted from the cells (Seq1: BMDMs, BMDMs after G-1 for 48 h treatment; Seq2: BMDMs after 48 h of LPS and INFγ treatment, BMDMs after 48 h of LPS and INFγ and G-1 treatment; Seq3: BMDMs after 48 h of IL-4 treatment, BMDMs after 48 h of IL-4 and G-1 stimulation; Seq4: TECs after 24 h co-cultured with M1 BMDMs, TECs after 24 h of co-culture with G-1 pretreated M1 BMDMs were extracted using TRIzol reagent (15596018, Invitrogen) (*n* = 3). Three samples in each group were pooled to yield one sample for RNA sequencing. The purity and quantity of each mRNA sample were examined using the Nanodrop 2000 spectrophotometer (Thermo Scientific, USA). RNA libraries were constructed using the VAHTS® Universal V6 RNA-seq Library Prep Kit. Transcriptome sequencing and analysis were conducted by OE Biotech Co., Ltd (Shanghai, China), and paired-end reads were obtained on the Novaseq 6000 platform. The quality of RNA-seq data was estimated using RSeQC (version 2.6.4). Differentially expressed genes (DEGs) were identified using the DESeq2. *P* value < 0.05 and foldchange >2 or foldchange <0.5 was set as the threshold for selecting significant DEGs. Based on the hypergeometric distribution, gene ontology (GO) enrichment analysis of DEGs was performed to select the significantly enriched genes using David bioinformatics. RNA sequencing raw data and processed data were submitted to NCBI GEO, and the GEO accession number is GSE235718.

### Statistical analyses

Data are presented as Mean ± SEM. The data were assessed for Gaussian distribution and homogeneity of variances before further analysis. Log transformation was utilized when the variances were not sufficiently homogeneous. Statistical significance was determined using an unpaired *t* test and two-way ANOVA with Bonferroni correction for multiple comparisons (GraphPad Software). Statistical significance was presented by asterisks (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001).

## Results

### GPER1 is expressed in macrophages of renal tissues in CKD patients and UUO model mice

To identify whether GPER1 is expressed in the macrophages of the kidney, we first co-stained GPER1 together with macrophage marker CD68 in the renal tissues of CKD patients. The GPER1 was found to be colocalized with CD68-positive cells (Fig. 1A). Similarly, CD68-positive cells co-stained with GPER1 were observed in the kidneys of UUO model mice (Fig. 1B). These data indicate that GPER1 expressed in macrophages may involve in renal fibrosis development in CKD patients and mice.

**Fig. 1:**
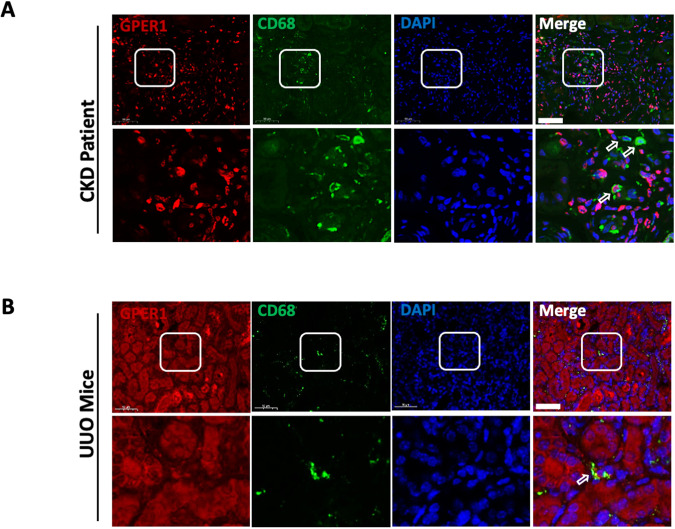
GPER1 is colocalized with CD68-positive cells in CKD patients and UUO model mice. **A** Representative images of GPER1 and CD68 immunostaining from kidney tissues of CKD patients. [GPER1 (red), CD68 (green) and DAPI(blue)]. **B** Representative images of GPER1 (red) and CD68 (green) immunostaining from obstructed kidney tissues of OVX mice. CD68 is the marker of macrophages. Arrows mark the colocalization of GPER1 and CD68. Scale bars: 50 μm.

### Activation of GPER1 in OVX female mice attenuates UUO-induced renal fibrosis

As previously described [11], GPER1 is a de novo estrogen receptor like the estrogen receptors α and β. Many studies have shown estrogen binding to GPER1 and activating rapid non-genomic signaling [11]. To rule out the possibility of estrogen affecting the GPER1, we performed ovariectomy on the 8-week-old female mice. Subsequently, OVX mice were randomly divided into two groups treated with GPER1 agonist G-1 or vehicle for an additional 4 weeks. Then, UUO surgery was performed on mice after three weeks of G-1 treatment (Fig. 2A).

**Fig. 2:**
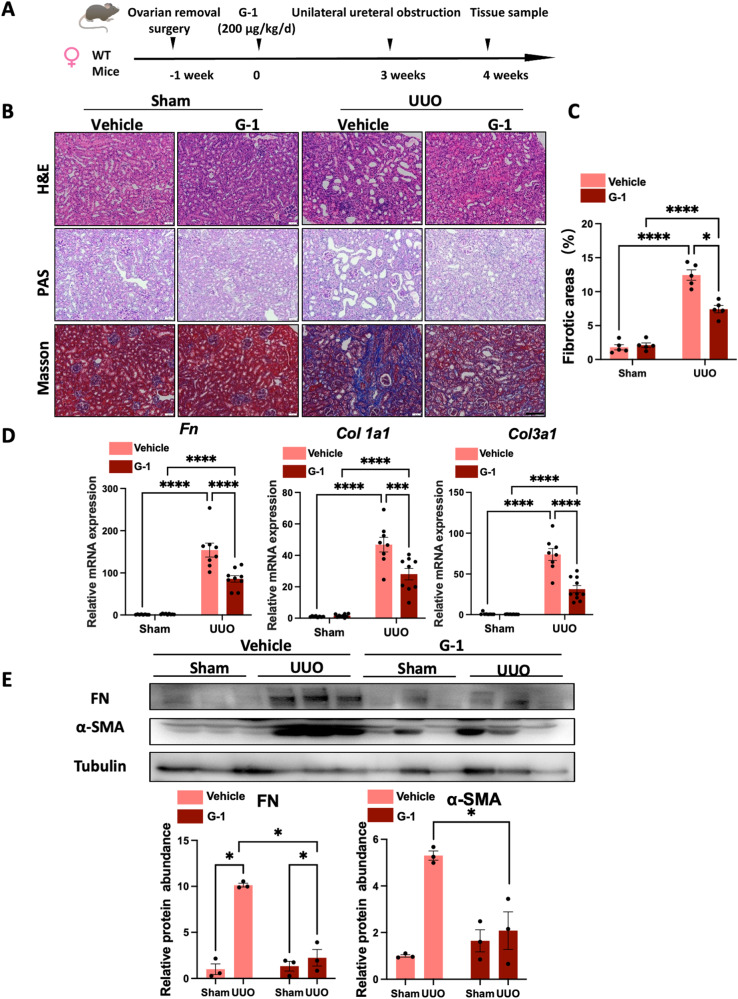
GPER1 activation attenuates UUO-induced renal fibrosis in OVX female mice. **A** Schematic diagram shows the experimental design. **B** Representative images of kidney sections of H&E, Masson’s trichrome, and PAS staining from OVX female mice subjected to UUO with or without G-1 treatment for 7 days. Scale bars: 100 μm. **C** Quantification of Masson’s trichrome staining (*n* = 5 per group). **D** Relative mRNA expression for *Fn, Col1a1, Col3a1* in sham and obstructed kidneys from Vehicle or G-1 treated OVX female mice (*n* = 8 in the Vehicle group, *n* = 9 in the G-1 treated group). **E** Representative immunoblots of Fibronectin and α-SMA in sham and obstructed kidney tissues of OVX mice treated with or without G-1 (*n* = 3). Densitometry analysis was performed to quantify protein expression. Data are shown as means ± SEM. Statistical analysis by two-way ANOVA with Tukey’s test. *P < 0.05,**P < 0.01, ***P < 0.001, ****P < 0.0001.

To evaluate the extent of kidney injury, kidney sections were stained with PAS and H&E staining (Fig. 2B). As expected, at seven days of UUO, the vehicle-treated OVX UUO model exhibited severe tubule-interstitial injuries, including the loss of brush border, tubular dilation, and immune cell infiltrations. These renal lesions were significantly reduced in OVX UUO mice treated with G-1 (Fig. 2B). Quantification of Masson’s trichrome staining indicated that, compared to vehicle-treated OVX UUO mice, G-1-treated OVX UUO mice displayed less extracellular matrix deposition in the kidney tissues (Fig. 2B, C). These findings were further supported by gene expression analysis, which showed the significant upregulation of *Col1a1*, *Col3a1*, and *Fn* in the vehicle-treated mice. In contrast, the administration of G-1 significantly suppressed *Col1a1*, *Col3a1*, and *Fn* mRNA expression (Fig. 2D). In addition, these results were also confirmed on protein levels by immunoblots of Fibronectin and α-SMA (Fig. 2E). Altogether, these data revealed that activation of GPER1 significantly attenuated renal fibrosis in the OVX UUO model.

### Activation of GPER1 downregulates M1 and M2 macrophage infiltrations in UUO murine OVX model

To further investigate whether GPER1 activation could affect macrophage infiltrations in the kidneys of the UUO model, we compared *Cd68* and *Lyz2* (the gene that encodes F4/80) transcript levels between the two groups. The result indicated that *Cd68* and *Lyz2* mRNA were significantly downregulated in the G-1-treated OVX UUO mice compared to the vehicle-treated OVX UUO mice (Fig. 3A). This data revealed that G-1 treatment reduced macrophage accumulation in the injured renal tissues. As quantified, F4/80 staining confirmed a significant reduction in macrophage infiltration in the kidneys of OVX UUO mice with G-1 administration versus the vehicle-treated OVX UUO mice (Fig. 3B, C).

**Fig. 3:**
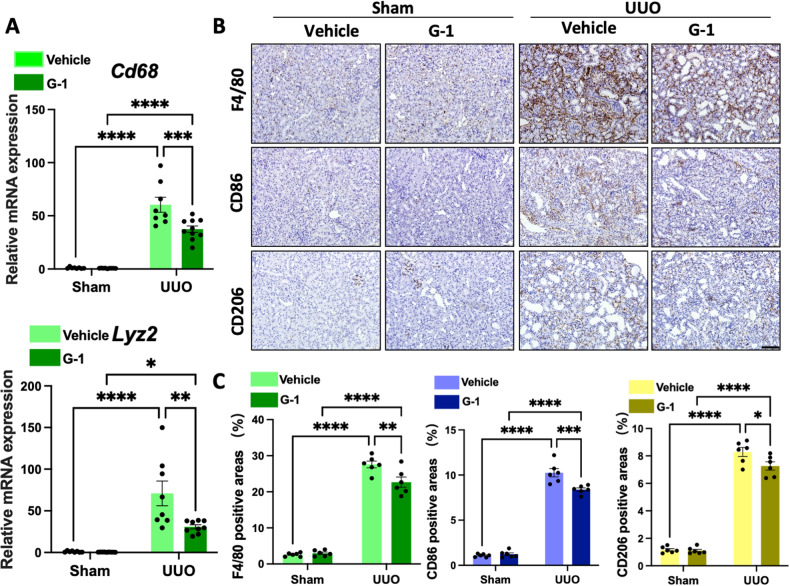
GPER1 inhibits M1 and M2 macrophage infiltrations in the kidney of the UUO model. **A** Quantitative RT-PCR of mRNA for macrophage *Cd68* and *Lyz2* in sham and obstructed kidneys from OVX female mice treated with or without G-1 (*n* = 8 in the Vehicle-treated group, *n* = 9 in the G-1-treated group). **B** Representative images of macrophage (F4/80), M1 macrophage (CD86), and M2 macrophage (CD206) immunohistochemistry-stained kidney samples of female OVX mice treated with or without G-1 treatment. Scale bars: 100 μm. **C** Quantification of F4/80, CD86, and CD206 immunohistochemistry staining (*n* = 6 in each group). Data are shown as means ± SEM. Two-way ANOVA with Tukey’s test. *P < 0.05,**P < 0.01, ***P < 0.001, ****P < 0.0001.

Subsequently, we examined the two classical subsets of macrophages in the renal tissues of the UUO model with or without G-1 treatment. Activated macrophages are divided into two classical categories, M1 and M2 macrophages. The M1 macrophages are essential in promoting immune responses, while the M2 macrophage promotes fibrosis by secreting profibrotic growth factors [17, 18]. The M1 macrophage polarization is characterized by the upregulation of cell surface activation markers and molecules, like CD86 and M1 macrophage-associated proinflammatory cytokines, including tumor necrosis factor-α(*Tnf-a)*, Interleukin-1β (*Il-1b)*, Interleukin-6 (*Il-6)*, and nitric oxide synthase 2 (*Nos2*) [19]. Arginase1 (*Arg-1*), *Cd206(Mrc1)*, and Interleukin 10(*Il-10*) [18] are markers of M2 macrophage polarization.

First, using qPCR, we analyzed proinflammatory gene expression and found a significant decrease in *Cd86*, *Nlrp3*, *Il-1β*, *Tnf-a*, and *Nos2* expression in the G-1-treated OVX UUO model at the transcript level (Fig. 4A). Similarly, CD86-positive cells were significantly reduced in the kidneys of G-1-treated OVX UUO mice than in vehicle-treated OVX UUO mice, as evidenced by IHC staining (Fig. 3B, C). Moreover, renal cortex *Mrc1*, *Il10, Arg-1*, and *Ccl17* transcript levels were significantly reduced in the OVX UUO model with G-1 administration (Fig. 4B). Following G-1 treatment, CD206-positive cells were significantly and consistently decreased (Fig. 3B, C). We also conducted a flow cytometry-based analysis of myeloid cell populations in the kidneys of four groups. Our results revealed a significant decrease in the numbers of CD45+ CD11b+ positive cells in the kidneys of G-1-treated OVX UUO mice compared to the vehicle-treated OVX UUO mice (Fig. 4C, D). There were significantly fewer total macrophages (F4/80high), significantly fewer M1 (F4/80-CD86high) and M2 type (F4/80-CD206high) macrophages (Fig. 4C, D) in G-1-treated OVX UUO mice.

**Fig. 4:**
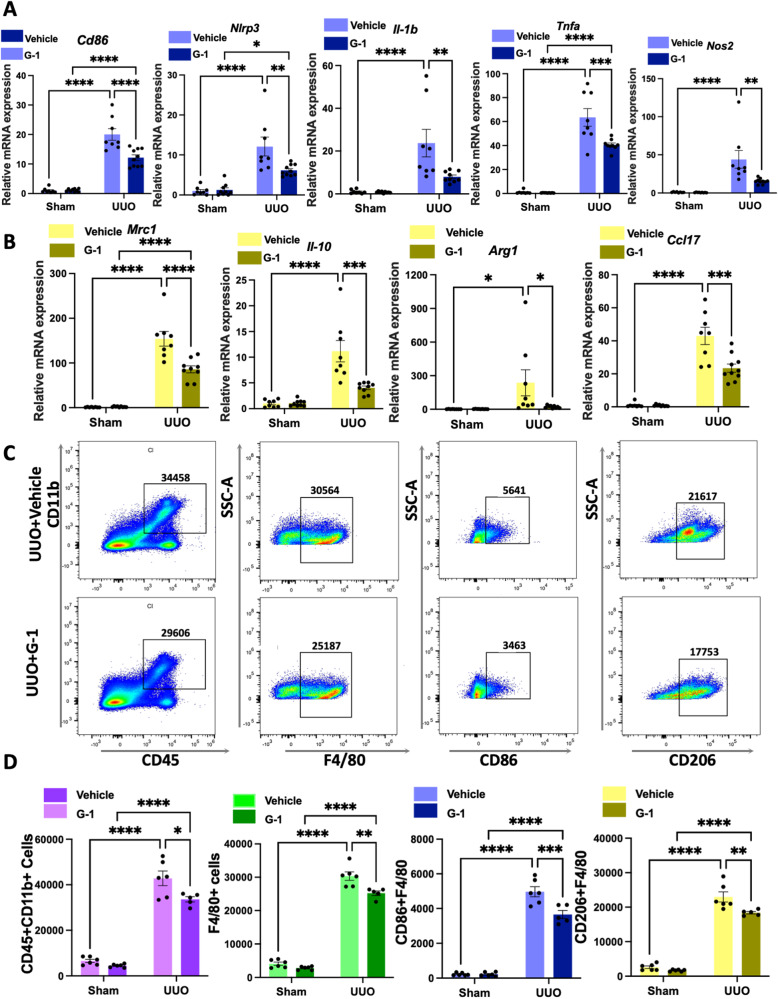
GPER1 attenuates M1 and M2 macrophage infiltration in the kidneys of OVX mice. **A** Relative mRNA expression of M1 macrophage-associated proinflammatory genes *Cd86, Nlrp3*, *Il-1b*, *Tnf-a*, and *Nos2* of the sham or obstructed kidney samples of OVX mice treated with or without G-1 (*n* = 8 in the Vehicle-treated group, *n* = 9 in the G-1-treated group). **B** Relative mRNA expression of M2 macrophage-associated genes *Mrc1*, *Il-10*, *Arg-1*, and *Ccl17* of the sham or obstructed kidney samples of mice treated with or without G-1 (*n* = 8 in the Vehicle-treated group, *n* = 9 in the G-1-treated group). **C** Representative flow cytometry dot plots of the expression of macrophages in kidneys from UUO OVX female mice with or without G-1 treatment. **D** Representative flow cytometric data and analysis of the counts of myeloid cells (CD45 + CD11b+), total macrophages (F4/80+), M1 macrophages (F4/80+, CD86+), M2 macrophages (F4/80+, CD206+) (*n* = 6 in the Vehicle-treated group, *n* = 5 in the G-1-treated group). Data are shown as means ± SEM. Two-way ANOVA with Tukey’s test. *P < 0.05,**P < 0.01, ***P < 0.001, ****P < 0.0001.

Together, these results suggested that activation of GPER1 significantly downregulated the M1 and M2 macrophage recruitment in the kidney tissues in the OVX UUO model.

### Activation of GPER1 in male mice also attenuates UUO-induced renal fibrosis

To assess whether activating GPER1 yielded similar results in the male UUO mice model, we also performed the UUO surgeries on 8-week-old male mice. The mice were pretreated with the same dose of G-1 by subcutaneous implantation of alzet minipumps 3 weeks before UUO modeling (Fig. 5A). We initially compared the renal fibrotic changes between the vehicle-treated UUO male mice and the G-1-treated UUO male mice (Fig. 5B). Quantification of Masson’s trichrome staining revealed a significant improvement in collagen deposition in G-1-treated UUO male mice (Fig. 5C). Consistent with Masson’s trichrome staining, the mRNA expression of *Col1a1*, *Col3a1*, and *Fn*, as well as protein expression of α-SMA and Fibronectin, were all significantly downregulated after G-1 treatment (Fig. 5D, E).

**Fig. 5:**
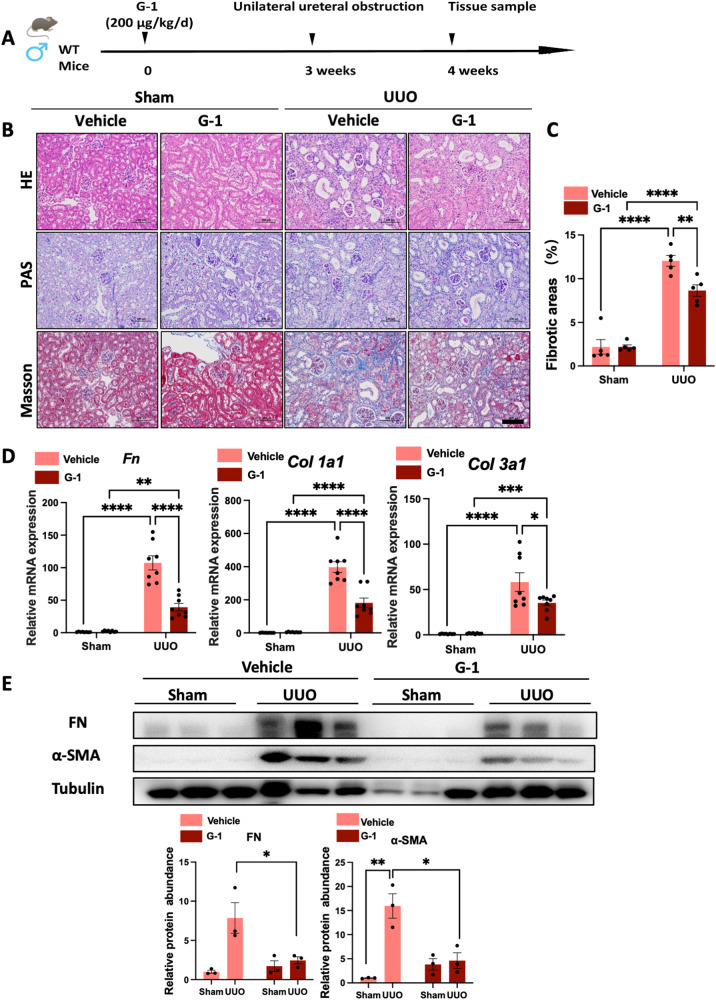
GPER1 activation ameliorates renal fibrosis in the male murine UUO model. **A** Schematic diagram shows the experimental design. **B** Representative images of kidney sections of H&E, Masson’s trichrome, and PAS staining of male mice subjected to UUO for 7 days with or without G-1 treatment. Scale bars: 100 μm. **C** Quantification of Masson’s trichrome staining (*n* = 5 per group). **D** Relative mRNA expression of *Fn, Col1a1*, and *Col3a1* in sham and obstructed kidney samples from vehicle or G-1-treated male mice (*n* = 8 in each group). **E** Representative western blots of Fibronectin and α-SMA in sham and obstructed kidney tissues from male mice treated with or without G-1 (*n* = 3). Densitometry analysis was performed to quantify protein expression. Data are shown as means ± SEM. Statistical analysis by two-way ANOVA with Tukey’s test. *P < 0.05,**P < 0.01, ***P < 0.001, ****P < 0.0001.

To explore the effect of G-1 on inflammation and immune response in the male UUO model, we also compared the M1-associated chemokines and proinflammatory cytokines, as well as M2 macrophage-related markers between the vehicle-treated UUO male mice and G-1-treated UUO male mice. There was a significant reduction in *Cd68* (Fig. 6A)*, Nlrp3*, *Il-1b*, and *Tnf-a* (Fig. 6D) mRNA expression in the G-1-treated male UUO mice model compared to the vehicle-treated male UUO mice model. This is consistent with the findings in the OVX UUO model after G-1 treatment. However, *Cd86* mRNA remained unchanged (Fig. 6D), whereas there was a significant reduction in *Mrc1, Retnla, Arg-1*, and *Ccl17* mRNA expressions (Fig. 6E). These results were validated by IHC staining (Fig. 6B, C).

**Fig. 6:**
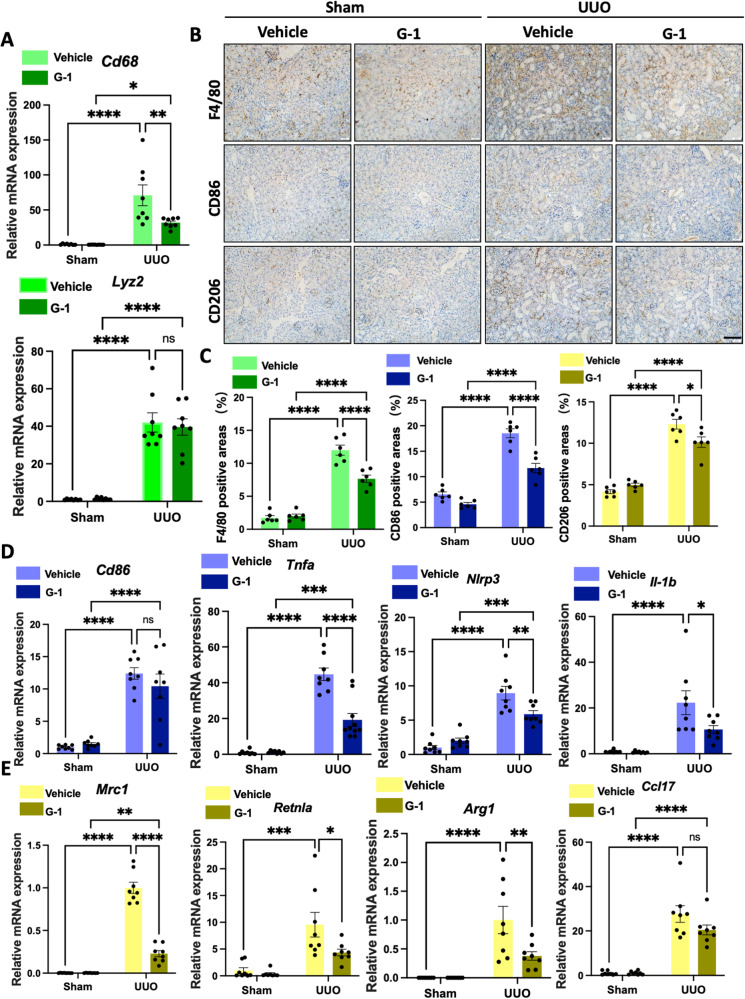
GPER1 activation reduces renal macrophage infiltrations in the male UUO model. **A** Relative mRNA expression of *Cd68* and *Lyz2* in sham and obstructed kidneys from male mice treated with or without G-1 (*n* = 8 in each group). **B** Representative images of macrophage (F4/80), M1 macrophage (CD86), and M2 macrophage (CD206) immunohistochemistry-stained kidney samples from male mice subjected to UUO, treated with or without G-1. Scale bars: 100 μm. **C** Quantification of F4/80, CD86, and CD206 positive stained area in four groups (*n* = 6). **D**, **E** Relative mRNA expression of M1 macrophage-associated proinflammatory genes *Cd86, Tnf-a, Nlrp3*, *Il-1b, Mrc1, Retnla, Arg-1*, and *Ccl17* of the sham or obstructed kidney samples of OVX mice treated with or without G-1. (*n* = 8 in each group). Data are shown as means ± SEM. Two-way ANOVA with Tukey’s test. *P < 0.05,**P < 0.01, ***P < 0.001, ****P < 0.0001.

Taken together, these findings confirmed that GPER1 activation protected the male mice against UUO-induced renal fibrosis. However, in contrast to the activation of GPER1 in female mice, which leads to suppression of both M1 and M2 macrophage polarization, GPER1 activation in male mice mainly resulted in the inhibition of M2 macrophage polarization, suggesting sex differences in GPER1 activation in the kidney of UUO mice.

### *Gper1* deletion exacerbates renal fibrosis in male UUO-induced renal fibrosis model

To identify whether *Gper1* deletion affects renal fibrosis progression, *Gper1* global knockout mice were generated by the CRISPR/Cas9 gene edition technique (Supplementary Fig. 1A, B). An approximate 90% decrease in *Gper1* mRNA and protein was observed in the kidney tissue of knockout mice compared to the wild-type littermates (Supplementary Fig. 1C, D). The IHC staining revealed that the GPER1 positive area was primarily distributed in TECs of wild-type mice, whereas there was no GPER1 expression in the *Gper1*-deficient mice (Supplementary Fig. 1E). The *Gper1* gene expression levels in various tissues, including the heart, lung, intestine, and liver, were also downregulated in the *Gper1*^*−/−*^ mice compared with wild-type mice (Supplementary Fig. 1F). Our findings confirmed successful *Gper1* knockout in kidneys and other tissues in *Gper1*^*−/−*^ mice.

To evaluate the effect of *Gper1* deficiency on renal fibrosis, the *Gper1* knockout male mice and wild-type male littermates were also subjected to UUO surgeries (Fig. 7A). The PAS, H&E, and Masson’s trichrome staining revealed that *Gper1*-deficient male mice subjected to the UUO model exhibited more collagen synthesis and deteriorated tubular injuries as compared to wild-type mice subjected to UUO (Fig. 7B, C). In UUO murine models, *Gper1* deficiency also accelerated the transcript levels of profibrotic factors, chemokines, and proinflammatory cytokines (Fig. 7D, E, Supplementary Fig. 2A–C). Consistent with G-1-treated male mice, we found that male Gper1-deficient mice subjected to the UUO model exhibited the same reduction in CD68 and CD206 (Supplementary Fig. 2B, D). Nonetheless, CD86 remained unchanged (Supplementary Fig. 2C). These data further confirmed that GPER1 played a critical role in renal fibrosis by *Gper1* deletion. In UUO-induced renal fibrosis, deficiency in *Gper1* also led to enhanced expression of chemokines and proinflammatory cytokines and increased macrophage infiltration.

**Fig. 7:**
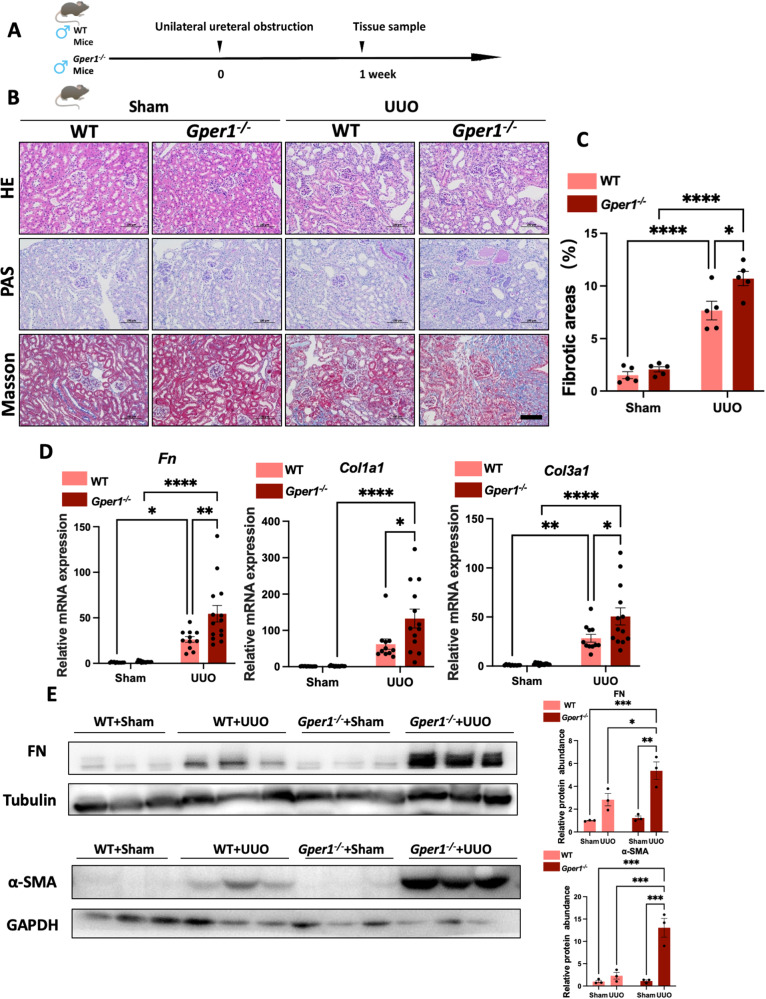
*Gper1* deletion exacerbates renal fibrosis in the UUO model. **A** Schematic diagram shows the experimental design. **B** Representative images of kidney sections of H&E, Masson’s trichrome, and PAS staining of male mice subjected to UUO with or without G-1 treatment for 7 days. Scale bars: 100 μm. **C** Quantification of Masson’s trichrome staining (*n* = 5 per group). **D** Relative mRNA expression for *Fn, Col1a1, Col3a1* of sham and obstructed kidney samples of wild-type or *Gper1*^*−/−*^ male mice (*n* = 11 in wild-type group, *n* = 13 in *Gper1*^*−/−*^ group). **E** Representative western blots of Fibronectin and α-SMA of sham and obstructed kidney tissues from wild-type or *Gper1*^*−/−*^ male mice treated with or without G-1 (*n* = 3). Densitometry analysis was performed to quantify protein expression. Data are shown as means ± SEM. Statistical analysis by two-way ANOVA with Tukey’s test. *P < 0.05,**P < 0.01, ***P < 0.001, ****P < 0.0001.

### GPER1 activation suppresses the immune pathways activation in M0 macrophages

Monocytes derived from bone marrow myeloid progenitors are recognized as the main source of infiltrating macrophages in kidney disease [20]. To evaluate the specific roles of GPER1 in macrophages, BMDMs were isolated and differentiated into M0 macrophages after seven days. First, we tested whether GPER1 activation on macrophages could influence its activation. It was found that G-1 could directly inhibit the polarization of macrophages to both M1 and M2 phenotypes, characterized by downregulation of *Ccl2*, *Cxcl10*, *Cxcl2*, *Cxcl1*, *Ccl5*, *Cxcl4*, *Il-6*, *Cd86, Retnla*, *Mrc1*, *Arg-1*, and *Il-10* (Fig. 8A). 

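Macrophages grown from mouse bone marrow for 7 days were kept as M0 macrophages or given 10 μmol/L G-1, the agonist of GPER1, for 48 h. RNA of 3 samples per group was pooled and sequenced as 1 library, so each group has 1 library. The authors deposited whole-number counts of reads per gene symbol, and 21948 symbols were matched to mouse genes of GRCm38. The counts summed to 35027179 in the M0 library without G-1 and to 37000838 in the one with G-1. The most abundant gene was Lyz2, the macrophage lysozyme, with 2.73% of the counts without G-1, and Gpnmb, a lysosomal glycoprotein, with 2.75% of the counts with G-1. For each gene with at least 20 counts in the library with more, the fold between both libraries was computed after TMM scaling with edgeR, and an exact 95% interval was taken from the counts. A count of 0 was replaced by a floor of 3 counts, and the fold is then printed as a bound. Lists of genes with a shared function were described by the median log2 fold of their members and by its percentile among 10000 random lists of the same size and like expression. The lists, the filter and the scaling were fixed before the data were examined. Some lists stand for terms that the paper found enriched in these same libraries, so their percentiles are not independent evidence. The intervals hold the error of counting only, since 1 pooled library per group leaves no replicate check, and each difference is one between these libraries.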

To establish the following possible pathways regulated by G-1 in M0 macrophages, we then performed transcriptomic profiling on M0 macrophages with or without G-1 treatment. Heatmap demonstrated the upregulation of 446 genes and downregulation of 406 genes in the G-1-treated versus non-treated BMDMs (Fig. 8B). In addition, GO analysis of the differentially expressed genes revealed upregulation of negative regulation of MAPK cascade and MAP kinase activity, and downregulated cellular response to interferon-beta, defense response to the virus, immune system process, inflammatory response, and immune response (Fig. 8C, D). These results suggested that GPER1 activation inhibited the transition of macrophage phenotype toward inflammatory and profibrotic macrophage.

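Dio2, which encodes the deiodinase that activates thyroid hormone, had 51 counts in the M0 library without G-1 and 19435 in the M0 library with G-1, and was 402-fold higher (95% interval 306 to 540.1). It lies on chromosome 12 of GRCm38 from 90724552 to 90739038. Cdkn1c, an inhibitor of cyclin-dependent kinases, was 137-fold higher (125 to 151), and Itgb3, which encodes the integrin β3 subunit, was 80.9-fold higher (68.7 to 95.9). The fatty acid desaturase gene Scd2 was 72.5-fold higher (66.8 to 78.8), although its level is uncertain because it may share reads with its paralog Scd1. In the other direction, F13a1, which encodes the A subunit of coagulation factor XIII, was 255-fold lower (222 to 294), and Fcrls, a receptor-like gene of macrophages, was 355-fold lower (252 to 515). Cxcl10, an interferon-induced chemokine, had 1251 counts without G-1 and 0 with G-1, and was at least 395-fold lower. Tmem176a, a membrane protein gene, was 531-fold lower (258 to 1323), and its level is uncertain because it may share reads with the neighboring Tmem176b. Of 11252 genes with enough counts, 1375 were at least 2-fold higher and 1416 at least 2-fold lower in the library with G-1, and 183 and 231 of these were past 10-fold. With a threshold like that of the study, a fold past 2 and p under 0.05 from DESeq2 with the dispersion estimated as if both libraries were 1 group, 241 genes were higher and 274 lower. All 9 measured genes labelled on the left of the volcano plot were higher with G-1 and all 9 on its right were lower; they were chosen by the study on these libraries and are not independent evidence.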

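In the library with G-1, 28 of 33 measured genes of the response to interferon-beta were at least 2-fold lower and 0 higher. Gbp5, an interferon-induced GTPase that promotes inflammasome assembly, was 102-fold lower (95% interval 58.2 to 198), and Ifit3, an antiviral gene, was 22.2-fold lower (18.8 to 26.4). The median log2 fold of the list was -2.99, at percentile 0 of the random lists. Antiviral defense genes were lower in the same way, 34 of 47 with 0 higher (median -1.55), among them Zbp1, a sensor of Z-form nucleic acids, which was 20.6-fold lower (15.1 to 28.8). Of 29 inflammatory chemokine and cytokine genes, 17 were lower and 5 higher (median -1.26); Il1b was 20.7-fold lower (12.1 to 38.2), whereas Ccl4, Ccl6, Cxcl14, Il1a and Il1rn were the higher ones and Tnf had a log2 fold of 0.04. Among 50 inflammatory receptors and sensors, 26 were lower, including Ccr2, the receptor of CCL2 (59.2-fold lower, 31.0 to 130.1), and 3 were higher. Markers of other cells moved with these groups: 6 of 8 dendritic cell markers and 6 of 8 neutrophil markers were lower as well, with 1 and 0 higher. In the MAPK pathway, 6 of 10 DUSP phosphatases, which dephosphorylate MAP kinases, were higher and 1 was lower, with a median log2 fold of 2.20 at percentile 100. Dusp4 was 20.1-fold higher (17.7 to 22.9), Dusp8 25.4-fold higher (17.0 to 39.5) and Dusp1 8.46-fold higher (7.89 to 9.09), while Dusp6, a phosphatase of ERK, was 8.66-fold lower (7.86 to 9.57). The wider list of negative regulators of the MAPK cascade had 12 genes higher and 6 lower of 40, with a median of 0.02 at percentile 56.3. Among all 11252 genes, 1375 were higher and 1416 lower. Of 31 kinases of the pathway, 5 were lower, among them Mapk14, which encodes p38α (2.28-fold lower, 2.20 to 2.36), and its activator Map2k6 (9.69-fold lower, 6.73 to 14.4), and 0 were higher. The genes that MAPK signaling induces moved both ways, 7 higher, such as Myc, and 5 lower, such as Fos, of 21. Transcript levels do not measure the phosphorylation of the kinases.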

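Of 22 measured marker genes of the M1 phenotype, 15 were at least 2-fold lower with G-1, and Acod1, which encodes the enzyme that makes itaconate, was the 1 higher. Cd86, a costimulatory receptor, was 7.63-fold lower (95% interval 6.71 to 8.70). Of 21 markers of the M2 phenotype, 10 were lower, and Tgm2, Egr2, Myc and Pparg were the 4 higher. Mrc1, the mannose receptor, was 3.98-fold lower (3.92 to 4.04), and Il10, an anti-inflammatory cytokine, was 34.3-fold lower (14.4 to 107). General macrophage markers were lower too, 14 of 30, with 2 higher, Lgals3 and Cd36. Ccl2, a chemokine of monocytes, had 113 and 149 counts and a log2 fold of 0.48, and Il6, Cxcl1, Arg1 and Retnla had under 3 counts in both M0 libraries and get no fold. Gper1, on chromosome 5 of GRCm38 from 139423150 to 139427800, had 2 counts without G-1 and 0 with G-1. Esr1, which encodes estrogen receptor α, was 3.71-fold lower (2.77 to 5.04), and Esr2 had 0 counts in both. From these profiles together with RT-qPCR, the paper proposes that GPER1 activation holds macrophages back from inflammatory and profibrotic phenotypes. The marker sets were lower together with macrophage genes at large. The Gper1 transcript was near absent from both M0 libraries. The upper 95% limits of its level were 0.206 CPM (counts scaled by the library total) without G-1 and 0.0997 CPM with G-1. The same counting gave 18.5 and 16.1 CPM in the libraries of TECs. With so few reads a change of Gper1 with G-1 could not be measured, and the receptor protein was not measured by these libraries.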

**Fig. 8:**
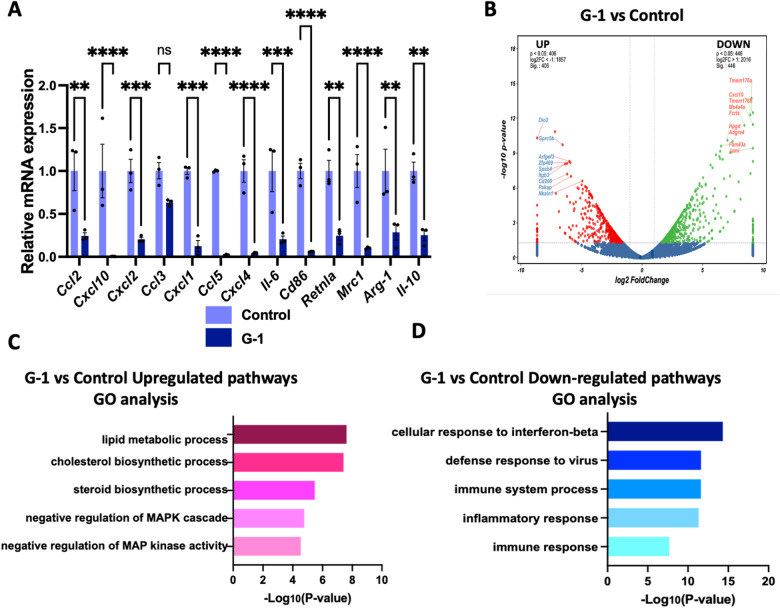
GPER1 activation inhibits macrophage phenotype transition. **A** Relative mRNA expression of M1 and M2 macrophage-associated genes *(Ccl2*, *Cxcl10*, *Cxcl2*, *Ccl3*, *Cxcl1*, *Ccl5*, *Cxcl4*, *Il-6*, *Cd86*, *Retnla*, *Mrc1*, *Arg-1*, *Il-10)* in bone marrow-derived macrophages (BMDMs) from WT mice treated with or without G-1 (*n* = 3). **B** Volcano plot of upregulated and downregulated differentially expressed genes identified between M0 macrophages treated with or without G-1.The log2 FC indicates the mean expression level for each gene. Each dot represents one gene. **C** Gene Ontology analysis of downregulated and upregulated pathways in M0 macrophages with or without G-1 treatment. Data are shown as means ± SEM. Unpaired *t* test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### GPER1 activation inhibits M0 to M1 macrophages polarization and protects co-cultured TECs from injuries and immune response

Then, in response to LPS/INFγ(INF) stimulation with or without G-1 treatment, we focused on M0 macrophages polarized into M1 macrophages. Compared to non-stimulated macrophages, increased expression of chemokines and proinflammatory cytokines (*Ccl2*, *Il-6, Ccl3*, *Ccl7*, *Cxcl10*, *Nos2*) were observed in macrophages in response to LPS and INF (Fig. 9B, C). In comparison, the upregulated expression of chemokines and proinflammatory cytokines induced by LPS and INF was significantly suppressed by G-1 (Fig. 9B, C). The M2 macrophage markers *Mrc1* and *Retnla* were significantly downregulated in both BMDMs in response to LPS and INF treated with or without G-1 (Fig. 9C). We also confirmed that after LPS/INF stimulation, TNF-α, IL-6, and G-CSF were significantly elevated in the supernatants of M1 macrophages (Fig. 9D). The G-1 treatment downregulated TNF-α, IL-6, and G-CSF from the supernatants of M1 macrophages (Fig. 9D). Consistent with the in vivo study, using a CCK8 kit, G-1 treatment significantly downregulated macrophage proliferation in both groups with or without LPS/INF stimulation (Fig. 9E).

**Fig. 9:**
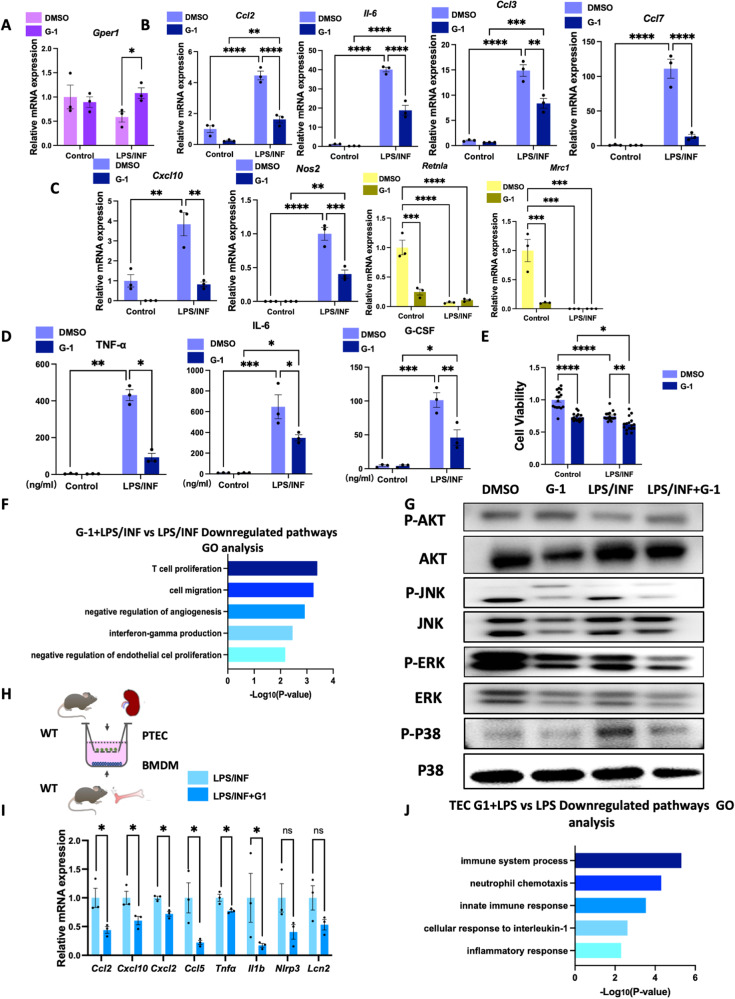
GPER1 regulates inflammatory crosstalk between macrophages and TECs by inhibiting M1 macrophage polarization. **A**–**C** Relative mRNA expression of *Gper1*, proinflammatory cytokines and chemokines (*Ccl2*, *Il-6, Ccl3*, *Ccl7*, *Cxcl10*, *Nos2*), and M2 macrophage markers *Retnla* and *Mrc1* of macrophages in response to LPS/INF with or without G-1 treatment (*n* = 3 in each group). **D** TNF-α, IL-6, and G-CSF expression in the supernatants of macrophages in response to LPS/INF with or without G-1 treatment (*n* = 3 in each group). **E** Cell viability of BMDMs in response to LPS/INF with or without G-1 treatment (*n* = 16 in each group). **F** Gene Ontology analysis of downregulated pathways in macrophages stimulated with LPS/INF with or without G-1 treatment. **G** Representative western blots of the protein levels of phosphorylation of AKT, MAPK/JNK, MAPK/ERK, and MAPK/P38 of BMDMs in response to LPS/INF with or without G-1 treatment. **H** Schematic representation of co-culture experiment with primary BMDMs in the lower chamber and primary PTECs in the upper chamber using a trans-well system. **I** Relative mRNA expression of *Ccl2*, *Cxcl10*, *Cxcl2*, *Ccl5*, *Tnf-a, Il-1b*, *Nlrp3* and *Lcn2* in PTECs co-cultured with M1 macrophages pretreated with or without G-1 (*n* = 3). **J** Gene Ontology analysis of downregulated pathways of PTECs co-cultured with M1 macrophages pretreated with or without G-1. Values are given as mean ± SEMs. Two-way ANOVA with Tukey’s test. *P < 0.05,**P < 0.01, ***P < 0.001, ****P < 0.0001.

Next, we performed GO enrichment analysis on the DEGs from M1-polarized macrophages with or without G-1. 

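M1 macrophages were stimulated with 100 ng/ml LPS and 20 ng/ml IFN-γ, and the library without G-1 held 39218495 counts and the one with G-1 40236644, again with samples pooled into 1 library per group. The stimulus was strong: 24 of 29 M1 markers were at least 2-fold higher in the M1 library than in the M0 library without G-1 and 0 were lower, with a median fold of 41.6. Il1b was 604-fold higher in M1 than in M0 (95% interval 539 to 678), and Nos2, the inducible nitric oxide synthase, had 44992 counts against 2. Folds with G-1 over without were computed for 11064 genes as for the M0 pair. They followed the length of the transcripts: genes of short transcripts were higher in the library with G-1 and genes of long transcripts were lower. Spearman's rho with length was -0.58 across genes; the median log2 fold was 0.73 in the shortest 20% of genes (median length 1306 bases) and -0.67 in the longest 20% (6628 bases). The ribosomal protein genes, whose transcripts are short, moved with it: 23 of 30 were at least 2-fold higher, with a median log2 fold of 1.15, and of 0.21 once the running medians over length and then GC content were subtracted. That subtraction was added after the data were seen, and its value is given beside the gene groups. The trend cannot be assigned to G-1 or to the library from 1 pair.

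**Figure D1:**
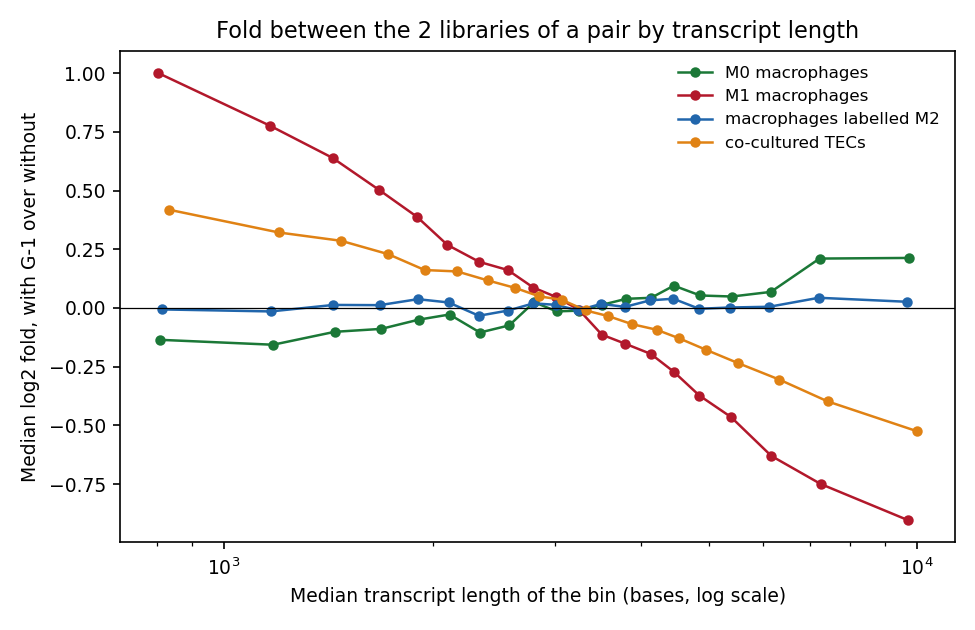
Median log2 fold, with G-1 minus without, in 20 groups of genes ordered by transcript length, with length in bases on a log scale, for each of the 4 pairs of libraries. The folds fall with length in the M1 pair and in the pair of co-cultured TECs rise slightly in the M0 pair and stay near 0 in the pair labelled M2.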

The downregulated genes were mainly enriched in pathways that affect T-cell proliferation, cell migration, negative regulation of angiogenesis, and interferon-gamma production (Fig. 9F). 

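Il12b and Il12a, the genes of both subunits of IL-12, the cytokine that drives T cells and NK cells to make interferon-gamma, were 39.3-fold lower (95% interval 30.5 to 51.6) and 19.3-fold lower (16.9 to 22.2) with G-1. Of 35 measured genes of T cell proliferation, 15 were at least 2-fold lower and 2, Cd24a and Cd276, higher, with a median log2 fold of -0.64 (-0.98 with the trend taken out). They include genes that restrain T cells, such as Vsir, an inhibitory receptor (6.10-fold lower, 5.78 to 6.43), and Arg1, which depletes arginine (9.88-fold lower, 8.64 to 11.4). Genes of interferon-gamma production were lower at 15 of 40 and higher at 2, Cd276 and Pycard (median -0.60; -0.52 with the trend taken out). Among 26 inhibitors of angiogenesis, 8 were lower, including Thbs1, thrombospondin 1 (15.5-fold lower, 15.0 to 16.0), and Ptprm, a receptor tyrosine phosphatase (15.6-fold lower, 11.9 to 20.7); 2, Timp2 and Naxe, were higher. Genes of cell migration moved both ways, 17 lower, such as Adam19, a membrane metalloprotease, and Itga9, an integrin subunit, and 6 higher of 49, such as Itgb3. The median log2 fold of the angiogenesis list was -0.23 at percentile 3.69 and that of the migration list -0.17 at percentile 3.39. Both lay within the central 95% of random lists. The median of T cell proliferation lay at percentile 0.0100 and that of the interferon-gamma list at percentile 0. With the trend taken out, the angiogenesis and migration medians were -0.13 and -0.05. Medians do not measure enrichment among the lower genes. Of all 11064 genes 1342 were lower, a smaller share than in the angiogenesis and migration lists. With the trend taken out, 7 of 26 angiogenesis and 14 of 49 migration genes were lower, against 875 of 10786 genes. Inflammatory chemokine and cytokine genes were lower at 16 of 40 and higher at 3, Ccl6, Cxcl16 and Lta (median -0.67, -1.03 after subtraction). Fibroblast and matrix genes moved with them, 5 of 10 lower, Col5a1, Vcan, Fn1, Lum and Pdgfrb, and 1, Vim, higher (median -0.997; -0.91 with the trend taken out). Ccl7, a monocyte chemokine, was 6.96-fold lower (6.68 to 7.26), Nos2 4.26-fold lower (4.17 to 4.36) and Il6 2.24-fold lower (2.17 to 2.32), whereas Tnf was 1.63-fold higher (1.60 to 1.67), with a log2 fold of 0.71 that fell to 0.17 with the trend taken out. Csf3, which encodes G-CSF, had 4813 counts without G-1 and 1566 with G-1. By ELISA, the paper reports less TNF-α, IL-6 and G-CSF in the M1 supernatants with G-1. The Il6 and Csf3 transcripts ran the same way and Tnf did not, though secreted protein is another measure. The DUSP phosphatases stayed near 0 as a group (median 0.06; 1 of 10, Dusp9, higher and 2, Dusp2 and Dusp16, lower), with a median of -0.19 with the trend taken out, and 10 of 42 negative regulators of the MAPK cascade were lower and 6 higher (median -0.26; -0.11 with the trend taken out).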

Consistent with RNA sequencing, immunoblotting further validated that G-1 treated BMDMs with or without LPS/INF stimulation exhibited downregulated levels of phosphorylation of MAPK/JNK, MAPK/ERK, and MAPK/P38 compared with BMDMs without G-1 treatment (Fig. 9G).

It has been reported that the recruitment of M1 macrophage could cause severe injuries to TECs, further activating the immune response and aggravating renal damage [21]. To investigate how GPER1 activation in macrophages could contribute to reduced tubular injuries in the UUO model, we established an in vitro model via co-culture of BMDMs with TECs using a trans-well assay (Fig. 9H). Based on qPCR results, *Ccl2*, *Cxcl10*, *Cxcl2*, *Ccl5*, *Tnf-a*, and *Il-1b* mRNA expression of TECs were significantly restrained when co-cultured with M1 macrophages pretreated with G-1 (Fig. 9I). A decreasing trend of *Nlrp3* and *Lcn2* mRNA was also observed (Fig. 9I), indicating that GPER1 activation in macrophages could protect co-cultured TECs from injuries. 

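RNA was sequenced from the TECs that had shared a trans-well culture for 24 h with M1 macrophages, pretreated with G-1 or not. The library of TECs beside untreated M1 macrophages held 38444014 counts and that beside G-1-pretreated ones 36321760, and 12992 genes had enough counts. All 24 epithelial junction and keratin genes had at least 20 counts, as against 13 of 30 proximal tubule markers, such as Aqp1, a water channel (415 and 569 counts), and 12 of 26 markers of the distal nephron and collecting duct. Markers of other cells were there too, 28 of 30 fibroblast and matrix genes and 15 of 16 endothelial markers. Macrophage transcripts were present at a low level: over 30 general macrophage markers, the median level was 1.15% of that in the M1 library without G-1, and in the TECs beside pretreated cells 0.752% of that in the M1 library with G-1. Adgre1, which encodes the macrophage marker F4/80, had 757 and 120 counts. The macrophages of the co-culture were not sequenced. The folds followed transcript length in this pair as well, with a Spearman's rho of -0.61 and a median log2 fold of 0.31 in the shortest 20% of genes and -0.35 in the longest. As with the macrophages, 1 pooled library per condition leaves no replicate check.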

We also used RNA sequencing to identify the enriched pathways of differentially expressed genes. 

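Marco, a scavenger receptor of macrophages, was 20.8-fold lower (95% interval 14.3 to 31.3) in the TECs beside G-1-pretreated M1 macrophages, and Saa3, an acute phase protein, was 7.52-fold lower (6.53 to 8.70). Il1b was 6.67-fold lower (4.47 to 10.3), Ccl5, a chemokine of T cells, 5.97-fold lower (4.45 to 8.13) and Cybb, the catalytic subunit of the phagocyte NADPH oxidase, 5.21-fold lower (4.36 to 6.27). Of 41 inflammatory receptors and sensors, 13 were at least 2-fold lower and 0 higher (median log2 fold -0.62, percentile 0 of the random lists; -0.66 with the length and GC trend taken out). Neutrophil chemotaxis genes were lower at 11 of 35, among them Itgb2, the β2 integrin of leukocytes (2.73-fold lower, 2.31 to 3.23), and Itgam, its partner CD11b (2.64-fold lower, 2.32 to 3.00), and 0 were higher (median -0.44; -0.66 with the trend taken out, and 14 lower). Of 36 innate immune genes, 6 were lower, such as Slpi, a protease inhibitor (4.39-fold lower, 3.37 to 5.78), and Irf7, a regulator of interferon genes (4.56-fold lower, 3.02 to 7.12), and Dhx58 was the 1 higher (median -0.23; -0.26 with the trend taken out). The response to interleukin-1 had 6 of 36 lower and 0 higher (median -0.19; -0.12 with the trend taken out), and inflammatory chemokines and cytokines 6 of 33 lower, with Il15 the 1 higher (median -0.11; -0.25 with the trend taken out, and 9 lower and 0 higher). Cxcl2, Cxcl1 and Csf3, neutrophil chemokines and a growth factor that epithelia make, had log2 folds of 0.03, -0.000813 and -0.11. The trend was left in for these genes. Cxcl2, unlike Cxcl1 and Csf3, was at least 10-fold higher in the M1 library, with a log10 ratio of 1.53 to the TEC libraries. Macrophage markers moved with these groups, 9 of 29 lower and 0 higher (median -0.54; -0.64 with the trend taken out). Genes whose level in the M1 library was at least 10 times that in the TEC libraries made up 115 of the 367 genes at least 2-fold lower, against 3.66% of all genes. Without such genes the medians were -0.05 for the 14 receptors and sensors left, 0.04 for 14 chemotaxis genes, -0.20 for 15 innate immune genes and -0.01 for 25 genes of the interleukin-1 response. At the other end, 181 genes were at least 2-fold higher. For the genes far more abundant in M1 macrophages, the libraries do not tell a lower level within TECs from fewer macrophage transcripts.

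**Figure D2:**
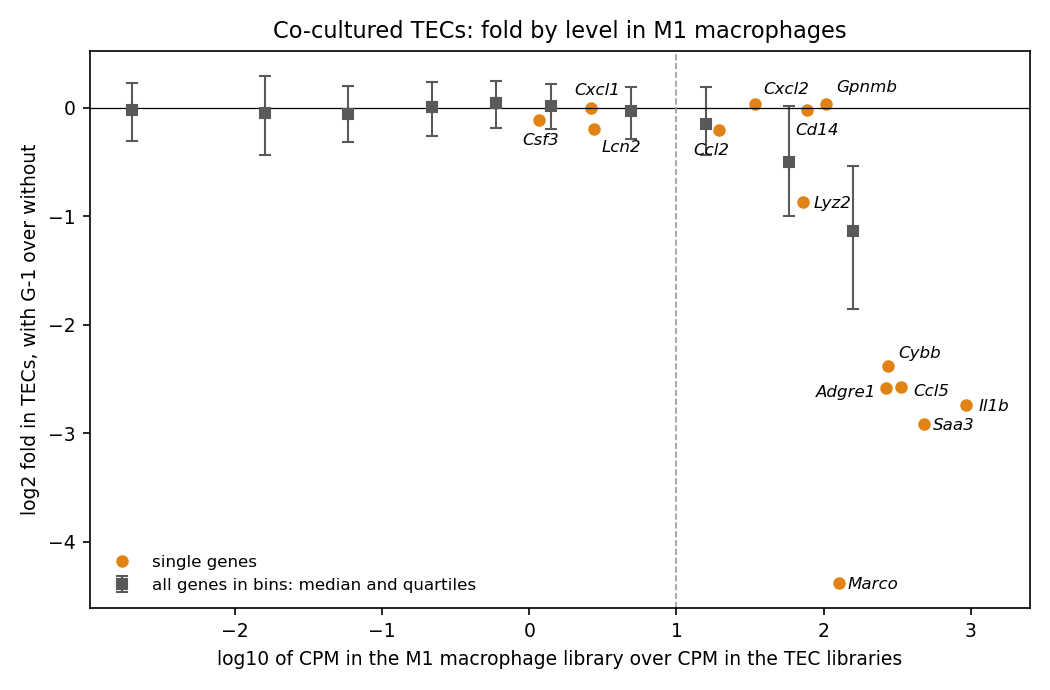
Log2 fold in the TEC pair, G-1-pretreated minus untreated, against the log10 ratio of the level in the M1 library to that in the TEC libraries, for single genes and as median and quartiles of all genes in groups of like ratio. The lowest group medians lie among genes far more abundant in macrophages, though Cxcl2, Gpnmb and Cd14 stay near 0 there.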

The result revealed that G-1 pretreatment in M1 macrophages induced downregulation of pathways enriched in the immune system process, neutrophil chemotaxis, innate immune response, and cellular response to interleukin-1 and inflammatory response in the co-cultured TECs (Fig. 9J).

Altogether, these data revealed that GPER1 activation significantly reduced the expression of inflammatory factors by inactivating MAPK pathways in BMDMs, hence protecting the co-cultured TECs against injuries and immune response. These findings highlight the importance of GPER1 in macrophages during the progression of renal fibrosis. Specifically, GPER1 is crucial in preventing TECs from developing into immune-like cells, exacerbating kidney inflammation, and contributing to End-Stage Renal Disease (ESRD) development.

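Markers of tubular injury stood near 0 in the TECs beside G-1-pretreated macrophages: of 28 measured, 0 were at least 2-fold higher and 1, Nlrp3, lower, with a median log2 fold of 0.10 at percentile 88.7 (-0.06 with the length and GC trend taken out). Nlrp3, the inflammasome sensor, was 6.03-fold lower (95% interval 2.53 to 17.5) from 38 counts, and Lcn2, a secreted marker of tubular injury, had 45818 and 38096 counts and a log2 fold of -0.20. Nlrp3 was among the genes at least 10-fold higher in the M1 library. Without such genes, 0 of 25 injury markers were lower and 0 higher. Spp1, osteopontin, was 1.38-fold higher (1.37 to 1.39) and Gdf15, a stress cytokine, 1.38-fold higher (1.34 to 1.42). The matrix gene Fn1 was 1.68-fold lower (1.67 to 1.69); its long transcript lies where the trend is strongest, and its log2 fold moved from -0.75 to -0.27 with the trend taken out. None of 24 junction and keratin genes and none of 13 proximal tubule markers passed 2-fold (medians -0.02 and 0.10). Unlike the macrophages, the TECs had Gper1 at a readable level, 712 counts beside untreated and 585 beside pretreated macrophages, 18.5 and 16.1 CPM. Esr2 had 23 and 5 counts. The paper draws on the lower inflammatory genes in M1 macrophages and TECs, RT-qPCR, ELISA of the M1 supernatants and immunoblots. From these it concludes that GPER1 activation lowers inflammatory factors by inactivating MAPK pathways and so protects co-cultured TECs from injury and an immune response.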

### GPER1 deficiency accelerates LPS/INF-induced inflammatory pathways in macrophages and enhances tubular epithelial injuries

To explore whether loss of GPER1 accelerates inflammatory pathways in macrophages, we also isolated BMDMs from WT and *Gper1* knockout mice. The level of *Gper1* mRNA was significantly downregulated in *Gper1*^*-/-*^ BMDMs (Supplementary Fig. 4A). Increases in *Cxcl10*, *Cxcl2*, *Cxcl1*, *Ccl7*, and *Ccl4* mRNA were seen in WT BMDMs after LPS/INF treatment, whereas the *Gper1* ablation further enhanced the expression of the inflammatory cytokines (Supplementary Fig. 4B). Additionally, loss of *Gper1* in M1 macrophages caused increased injuries in co-cultured TECs (Supplementary Fig. 4C), as demonstrated by increased *Nlrp3* and *Ccl7* mRNA levels and an increasing trend in *Lcn2* and *Il1b* mRNA (Supplementary Fig. 4D). These results confirmed that *Gper1* deletion enhanced macrophages’ response to LPS/INF, leading to increased impairment in co-cultured TECs.

### Profibrotic factors are downregulated in kidney fibroblast co-cultured with G-1-pretreated M2 macrophages

Few studies have been conducted on the role of GPER1 in M2 macrophage. To explore whether GPER1 activation impacted the macrophage phenotype in response to IL-4, BMDMs were extracted and polarized into M2 macrophage by IL-4 with or without G-1 treatment. 

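For the M2 state, BMDMs were given 20 ng/ml IL-4, and the library labelled M2 held 40671596 counts without G-1 and 38681822 with G-1. Mrc1, the mannose receptor, had 188110 counts in the library labelled M2 against 83675 in the M0 library, a 1.78-fold higher level (95% interval 1.77 to 1.80). The genes that IL-4 induces most in mouse macrophages were near absent: Arg1, arginase 1, had 7 counts, Chil3, a chitinase-like lectin, 9, and Retnla, a secreted resistin-like protein, and the chemokine genes Ccl17 and Ccl22 had 0. Of 22 measured M2 markers, 3 were at least 2-fold higher than in the M0 library, Myc, Cd200r1 and Ch25h, and 9 were lower, with a median log2 fold of -0.78. Clec10a, a lectin of M2 macrophages, was 4.02-fold lower and Irf4, a transcription factor of the IL-4 response, 4.08-fold lower. Among 22 measured M1 markers, 5 were at least 2-fold higher than in the M0 library, Ccl2, Ccl7, Marco, Tnf and Acod1. Lower were 10, with a median log2 fold of -0.62. The counting could pick up Arg1, which had 2569 counts in the M1 library, whereas Retnla had 0 counts in all 8 libraries. By RT-qPCR, the paper reports Mrc1, Tgfb1, Retnla and Il10 raised by IL-4: Mrc1 ran the same way in these libraries, Tgfb1 and Il10 were lower than in the M0 library, and Retnla has no direction here. The folds with G-1 over without in this pair compare the libraries as labelled, and whether the cells had responded to IL-4 is not settled by them.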

As shown in Fig. 10A, *Mrc1*, *Tgfb1, Retnla*, and *Il10*, and mRNA expression was significantly increased after IL-4 treatment, whereas G-1 treatment prevented IL-4-induced M0 to M2 macrophage polarization with a significant reduction in the *Mrc1*, *Retnla*, *Il-10*, and *Tgfb1* mRNA. The transcriptomic analysis further revealed that G-1 activation upregulated pathways enriched in amino acid transmembrane transport, negative regulation of MAPK cascade, cholesterol homeostasis, inactivation of MAPK activity, and cholesterol efflux (Fig. 10B). 

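Slc7a11, the cystine and glutamate exchanger, was 39.2-fold higher (95% interval 32.5 to 47.7) in the library labelled M2 with G-1, and Slc7a5, a transporter of large neutral amino acids, was 5.70-fold higher (4.73 to 6.90). Of 25 amino acid transporter genes, 8 were at least 2-fold higher and 2, Slc7a7 and Slc36a1, lower, with a median log2 fold of 0.31 at percentile 99.8. Abcg1 and Abca1, which export cholesterol from macrophages, were 25.1-fold higher (23.3 to 27.0) and 3.65-fold higher (3.58 to 3.71). In the list of cholesterol efflux and homeostasis, 7 of 27 were higher and 2, Cyp27a1 and Vldlr, lower (median 0.34). The genes of cholesterol synthesis moved together, 3 of 25 at least 2-fold higher and 0 lower, with a median of 0.70 at percentile 100 and Sqle among those past 2-fold, and 7 of 19 fatty acid synthesis genes, such as Srebf1, were higher, with Lpin1 the 1 lower. Of 10 DUSP phosphatases, 6 were higher and 2, Dusp6 and Dusp7, lower, with a median log2 fold of 1.31 at percentile 100. Dusp1, an early phosphatase of p38 and JNK, was 5.91-fold higher (5.56 to 6.29), Dusp4 3.94-fold higher (3.70 to 4.21) and Dusp9 11.2-fold higher (7.14 to 18.4). The 39 negative regulators of the MAPK cascade taken as a whole had 8 higher, including Trib3, a pseudokinase that binds AKT (25.7-fold higher, 20.3 to 33.1), and 4 lower, with a median of 0.11 at percentile 89.3. The median of 31 MAPK pathway kinases was 0.02. Dendritic cell markers moved against these groups, 6 of 8 lower and 2, Itgax and Batf3, higher. Of 11344 genes with enough counts, 675 were at least 2-fold higher and 882 lower in the library with G-1.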

Immunoblotting also validated that G-1 reduced the activation of MAPKs in macrophages’ response to IL-4 (Fig. 10C). These findings confirmed that GPER1 activation also affects BMDMs polarized into M2 phenotype, mainly through the negative regulation of MAPK cascade, which is also involved with cholesterol efflux and homeostasis.

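With G-1, 8 of 19 measured M2 markers were at least 2-fold lower and 5 higher, Clec7a, Tgm2, Egr2, Myc and Pparg. Mrc1 was 5.17-fold lower (95% interval 5.12 to 5.23), Il10 24.9-fold lower (10.4 to 78.0) and Cd163, a hemoglobin scavenger receptor, 5.65-fold lower (4.40 to 7.34), while Tgfb1, which encodes TGF-β1, had a log2 fold of -0.58, and Retnla had no count in either library. Lyve1, a hyaluronan receptor of resident macrophages, had 202 counts without G-1 and 1 with G-1, 194-fold lower (34.4 to 7686). Profibrotic growth factor and matrix regulator genes moved both ways, 9 higher and 7 lower of 22, with a median log2 fold of 0.44: Mmp12, the macrophage elastase, was 19.7-fold higher (19.3 to 20.1) and Spp1 3.01-fold higher (2.98 to 3.04), whereas Mmp14 and Tgfbi were among the lower ones. Gper1 had 0 counts in both libraries labelled M2. Esr1 was 4.24-fold lower (3.15 to 5.81) with G-1. From this pair and immunoblots, the paper concludes that GPER1 activation acts on M2 polarization mainly through negative regulation of the MAPK cascade, with a part in cholesterol efflux and homeostasis. General macrophage markers were lower beside the M2 markers, 10 of 30 with 2 higher.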

**Fig. 10:**
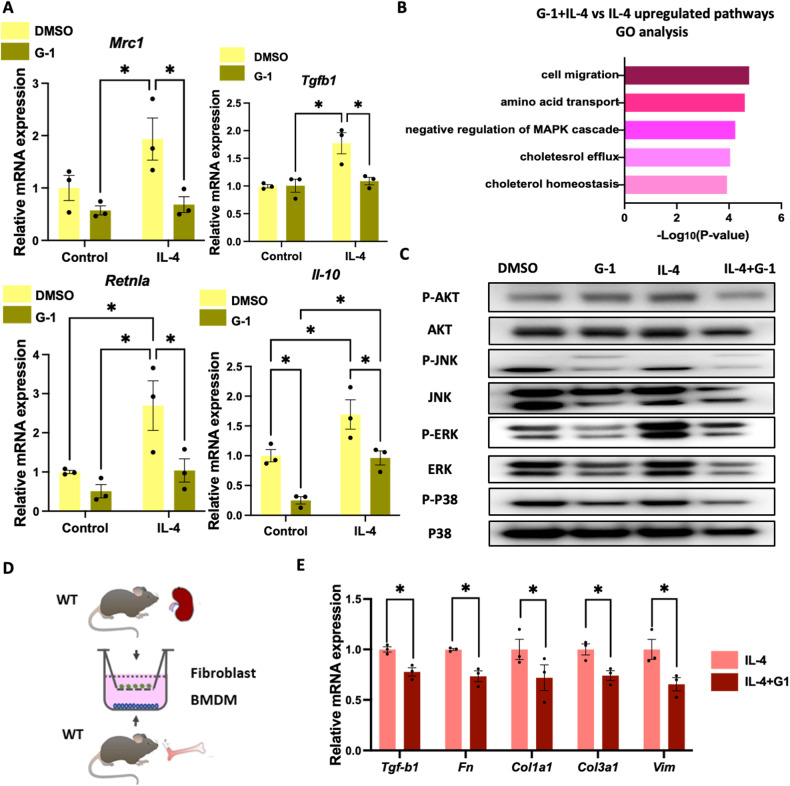
Activation of GPER1 decreases profibrotic factors by inhibiting M2 macrophage polarization. **A** Relative mRNA expression of *Mrc1*, *Tgfb1, Retnla*, and *Il10* in macrophages in response to IL-4 with or without G-1 treatment (*n* = 3). **B** Gene Ontology analysis of upregulated pathways in macrophages stimulated with IL-4 with or without G-1 treatment. **C** Representative western blots of the protein levels of phosphorylation of AKT, MAPK/JNK, MAPK/ERK, and MAPK/P38 pathways in macrophages in response to IL-4 treated with or without G-1. **D** Schematic representation of co-culture experiment with BMDMs in the lower chamber and primary renal fibroblasts in the upper chamber. **E** Relative mRNA expression of *Tgfb1*, *Fn*, *Col1a1, Col3a1*, and *Vim* in primary renal fibroblast co-cultured with M2 macrophages pretreated with or without G-1 (*n* = 3). Data are shown as means ± SEM. Two-way ANOVA with Tukey’s test. *P < 0.05,**P < 0.01, ***P < 0.001, ****P < 0.0001.

In addition to their anti-inflammatory roles, M2 macrophages have recently been recognized to take an essential profibrotic role in tissue fibrosis. They are known to release large amounts of profibrotic factors such as TGF-β1 [22]. To evaluate whether GPER1 activation in M2 macrophage ameliorates the transition of fibroblast into myofibroblast, we co-cultured M2 macrophages pretreated with or without G-1 with primary kidney fibroblasts (Fig. 10D). The M2 macrophages pretreated with G-1 effectively decreased the expression of profibrotic factors of the co-cultured fibroblast, including *Tgfb1*, *Fn, Col1a1*, *Col3a1*, and *Vim* (Fig. 10E).

Altogether, these results suggested that G-1 exerted an anti-inflammatory effect on macrophages, and it also prevented the polarization of M0 macrophages into M2 macrophages as well as disrupted fibroblast transition into myofibroblast (Fig. 11).

**Fig. 11:**
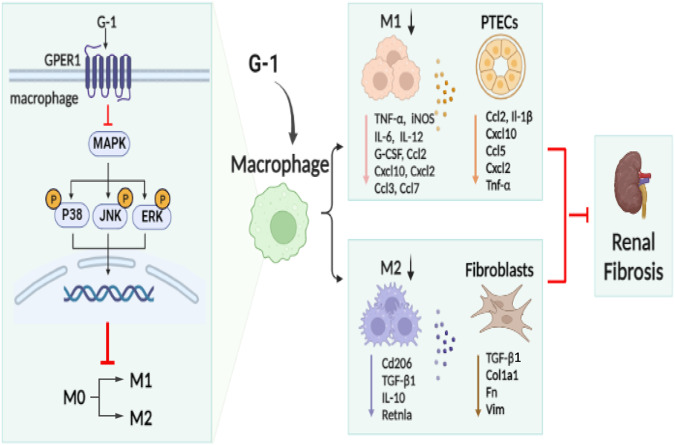
The proposed mechanism mediating the protective action of GPER1 against UUO-induced renal fibrosis. GPER1 agonist G-1 ameliorated UUO-induced renal fibrosis, possibly by inhibiting M0 to M1 and M0 to M2 macrophage polarization and attenuating immune response and fibrosis.

## Discussion

Recently, several clinical observation studies reveal that male CKD patients present faster progression into ESRD than female CKD patients [23], and women experience lower rates of kidney failure(defined as the need for dialysis or a kidney transplant) compared to men [24]. An IgAN patients retrospective study also implied that the male gender identified as an independent risk factor for poor kidney outcomes [25]. The sex disparities revealed by CKD suggest a role for sex hormones, specifically, a protective role for estrogen and its receptors.

Further studies have investigated the possible mechanisms of gender disparity in renal fibrosis. A study by Kim et al. [26] demonstrated that tamoxifen ameliorated renal tubulointerstitial fibrosis by modulation of estrogen receptor α-mediated transforming growth factor-β1/Smad signaling pathway. Furthermore, Cao et al. [27] confirmed that activation of estrogen receptor β attenuated renal fibrosis by suppressing the transcriptional activity of smad3. These studies indicated estrogen receptors and modulators played significant roles in retarding renal fibrosis progression.

To better understand how estradiol saves the kidney from injuries, our study first identified GPER1, the de novo estrogen receptor’s role in protecting against renal fibrosis. Through in vivo and in vitro studies, we found that activation of GPER1 could attenuate M1 and M2 macrophage polarization. Knockout of *Gper1* also confirmed that GPER1 was highly involved in macrophage activation and recruitment. Similarly, our study and others showed that GPER1 activation attenuated LPS/INF-induced M1 macrophage polarization in mouse macrophage cell lines, peritoneal macrophages, and primary cultured murine BMDMs [9, 10, 28]. The GPER1 depletion further enhanced the macrophage’s response to LPS/INFγ, consistent with a previous study [10]. Equally, our results corroborate other studies in kidney-diseased areas, showing that inhibition of macrophage recruitment ameliorated renal fibrosis [29, 30]. In contrast to early studies indicating that GPER1 activation was only involved in M1 macrophage polarization derived from multiple studies, our data suggested that activating GPER1 inhibited M2 macrophage polarization, leading to ameliorated renal fibrosis. These results agree with recent findings by Feng et al. [31] that stimulating macrophage M2 polarization enhances renal fibrosis. These findings provide insights into the cellular and molecular mechanisms involved in M2 macrophage-mediated renal fibrosis.

Previous studies reported that SerpinB2 played crucial roles in macrophage polarization and tubule-macrophage crosstalk [32]. We further investigated the interactions between M1-polarized macrophages and TECs and M2-polarized macrophages and fibroblasts. We found that activating GPER1 in M1 macrophages impaired inflammatory signaling, thereby protecting TECs from immune activation and injuries. Moreover, activating GPER1 in M2 macrophages suppressed the transition of resident fibroblast to myofibroblast. These interactions highlight the diverse roles of GPER1 in regulating the two different macrophage phenotypes and their subsequent crosstalk with renal innate cells.

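Over the 6 macrophage libraries, the genes of the response to interferon-beta, of antiviral defense and of inflammatory receptors were lower with G-1 as groups by camera with its preset correlation, and those of cholesterol synthesis and of the ATF4 response to amino acid shortage higher, although the interferon-beta genes ran the other way in the M1 pair. With an estimated correlation none of these groups passed (adjusted p = 0.584, 0.547, 0.497, 0.520 and 0.520 with an estimated correlation). Fabp4, a fatty acid carrier, had a log2 fold of 2.83 (standard error 0.215) over the 3 states and Serpinb9b, a serpin of the granzyme B inhibitor family, 4.21 (0.359), whereas Tlr1, a receptor of bacterial lipopeptides, had -2.80 (0.234) and Siglec1, a sialic acid receptor, -3.13 (0.284). At least 2-fold in the same direction in all 3 states were 119 genes higher and 226 lower. The effect of G-1 was tested with edgeR in a model with state and G-1, with the states as the blocks, which leaves 2 residual degrees of freedom; its p-values measure how far the states share the effect, and not the spread between cultures. Of 11921 genes tested by edgeR, 0 were higher and 0 lower at an adjusted p under 0.05; the lowest was 0.0705, shared by Fabp4, Serpinb9b and Tlr1, among others. Without adjustment, edgeR gave 676 higher and 958 lower, and DESeq2 with adjustment 324 and 472. The M1 pair stood apart: without it edgeR called 422 higher and 556 lower at an adjusted p under 0.05, against 14 and 23 without the M0 pair and 14 and 33 without the pair labelled M2, each with 1 residual degree of freedom. With the preset correlation, camera gave the groups above an adjusted p of 8.94e-06, 7.12e-07, 9.47e-06, 1.80e-07 and 3.90e-08, in the order named, none of which held with the estimated one. Markers of dendritic cells, neutrophils, lymphocytes and macrophages at large were lower too by camera with the preset correlation (adjusted p = 0.00916, 0.0118, 0.0123 and 0.00262). With the estimated one each had 0.520. Endothelial and fibroblast markers did not pass with the preset one (0.703 and 0.375). For the interferon-beta and receptor lists, adjusted over the list alone by edgeR, 0 genes of the first and 16 of the second were lower. By camera with the preset correlation, the DUSP phosphatases had an adjusted p of 0.0533 (adjusted p = 0.547 with an estimated correlation), with 5 of 10 higher in all 3 states when any fold above 1 was counted, and the wider set of negative regulators of the cascade had 0.876. Over the 59 lists, 41 passed an adjusted p of 0.05 with the preset correlation and 0 with the estimated one.

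**Figure D3:**
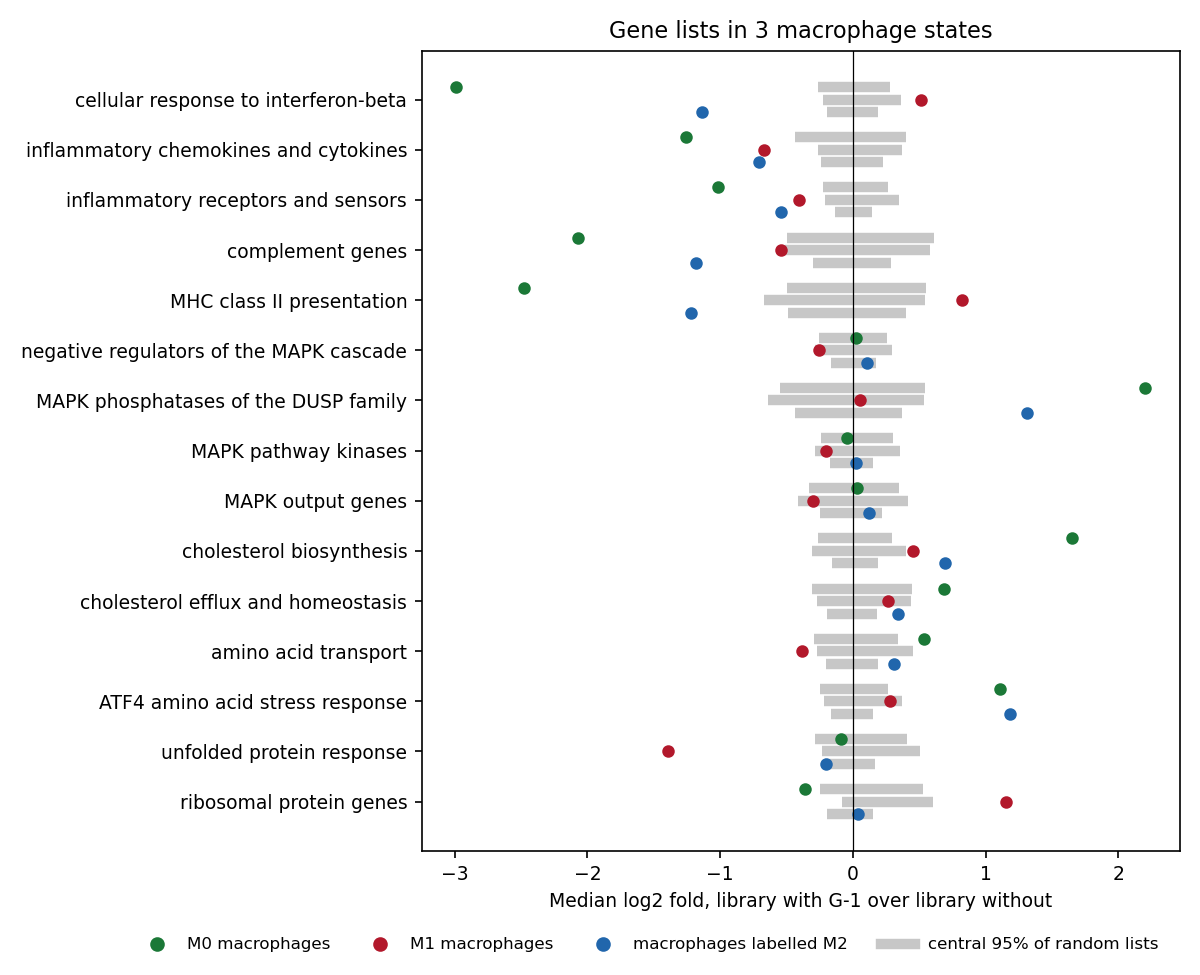
Median log2 fold, with G-1 minus without, of gene lists in the pairs of the 3 macrophage states, with the range that holds 95% of random lists of the same size. Interferon and inflammatory lists lie below their range in the M0 pair and in the pair labelled M2, and cholesterol synthesis above it, while interferon-beta genes lie above it in the M1 pair.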

Using RNA sequencing techniques, we discovered that MAPK inactivation was the most significantly enriched pathway in the DEG sets between macrophages with or without G-1 administration. The immunoblotting results validated this finding. The effects of GPER1 activation on certain pathways have been studied extensively. However, the results are still controversial. The GPER1 activation has been reported to activate protein kinase pathways, including MAPK, and activate PI3K/Akt pathways [33, 34]. Estrogen increased phosphorylated MAPK in fibroid cells but not in myometrial cells [35], indicating different subsequent pathway activations in various cell types and tissues. On the other hand, G-1 generally reduced ERK1/2 phosphorylation in various types of smooth muscle cells [36, 37]. These findings are consistent with progestin-induced ERK inactivation via GPER1 [38]. Filardo et al. [39] explored the possible upstream signaling factors that led to ERK1/2 inhibition. They found that GPER1 activation suppressed EGF-induced ERK1/2 activation by stimulating adenylyl cyclase activity in SBRK3 cells. In this study, the inactivation of MAPK pathways in response to GPER1 activation in macrophages supported the aforementioned findings. However, further studies are needed to identify the precise mechanisms underlying the differential effects of GPER1 activation on the MAPK pathway.

Additionally, GPER1 agonist G-1 is protective against inflammation through macrophage modulation in various neuro-diseases, including multiple sclerosis [40], Parkinson’s disease [41, 42], and traumatic brain injury [43]. A recent publication in Science revealed that G-1 might preserve fetal health via INF signaling regulation in maternal tissues [44]. A study by G. Sharma et al. [45] revealed that GPER1 selective agonism is a potential therapeutic approach for diabetes and associated metabolic abnormalities. This study established a new role for GPER1 agonist G-1 in counteracting renal fibrosis, demonstrating its versatility and therapeutic ability in treating various diseases.

Interestingly, we also observed gender disparities in this work in response to G-1-mediated-GPER1 activation. Both M1 and M2 macrophage markers were shown to be downregulated in response to G-1 therapy in female OVX UUO mice; however, only M2 macrophage markers CD206 were found to be significantly downregulated in UUO male mice. Despite M1 macrophages being unaltered, male UUO mice showed noticeably decreased levels of inflammatory cytokines and chemokines. A recent study by Wu et al. [46], using proximal tubule translational profiling during kidney fibrosis, also showed sex dimorphism on proinflammatory and long noncoding RNA expression patterns in tubules, indicating gender disparities in different cell types. Another study by McCrimmon et al. also observed striking sex differences in tubular injuries. The results showed that male mice shut down fatty acid oxidation and several other metabolism-related pathways; female mice had a significantly weaker transcriptional response in metabolism, but activation of inflammatory pathways was prominent [47]. Interestingly, it was also verified that male macrophages had higher expression of cell surface TLR4 and responded to LPS, a TLR4 ligand, with a higher production of both IL-1β and CXCL10 and with a lower production of the prostaglandin PGE(2) than female-derived macrophages [48]. However, sex differences in GPER1 distribution between males and females were observed in some studies but not in others [49]. Furthermore, another study indicated dehydroepiandrosterone could activate GPER1 to mediate cell death in Nig-stimulated inflammatory macrophages [50]. Testosterone is also immunosuppressive, as it inhibits B cell lymphopoiesis in the bone marrow [51]. Therefore, understanding the roles of sex hormones in activating GPER1 is imperative in future studies.

The study has the following limitations: first, this study only focused on the macrophage’s oversimplified M1 and M2 phenotypes. However, single-cell RNA-sequencing (scRNA-seq) has recently revealed the immense complexity of macrophage populations in the development and progression of CKD [52]. Also, using human liver and lung scRNA-Seq, Fabre et al. identified a subset of CD9+ TREM2+ macrophages with profibrotic roles in fibrotic tissues [53]. To precisely analyze the subsets of the macrophages and the roles played by GPER1 activation, it would be necessary to perform single-cell RNA sequencing on UUO models treated with or without GPER1 agonist. In addition, female mouse macrophages should be used to unveil the GPER1’s role in the sexual dimorphism in renal fibrosis progression. Moreover, studies with more specific Cre recombinase models for macrophages and tubule epithelial cells are desirable to clarify the specific roles of GPER1 in different cell types that contribute to the progression of renal fibrosis. Further studies are required to provide a definitive answer on how GPER1 activates the following pathways.

In conclusion, the current study found that GPER1 plays an essential role in the control of macrophage inflammatory and profibrotic responses in renal fibrosis. These findings provide a full explanation of how GPER1 influences macrophage-mediated renal fibrosis. Moreover, the study identified G-1 as a potential treatment in renal fibrosis prevention.

### Supplementary information

Supplemental

Original Data File-WB

Original Data File-qPCR

## Data Availability

The data supporting the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Activation of GPER1 in macrophages ameliorates UUO-induced renal fibrosis
**Source:** Cell Death Dis. 2023 Dec 12;14(12):818. doi: 10.1038/s41419-023-06338-2
**Supplement:** Supplementary file 1 — Supplemental

**Supplementary Materials**

Fig S1. Validation of *Gper1* knockdown in *Gper1^-/-^* mice.

Fig S2. Deletion of *Gper1* mitigated macrophage infiltration and inflammation.

Fig S3. Differentially expressed genes in BMDMs in response to LPS/INF treated with or without G-1.

Fig S4. *Gper1* deletion aggravates inflammation of macrophages and enhances epithelial cell damage.

Table S1. Primers for CRISPR/Cas9 edited *Gper1^-/-^* mice.

Table S2. Sequences of oligonucleotide primers used for qPCR.

Table S3. List of primary antibodies.

Table S4. Antibodies used for flow cytometry analysis.

**
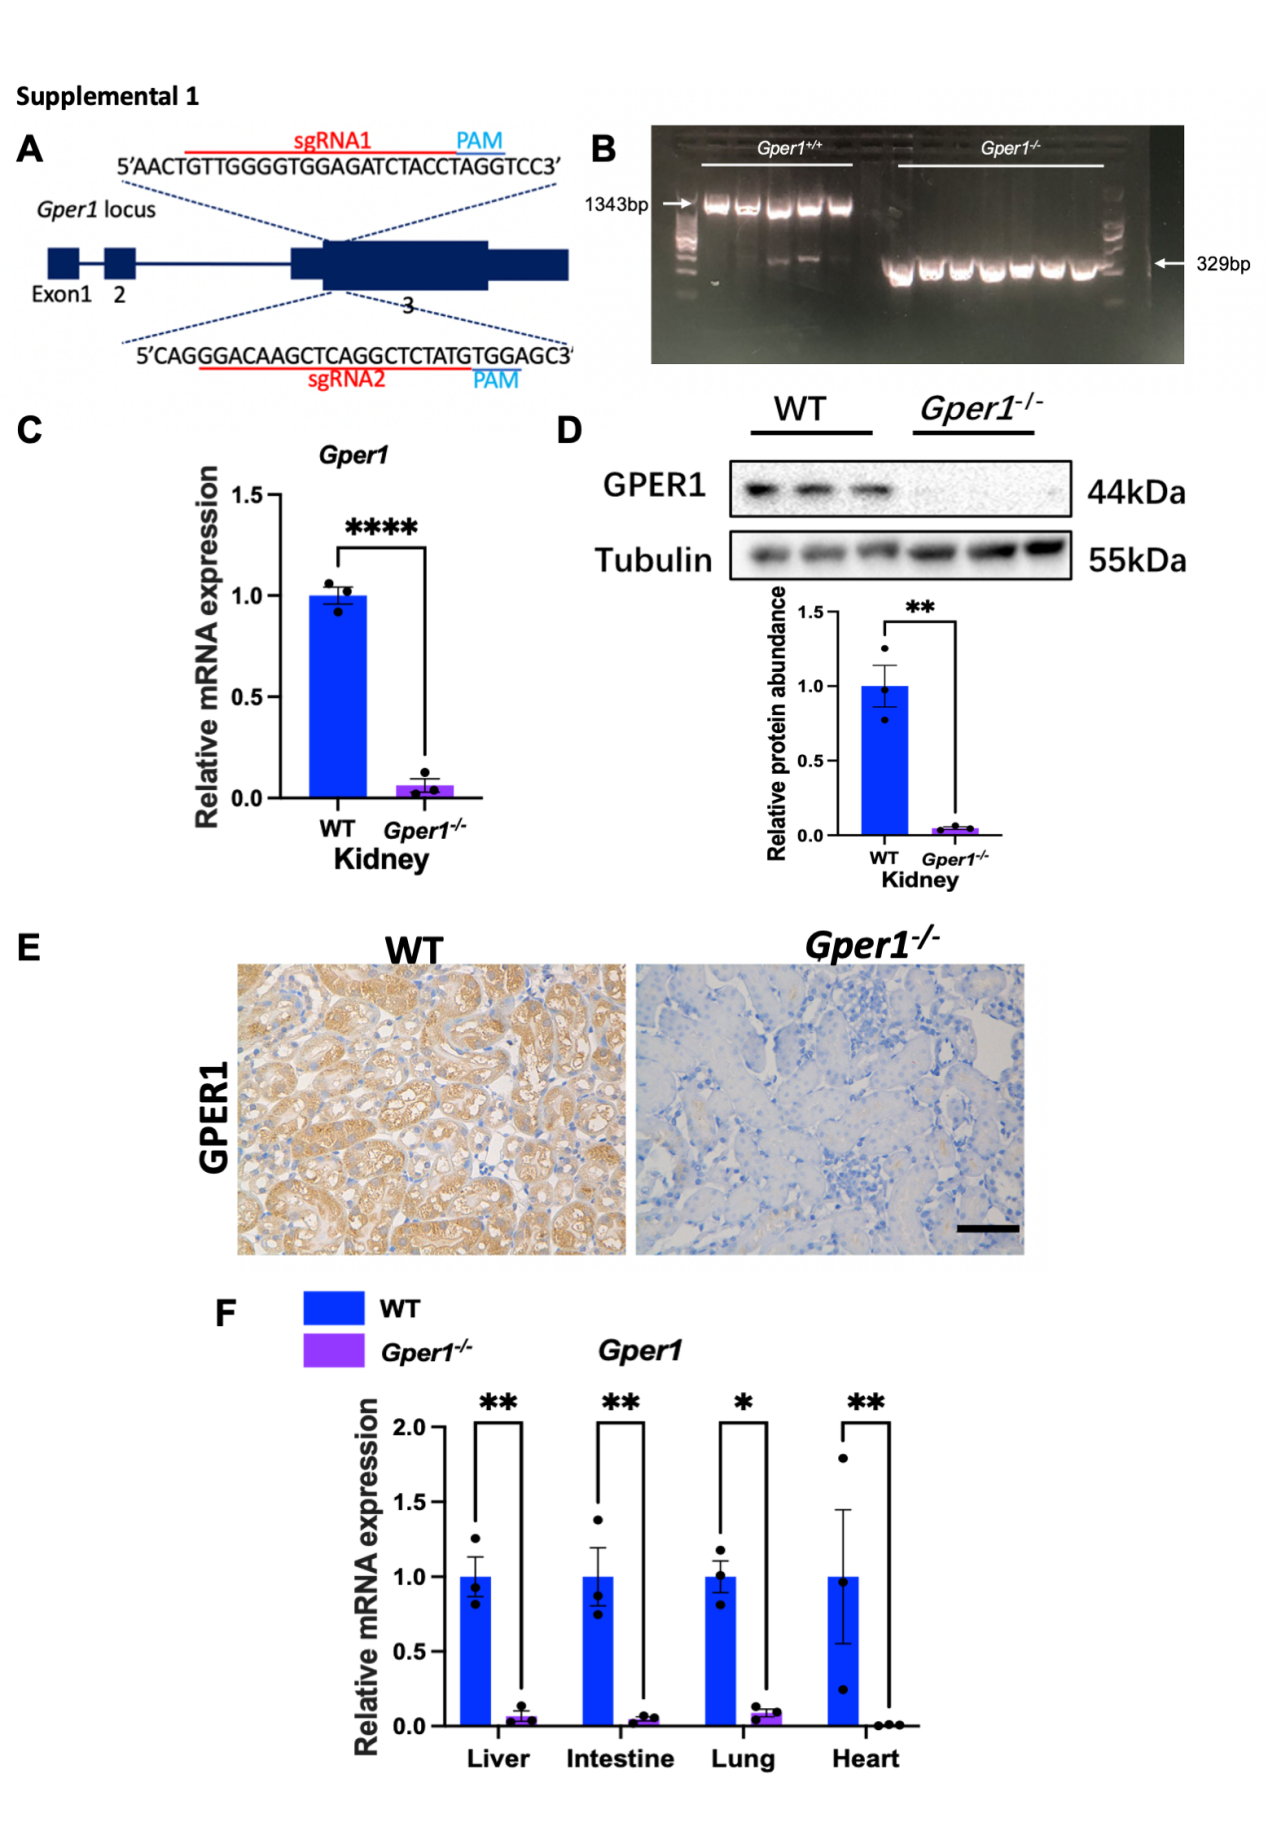
**

**Supplementary figure 1 Confirmation of *Gper1* knockdown in *Gper1^-/-^* mice**

**(A)**Schematic of CRISPR/Cas9 mediated *Gper1* deletion.

**(B)**Genotyping of wild-type mice and *Gper1^-/^*^-^ mice

**(C)**Relative *Gper1* mRNA expression levels of the kidney samples from wild-type mice and *Gper1^-/^*^-^ mice.

**(D)**Representative Western blots of the protein levels of kidney tissues from wild-type or *Gper1^-/-^* mice (n=3). Densitometry analysis was performed to quantify protein expression.

**(E)**Representative images of GPER1 immunohistochemistry staining of wild-type and *Gper1^-/^*^-^ mice.

**(F)**Relative *Gper1* mRNA expression levels of the liver, intestine, lung and heart from wild-type mice and *Gper1^-/^*^-^ mice. Data are shown as means± SEM. Statistical analysis by unpaired t test. *P＜0.05,**P＜0.01, ***P＜0.001, ****P＜0.0001.

**
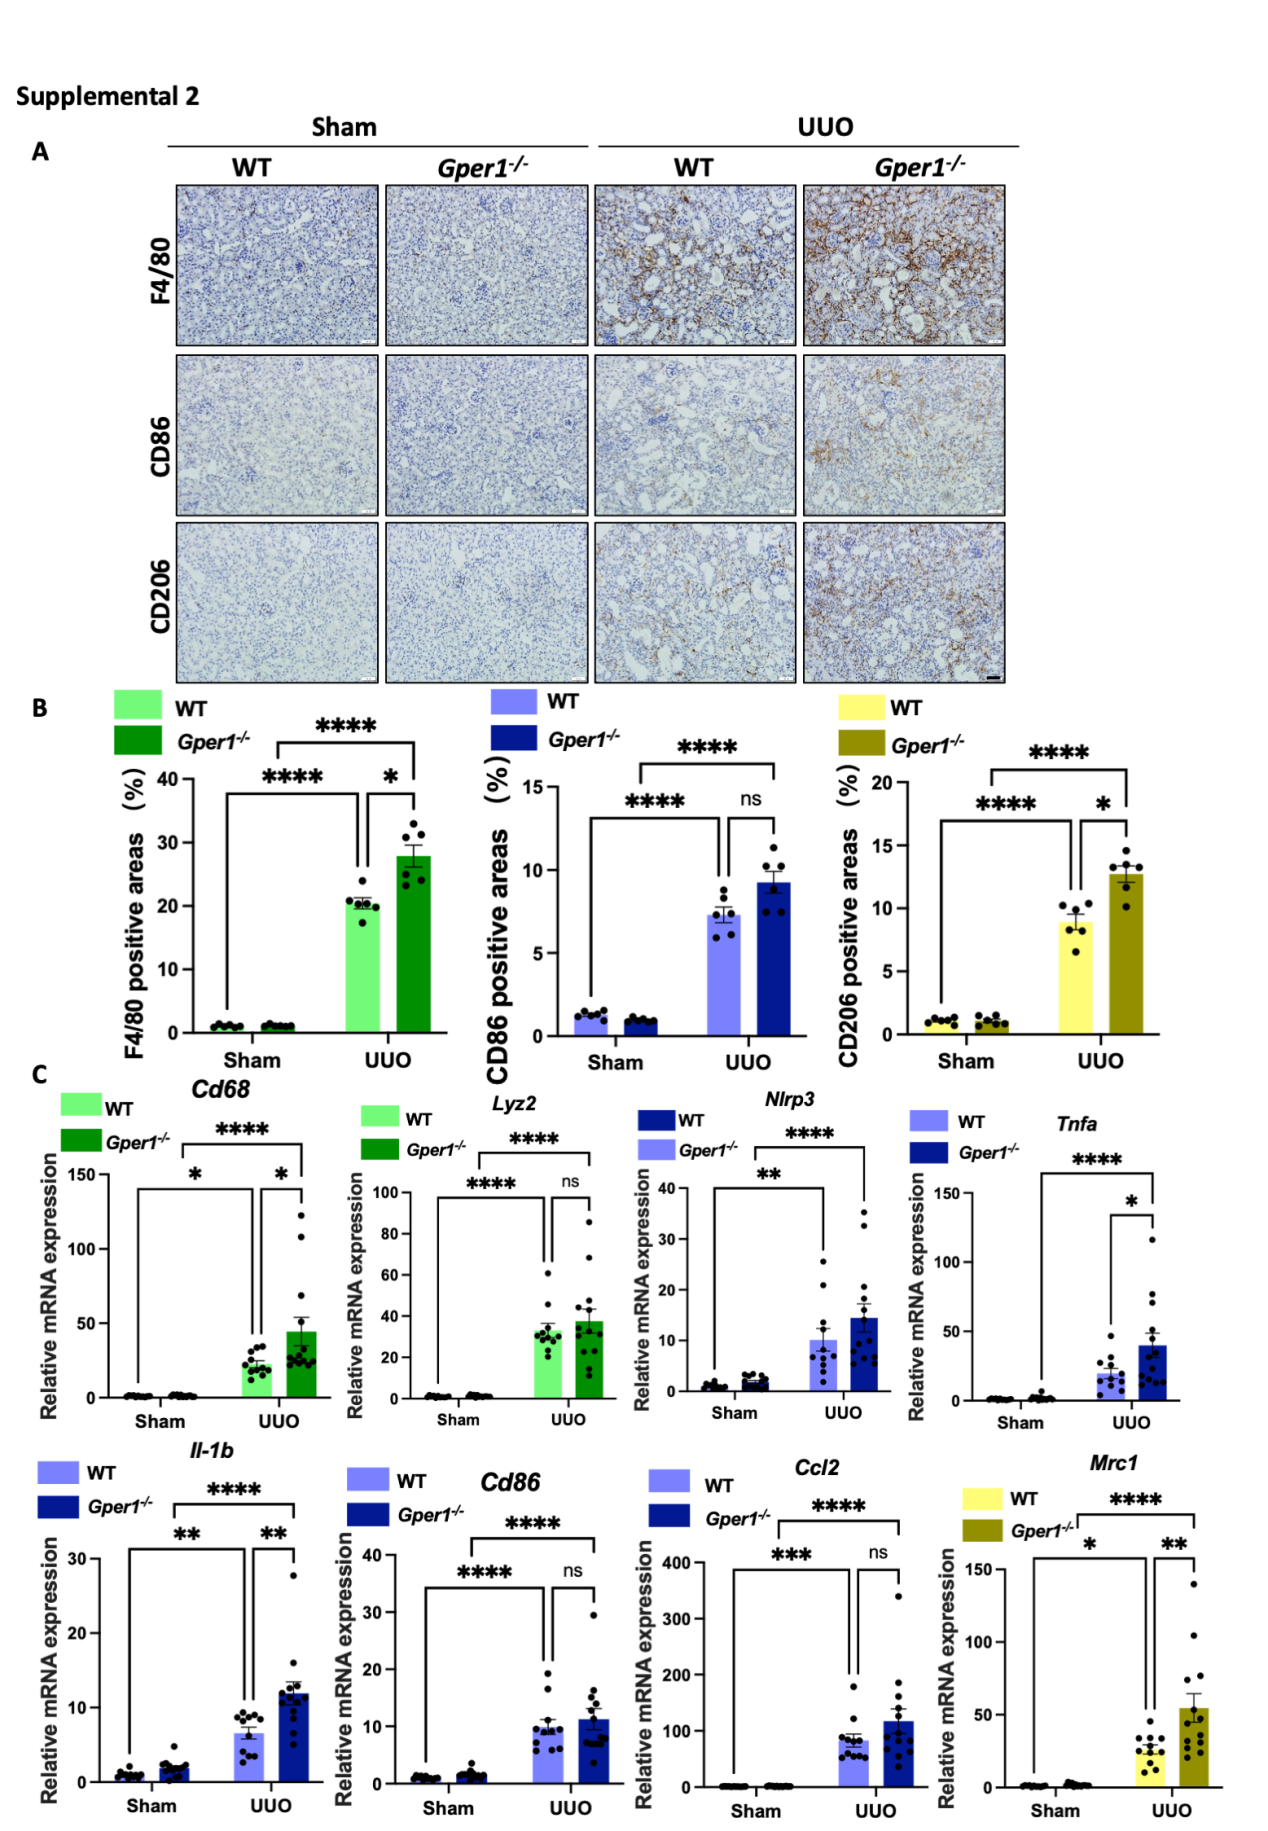
**

**Supplementary figure2 Deletion of *Gper1* mitigated macrophages infiltration and inflammation**

**(A)** Representative macrophage (F4/80), M1 macrophage (CD86) and M2 macrophage (CD206) IHC image in kidney sections of mice treated as described above.

**(B)** Quantification of F4/80, CD86 and CD206 positive stained area in four groups (n=6).

**(C)** Quantitative RT-PCR of mRNA for M1 macrophage-associated proinflammatory genes *(Cd68, Lyz2, Nlrp3, Tnf-α*, *Il-1b*, *Cd86,*  *Ccl2)* and M2 macrophage-associated genes (*Mrc1)* in the kidneys of mice treated as described above(n=11 in wild-type group, n=13 in *Gper1^-/-^* group). Original magnification,×200. Scale bar: 50μm. Values are given as mean ± SEMs. Two-way ANOVAs with Bonferroni multiple comparison test. **P*＜0.05,***P*＜0.01, ****P*＜0.001, *****P*＜0.0001.

**
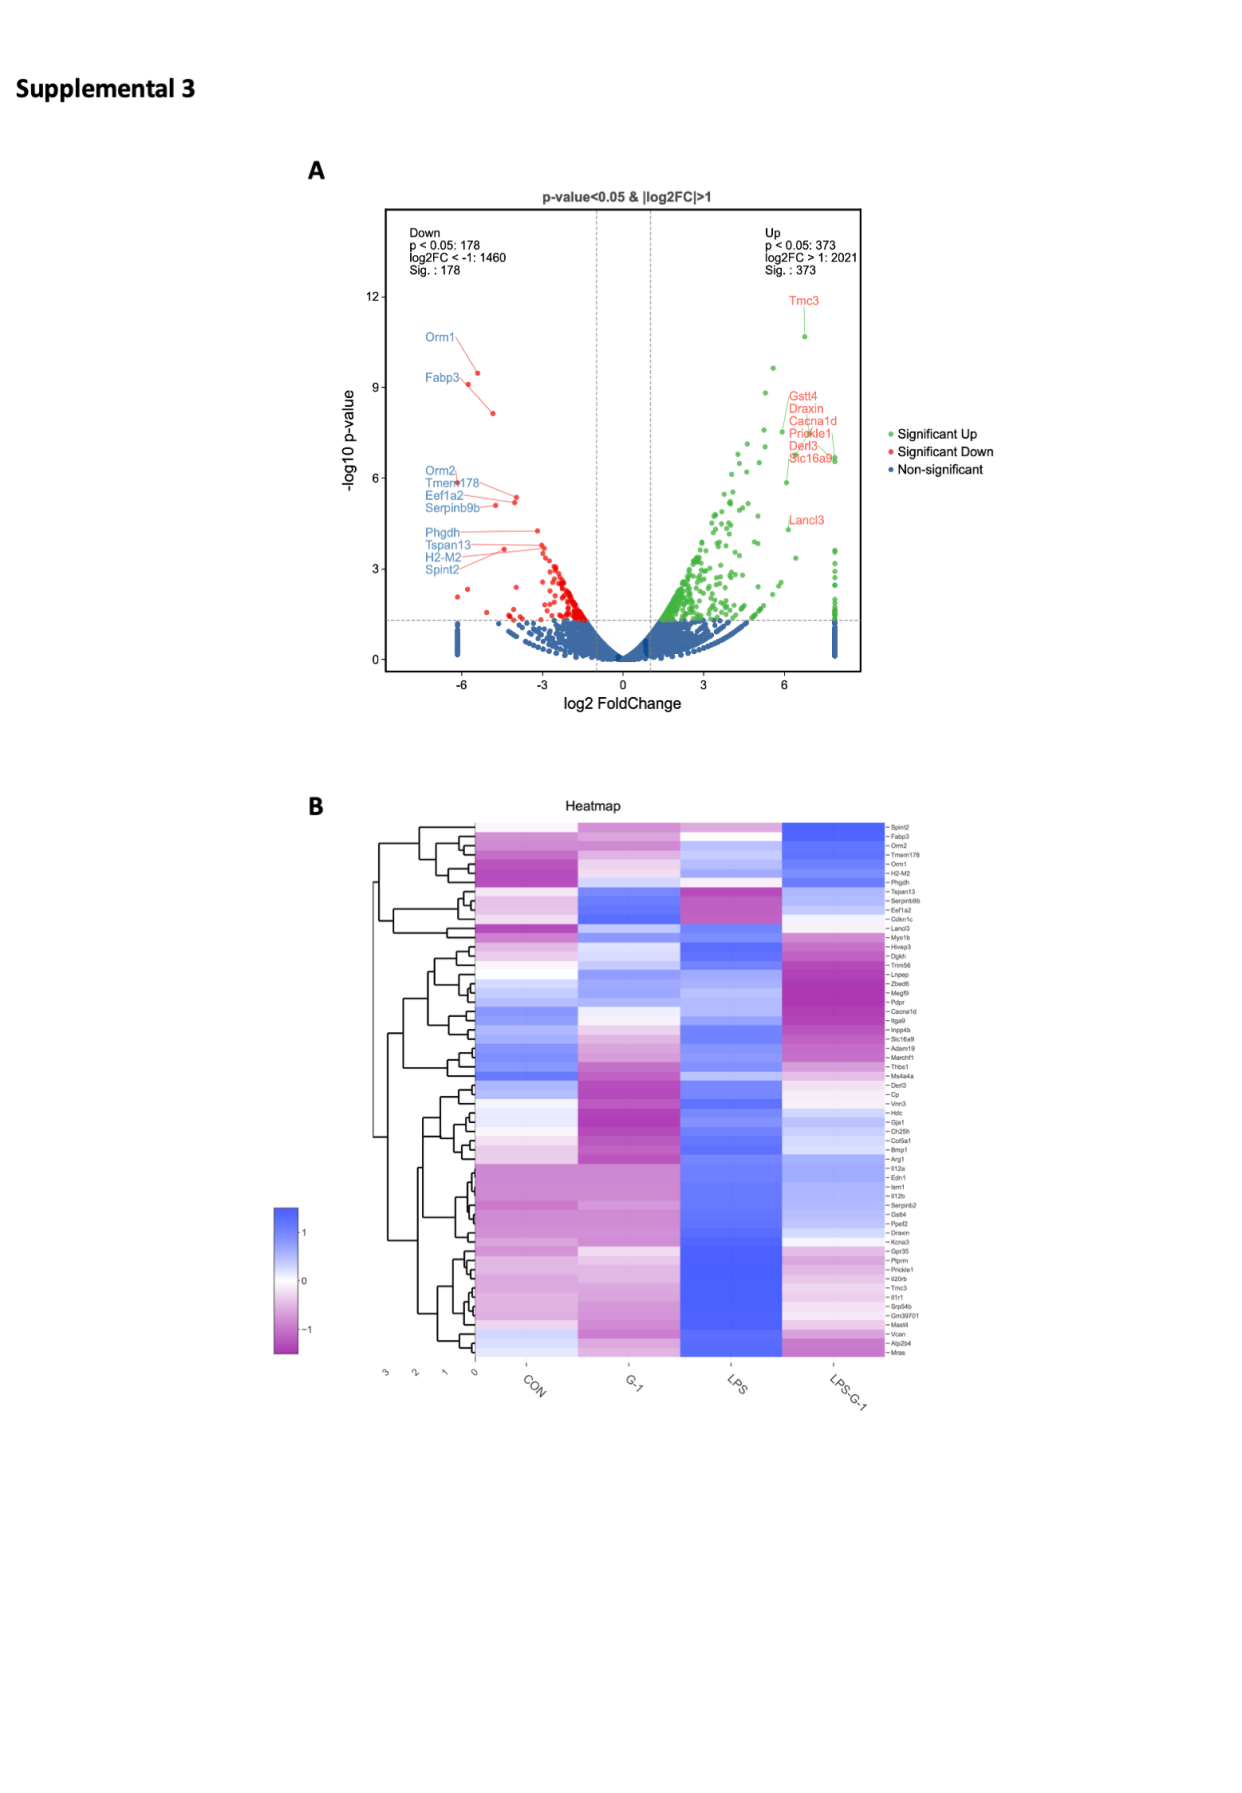
**

**Supplementary figure3 Differentially expressed genes in BMDMs in response to LPS/INF treated with or without G-1**

1. Volcano plot of both upregulated and downregulated differentially expressed genes identified between the LPS/INF treated BMDMs and G1+ LPS/INF treated BMDMs. 

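Fabp3, a fatty acid binding protein of muscle, was 28.6-fold higher (95% interval 24.9 to 32.9) in the M1 library with G-1, and Serpinb9b 26.7-fold higher (16.0 to 48.2). Eef1a2, a translation elongation factor usual in nerve and muscle, was 16.3-fold higher (12.4 to 22.0), and Phgdh, the first enzyme of serine synthesis, 9.09-fold higher (7.98 to 10.4). Orm1, an acute phase glycoprotein, had 123 and 4660 counts, and its fold is uncertain because it may share reads with Orm2. Derl3, which helps to draw misfolded proteins out of the endoplasmic reticulum, had 263 counts without G-1 and 1 with G-1, 235-fold lower (41.8 to 9305). Col5a1, a fibrillar collagen gene, was 39.0-fold lower (24.2 to 67.3), Vcan, a matrix proteoglycan, 24.6-fold lower (19.5 to 31.4) and Serpinb2, an inhibitor of plasminogen activators, 20.1-fold lower (19.4 to 20.9). Of the genes measured, 1044 were at least 2-fold higher and 1342 lower with G-1, and 26 and 125 were past 10-fold. With the length and GC trend taken out, 554 were higher and 875 lower. The study's threshold, taken as for M0 macrophages, gave 78 higher and 252 lower. The 10 labelled genes on the left of the plot were all higher with G-1 and the 8 measured on its right all lower; as genes picked by the study from these libraries, they are not independent evidence.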

The log2 FC indicates the mean expression level for each gene. Each dot represents one gene.
2. Heatmaps of genes identified in BMDMs in response to LPS/IFN with or without G-1 treatment. 

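All 58 measured genes of the heatmap passed 2-fold between both M1 libraries, 11 higher and 47 lower with G-1, with a median log2 fold of -3.96 (-3.67 with the length and GC trend taken out). Cdkn1c, an inhibitor of the cell cycle, was 53.9-fold higher (95% interval 36.9 to 82.1). The genes were picked by the study for their difference between these same libraries and are not independent evidence. In the M0 pair, 11 of the 35 measured there were at least 2-fold higher and 15 lower, with a median of -0.11, and in the pair labelled M2 7 of 39 were higher and 15 lower. In the TEC pair, 1 of 41 was higher, Srp54b, whose reads may be shared with its paralogs, and 8 were lower, among them Hivep3, a zinc finger regulator, and Lnpep, an aminopeptidase (median -0.34); with the trend taken out, 3 of 40 were lower, Tmc3, Pdpr and Zbed6 (median -0.19), and Hivep3 was no longer among them (log2 fold -1.37 before, -0.75 after).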

Gene intensities were log2 transformed and are displayed as colours ranging from pink to blue. Rows are clustered using correlation distance and average linkage.

**
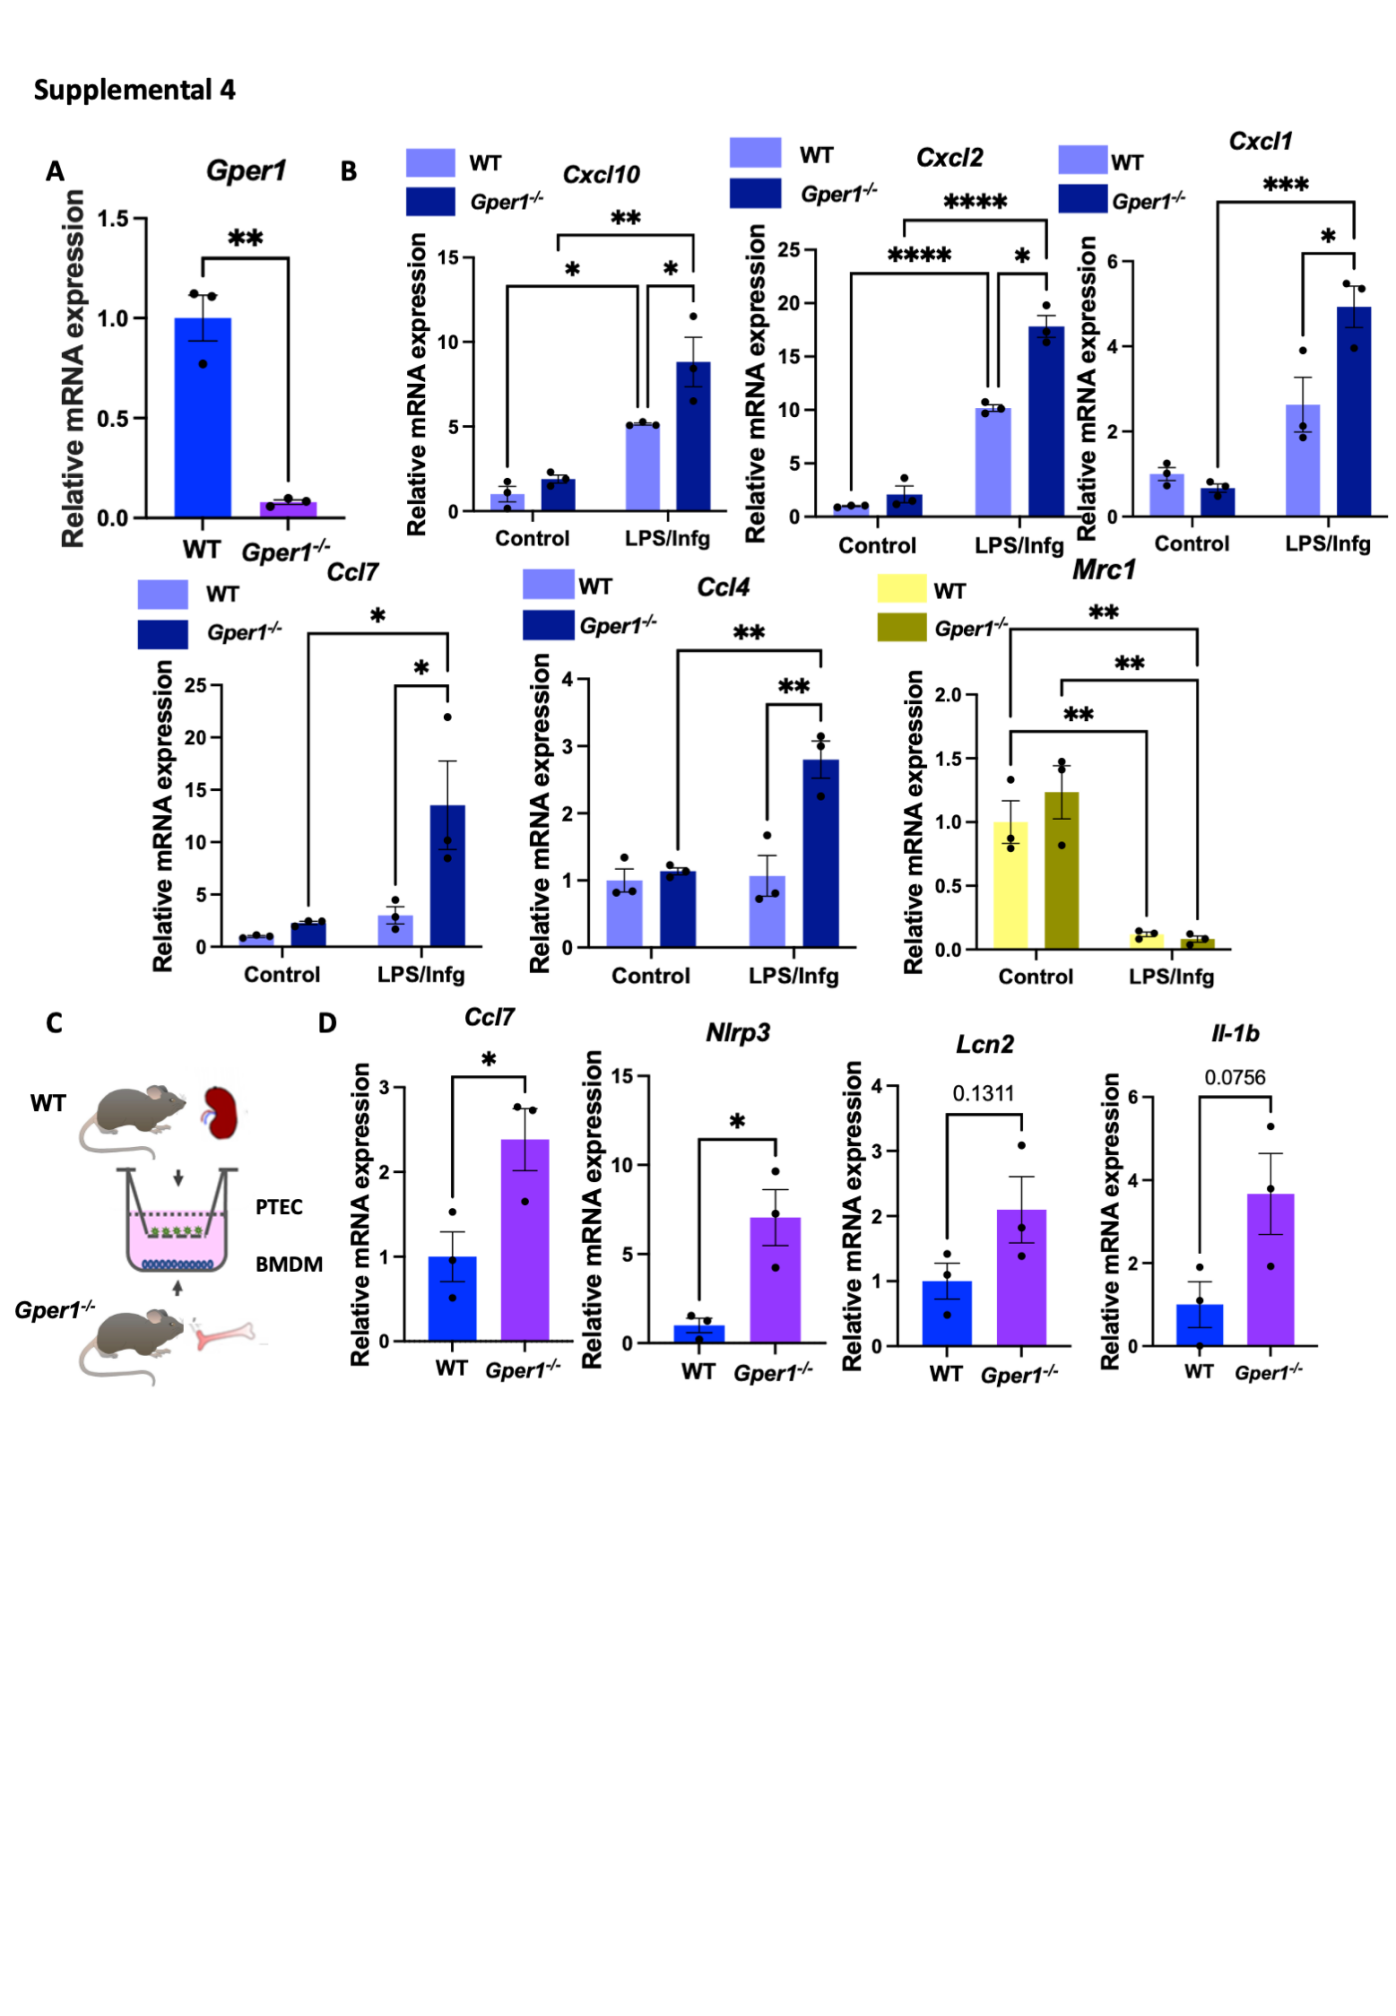
**

**Supplementary figure 4 *Gper1* deletion aggravates [inflammation](javascript:;) of macrophages and enhances epithelial cells damage.**

**(A)**Relative *Gper1* mRNA expression levels from BMDMs from wild-type and *Gper1^-/^*^-^ mice (n=3).

**(B)**Quantitative RT-PCR of mRNA for proinflammatory cytokines (*Cxcl10*, *Cxcl2*, *Cxcl1*, *Ccl4*, *Ccl7 and Mrc1*) in M1 macrophages from WT and *Gper1^-/-^* mice (n=3).

**(C)** Schematic diagram showed the experimental design. Schematic representation of coculture experiment with BMDMs (from WT and *Gper1^-/-^* mice) in the lower chamber and PTECs in the upper chamber.

**(D)**Quantitative RT-PCR of mRNA for *Nlrp3*, *Ccl7*, *Lcn2,* and *Il-1b* in PTECs co-cultured with M1 macrophages from WT and *Gper1^-/-^* mice (n=3). Data are shown as means ± SEM. Two-way ANOVAs with Tukey’s test. **P*＜0.05,***P*＜0.01, ****P*＜0.001, *****P*＜0.0001.

**Supplementary Table 1. Primers for CRISPR/Cas9 edited *Gper1* KO mice**

| **Primer** | **Sequence** |
| --- | --- |
| Gper1-sgRNA1 | GTTGGGGTGGAGATCTACCTAGG |
| Gper1-sgRNA2 | GGACAAGCTCAGGCTCTATGTGG |
| Gper1-PCR-F | ACTAACAGGCTCCCAGGACGAT |
| Gper1-PCR-R | TGACATAGCTTAGCCCACTCAC |

**Supplementary Table 2. Sequences of oligonucleotide primers used for qPCR**

| **Gene** | **Primer Forward** | **Primer Reverse** |
| --- | --- | --- |
| *Fn* | ATGGTACAGCTGATCCTGCC | GCCCTGGTTTGTACCTGCTA |
| *Col3a1* | ACAGCTGGTGAACCTGG | ACCAGGAGATCCATCTCGAC |
| *Col1a1* | CCCAGCCGCAAAGAGTCTAC | AGCATACCTCGGGTTTCCAC |
| *Tgf-b1* | GGGAAGCAGTGCCCGAACCC | TGGGGGTCAGCAGCCGGTTA |
| *Nlrp3* | AGCCTTCCAGGATCCTCTTC | CTTGGGCAGTTTCTTTC |
| *Il-1b* | TGCCACCTTTTGACAGTGATG | TGATGTGCTGCTGCGAGATT |
| *Tnfa* | ATGGGCTCCCTCTCATCAGT | GCTTGGTGGTTTGCTACGAC |
| *Il-6* | GTTCTCTGGGAAATCGTGGA | TGTACTCCAGGTAGCTATGG |
| *Nos2* | GTTCTCAGCCCAACAATACAAGA | GTGGACGGGTCGATGTCAC |
| *Cd68* | AAGGTCCAGGGAGGTTGTGA | GGCTCTGATGTAGGTCCTGT |
| *Lyz2* | AAGGCATTCGAGCATGGGTG | TCGAGGGAATGTGACCTCTCT |
| *Cd86* | GATGGACCCCAGATGCACCAT | ACCAGCTCACTCAGGCTTATG |
| *Ccl2* | CAGCCCAGCACCAGCAC | GCGTTAACTGCATCTGGCTG |
| *Cd206* | TCTTTGCCTTTCCCAGTCTCC | TGACACCCAGCGGAATTTC |
| *Il-10* | GCTATGCTGCCTGCTCTTACT | CCTGCTGATCCTCATGCCA |
| *Arg1* | CAGAAGAATGGAAGAGTCAG | CAGATATGCAGGGAGTCACC |
| *Retnla* | CCCTGCTGGGATGACTGCTA | TCCACTCTGGATCTCCCAAGA |
| *Ccl17* | ACCTTCACCTCAGCTTTTGGT | CTGGAACACTCCACTGAGGTC |
| *Cxcl10* | CCACGTGTTGAGATCATTGCC | GAGGCTCTCTGCTGTCCATC |
| *Cxcl2* | CCCAGACAGAAGTCATAGCCAC | TGGTTCTTCCGTTGAGGGAC |
| *Ccl3* | AAACTTGCAAAACCTGAGAAGC | GCCATTCTACTTGTCTCTGGTGA |
| *Ccl7* | ACCTTCACCTCAGCTTTTGGT | CTGGAACACTCCACTGAGGTC |
| *Gper1* | CTTCTGTTCCTCTCCTGC | CTTCTGATTTTCTGTTGG |
| *Ccl5* | CCCTACAAGAGACTCTGGCTC | TACCAGGGAGTAGAGTGGGG |
| *Lcn2* | CCGACACTGACTACGACCAG | CATTGGTCGGTGGGAACAGA |
| *Cxcl1* | TGGTTCTTCCGTTGAGGGAC | TGTTGTCAGAAGCCAGCGTT |
| *Ccl4* | CTTCTGTGCTCCAGGGTTCTC | TCTTTTGGTCAGGAATACCACAGC |
| *Vim* | GGATCAGCTCACCAACGACA | GGTCAAGACGTGCCAGAGAA |

**Supplementary Table 3. List of primary antibodies**

| **Primary Antibodies** | **Catalog No.** | **Dilution** | **Company** |
| --- | --- | --- | --- |
| p-AKT | 4060T | 1:1000 | CST |
| AKT | 4691T | 1:1000 | CST |
| p-P44/42 MAPK | 4370T | 1:2000 | CST |
| P44/42 MAPK | 4695T | 1:1000 | CST |
| p-P38 MAPK | 4511T | 1:1000 | CST |
| P38 MAPK | 8690T | 1:1000 | CST |
| p-JNK | 4668T | 1:1000 | CST |
| MAPK/JNK | 9252T | 1:1000 | CST |
| α-SMA | MAB1420 | 1:1000 | R&D Systems |
| Fibronectin | ab2413 | 1:1000 | Abcam |
| Tubulin | Ab7251 | 1:2000 | Abcam |
| GAPDH | Ab8245 | 1:1000 | Abcam |
| GPER1 | Ab39742 | 1μg/ml | Abcam |
| F4/80 | Ab111101 | 1:100 | Abcam |
| CD86 | Ab239075 | 1:100 | Abcam |
| CD206 | Ab64693 | 0.1μg/ml | Abcam |
| CD68 | Ab955 | 1:50 | Abcam |

**Supplementary Table 4. Antibodies for flow cytometry analysis**

| **Antibodies** | **Catalog No.** | **Company** |
| --- | --- | --- |
| PE-Cy7 Rat Anti-Mouse CD86 | 560582 | BD Pharmingen |
| Alexa Fluor 647 Rat Anti-Mouse CD206 | 565250 | BD Pharmingen |
| APC-Cy7 Mouse Anti-Mouse CD45 | 560694 | BD Pharmingen |
| FITC Rat Anti-CD11b | 557396 | BD Pharmingen |
| BV421 Rat Anti-Mouse F4/80 | 565411 | BD Pharmingen |

**Supplementary original western blots**

**
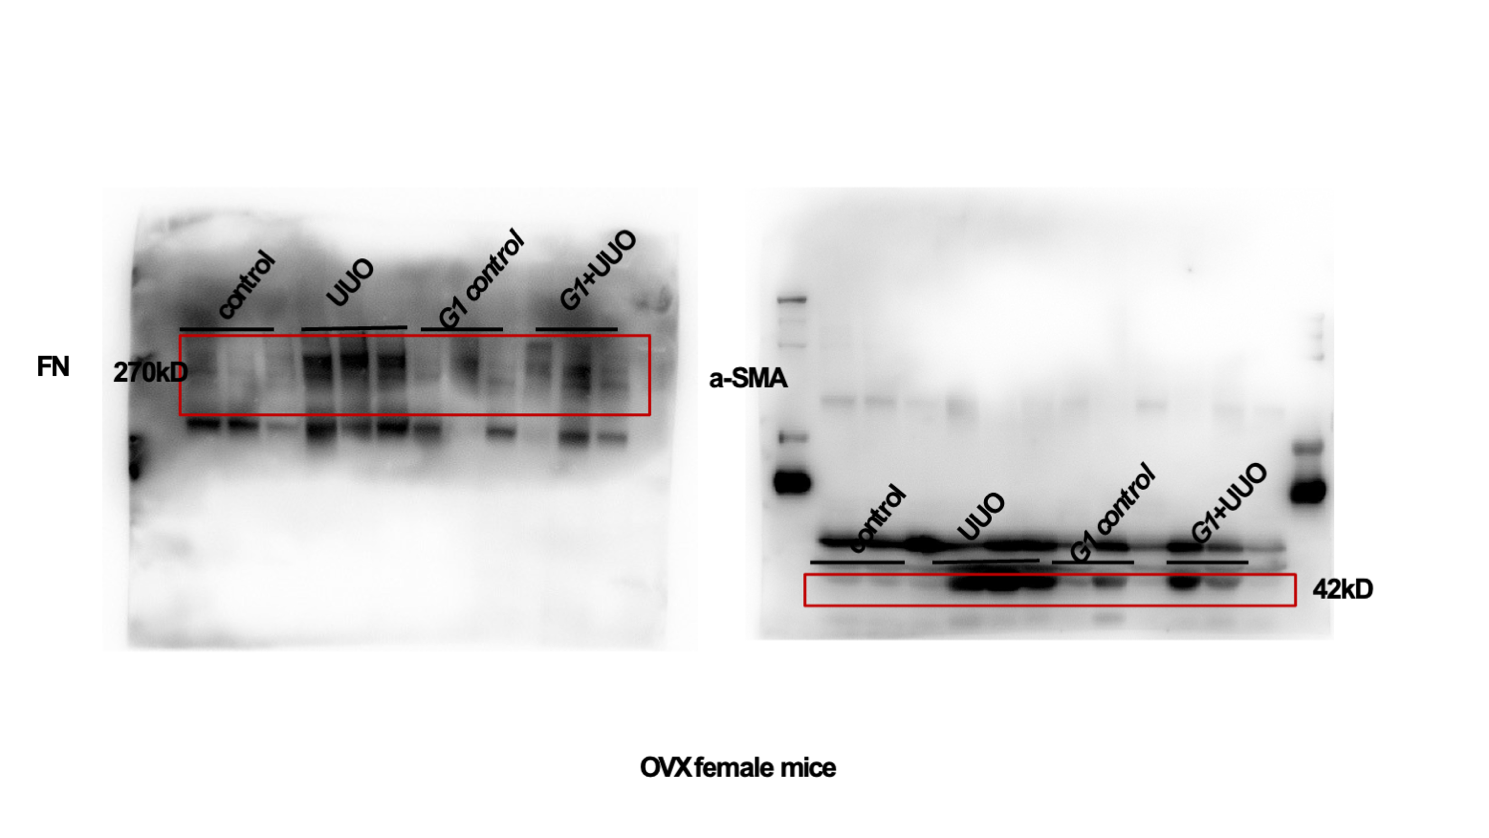
**

**
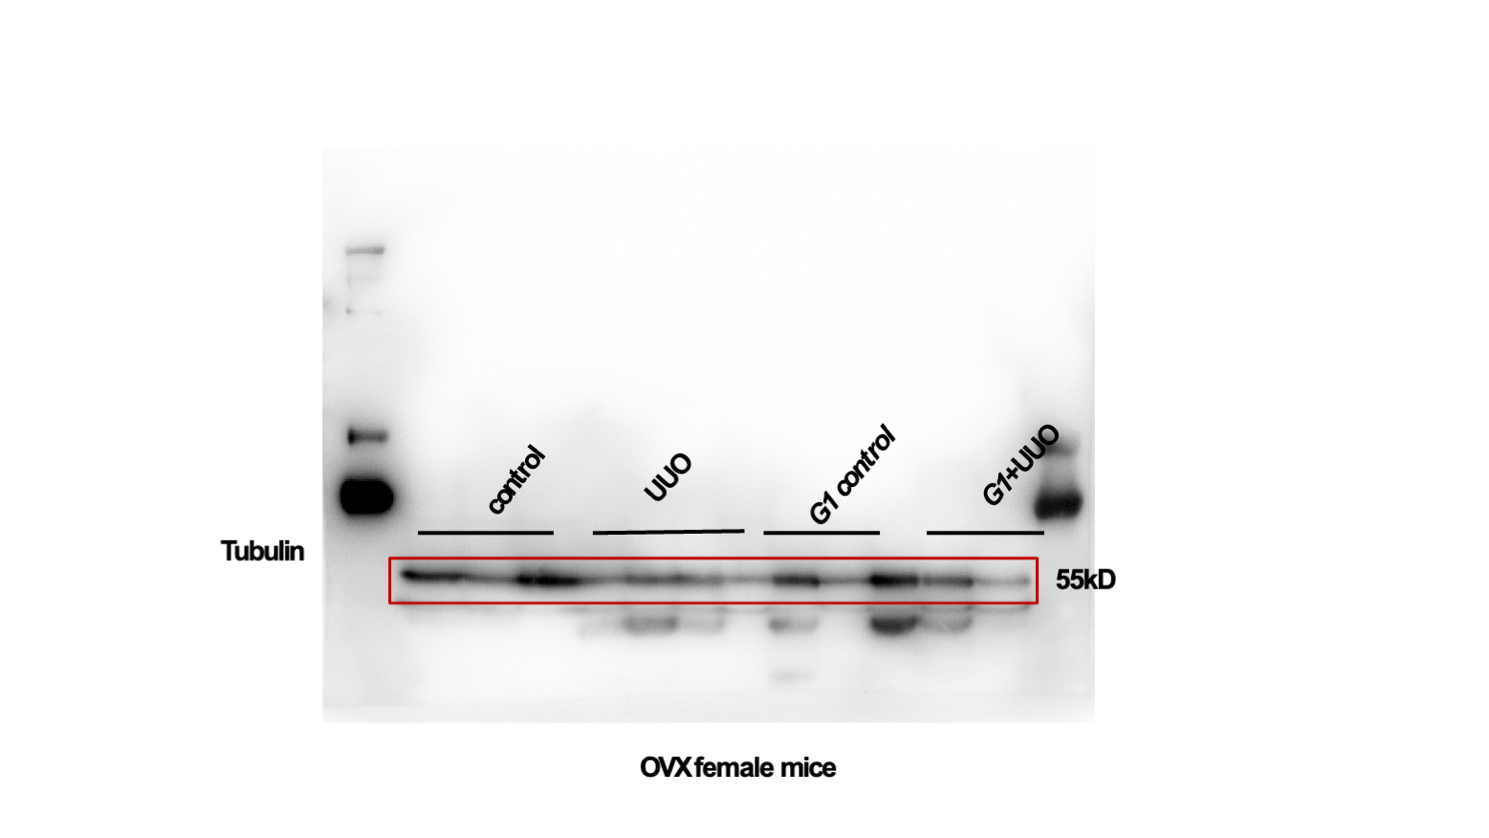
**

**
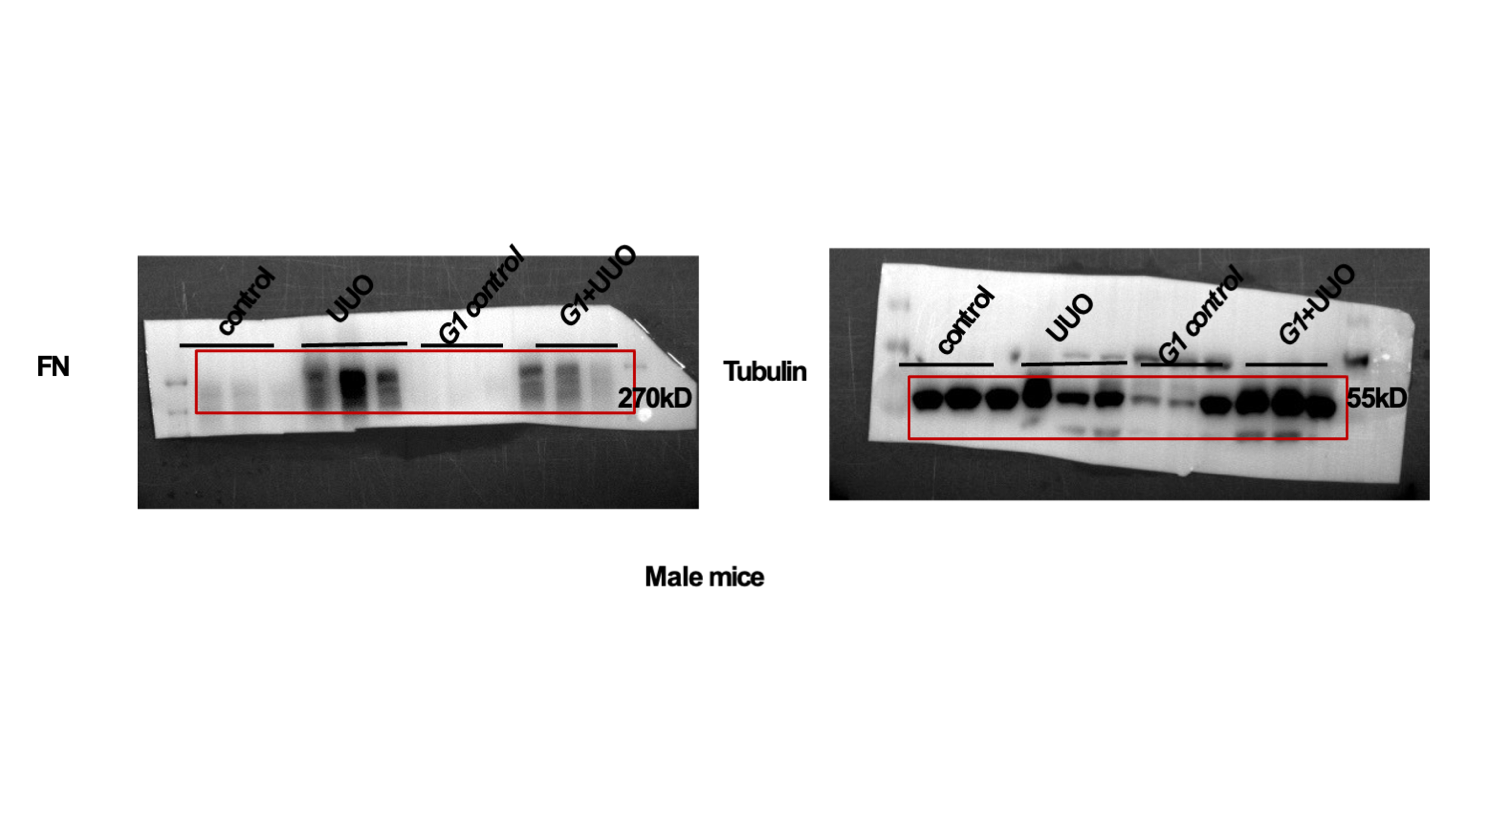
**

**
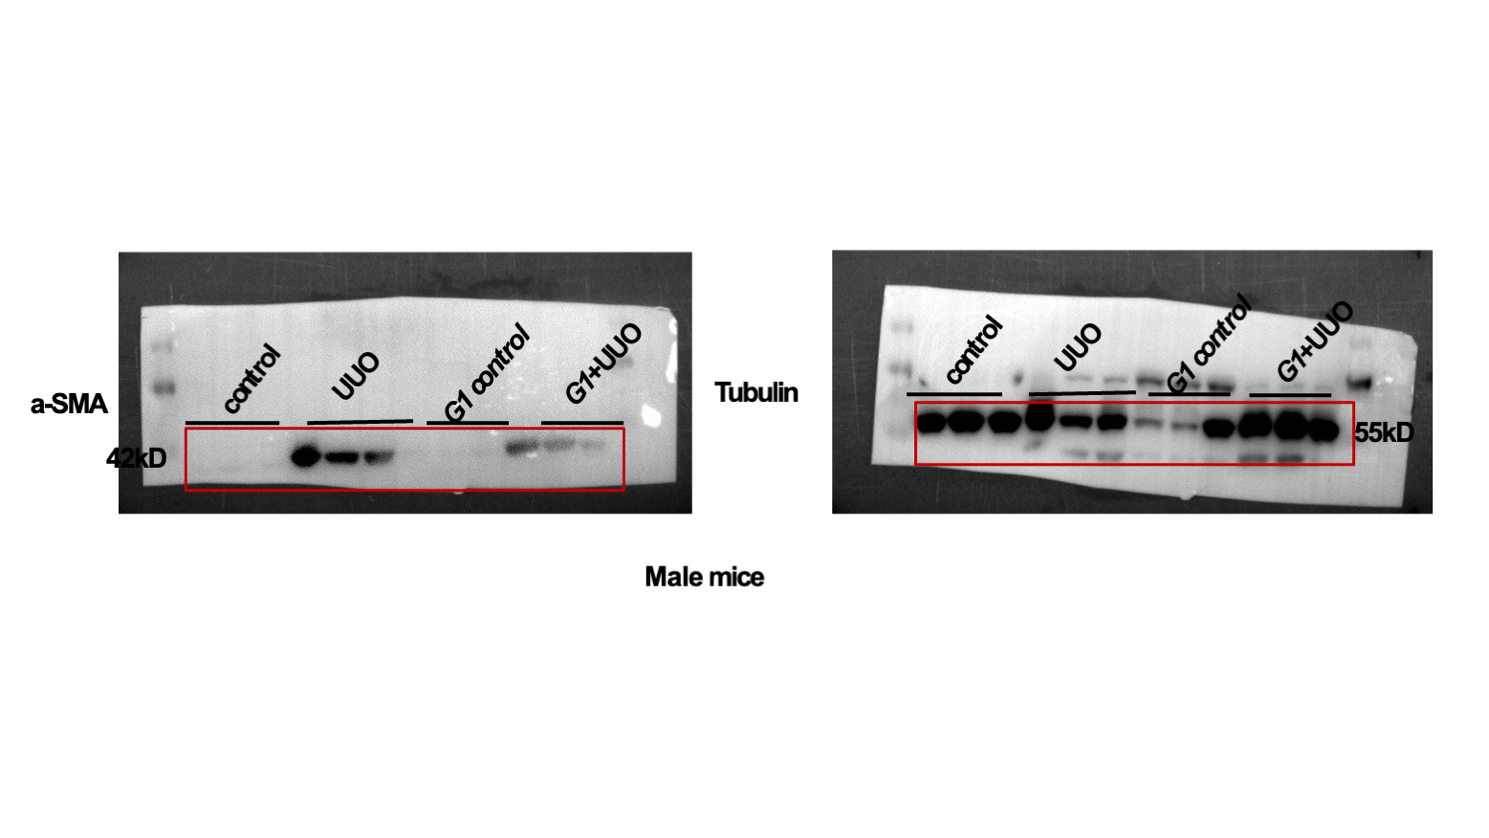
**

**
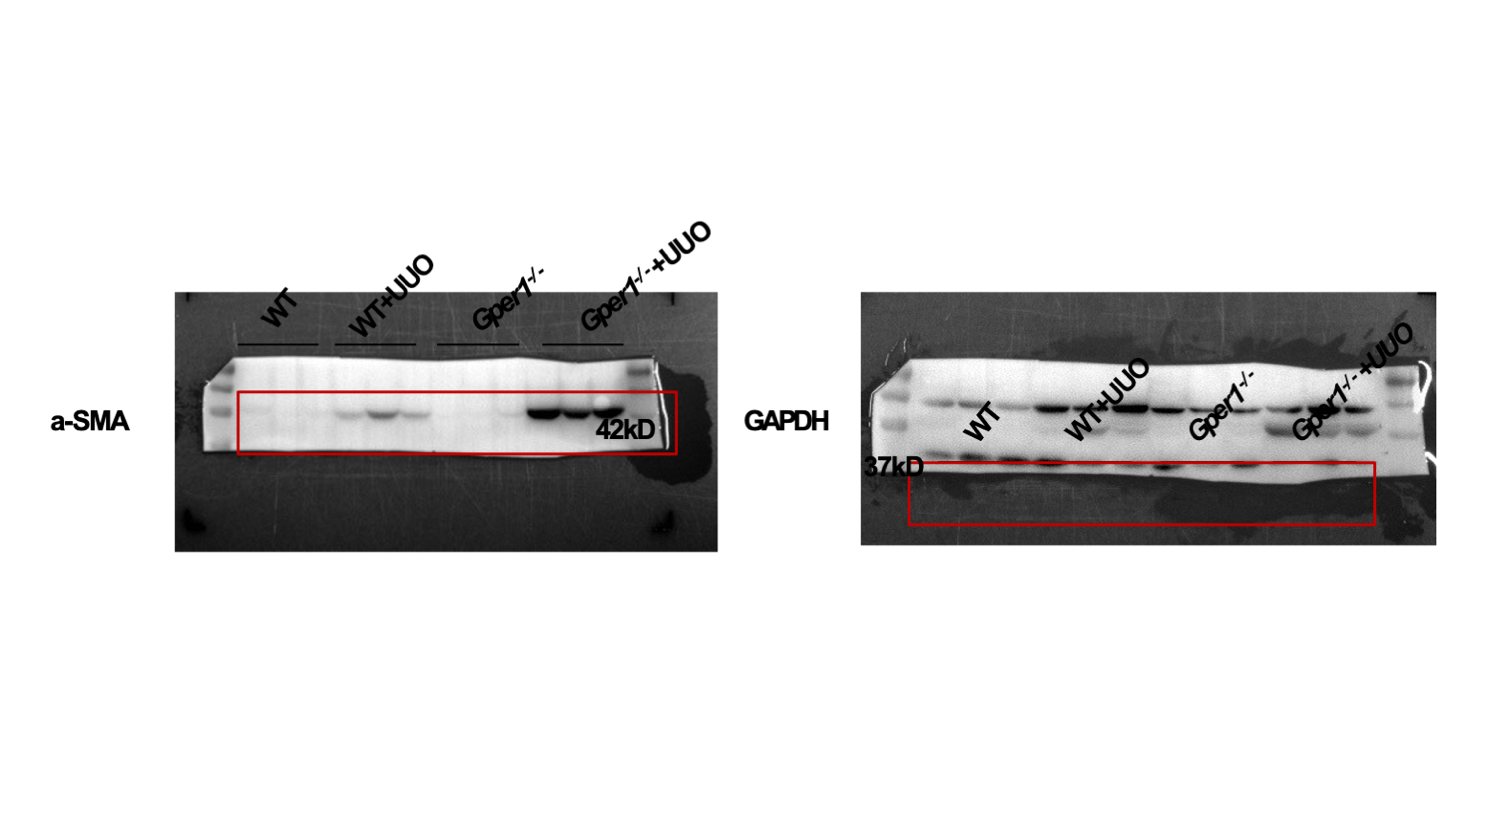
**

**
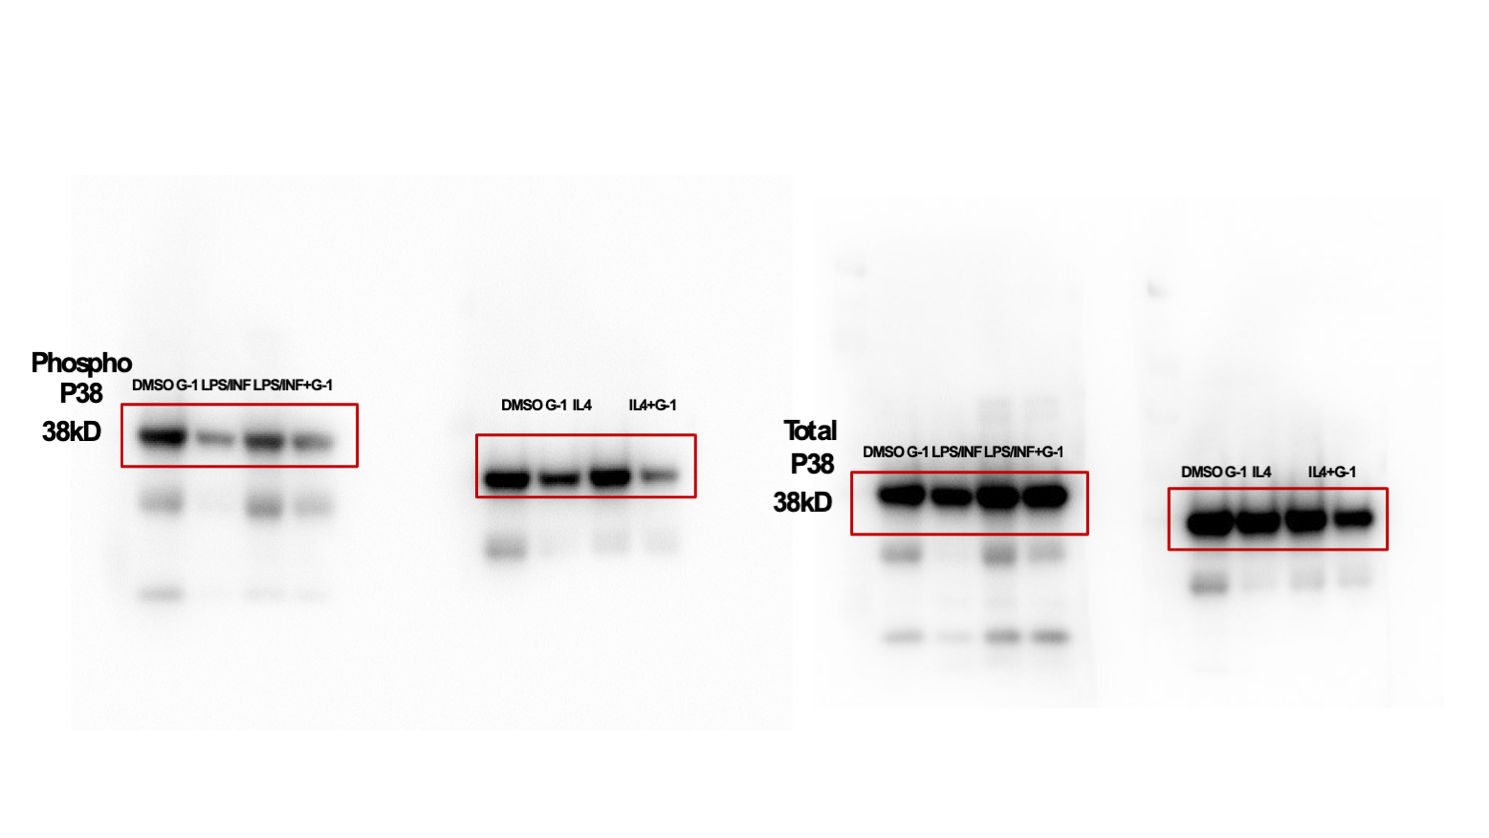
**

**
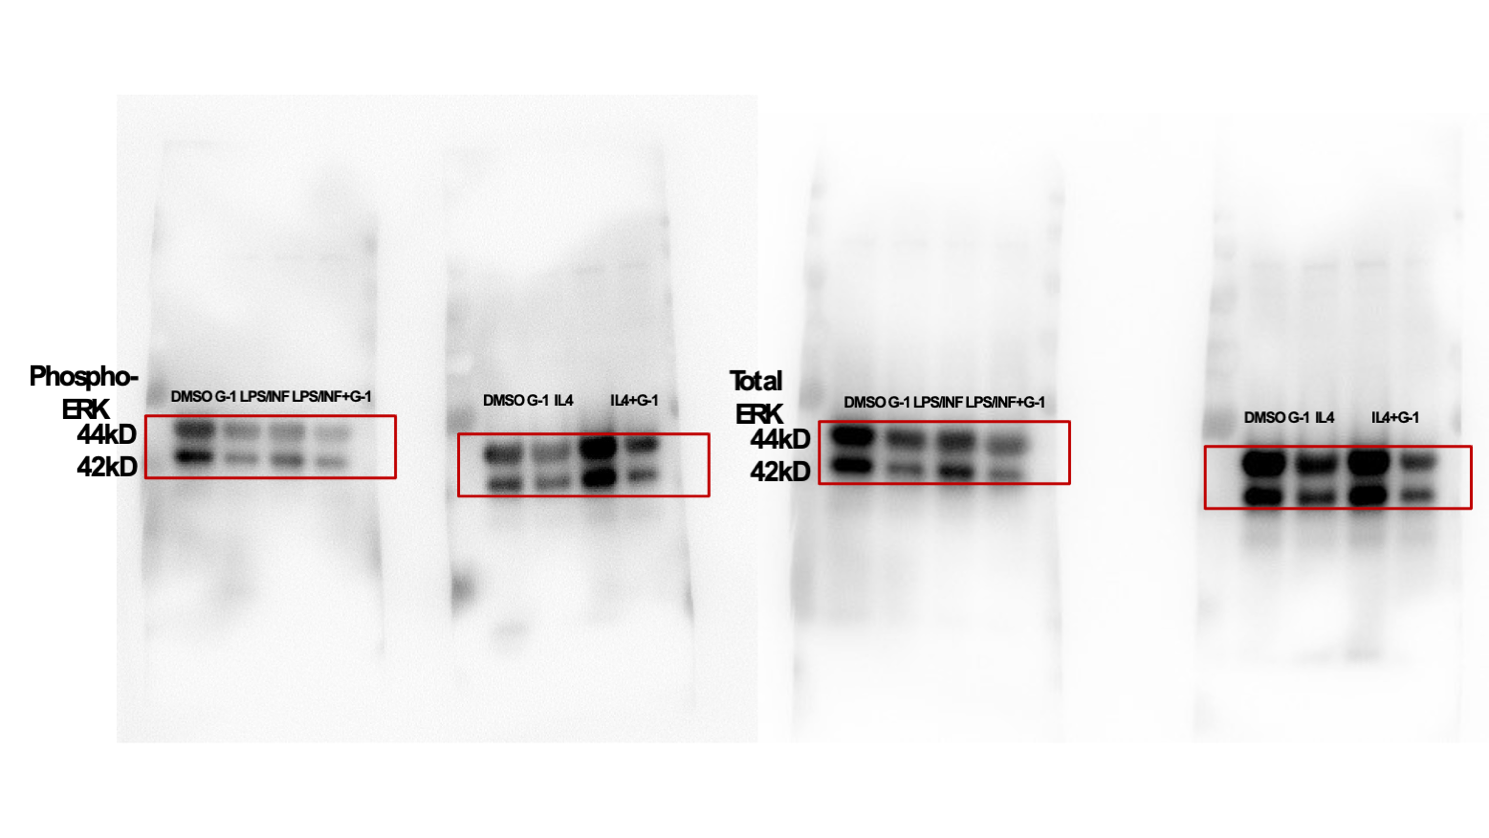
**

**
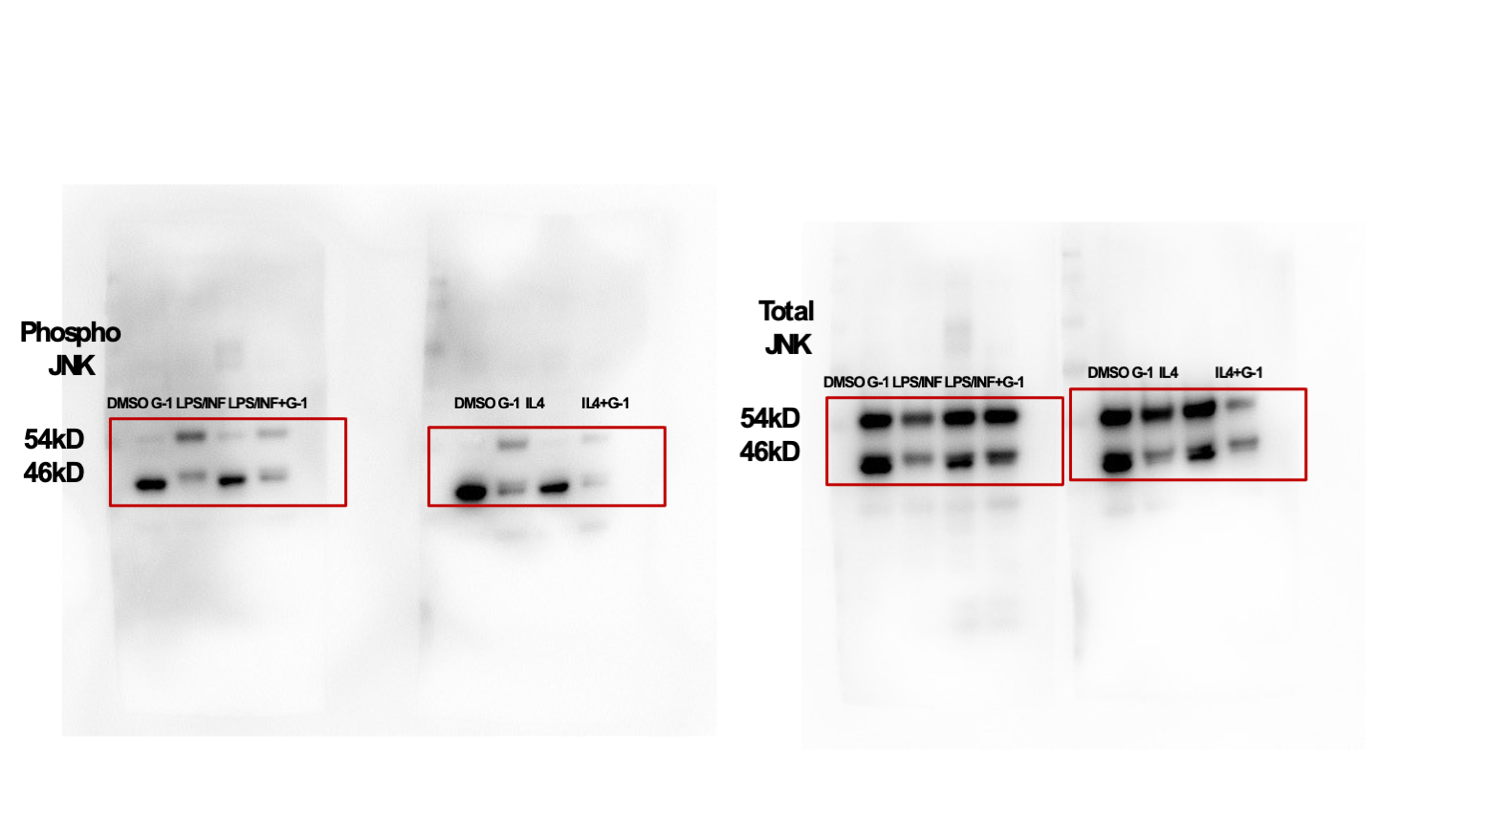
**

**
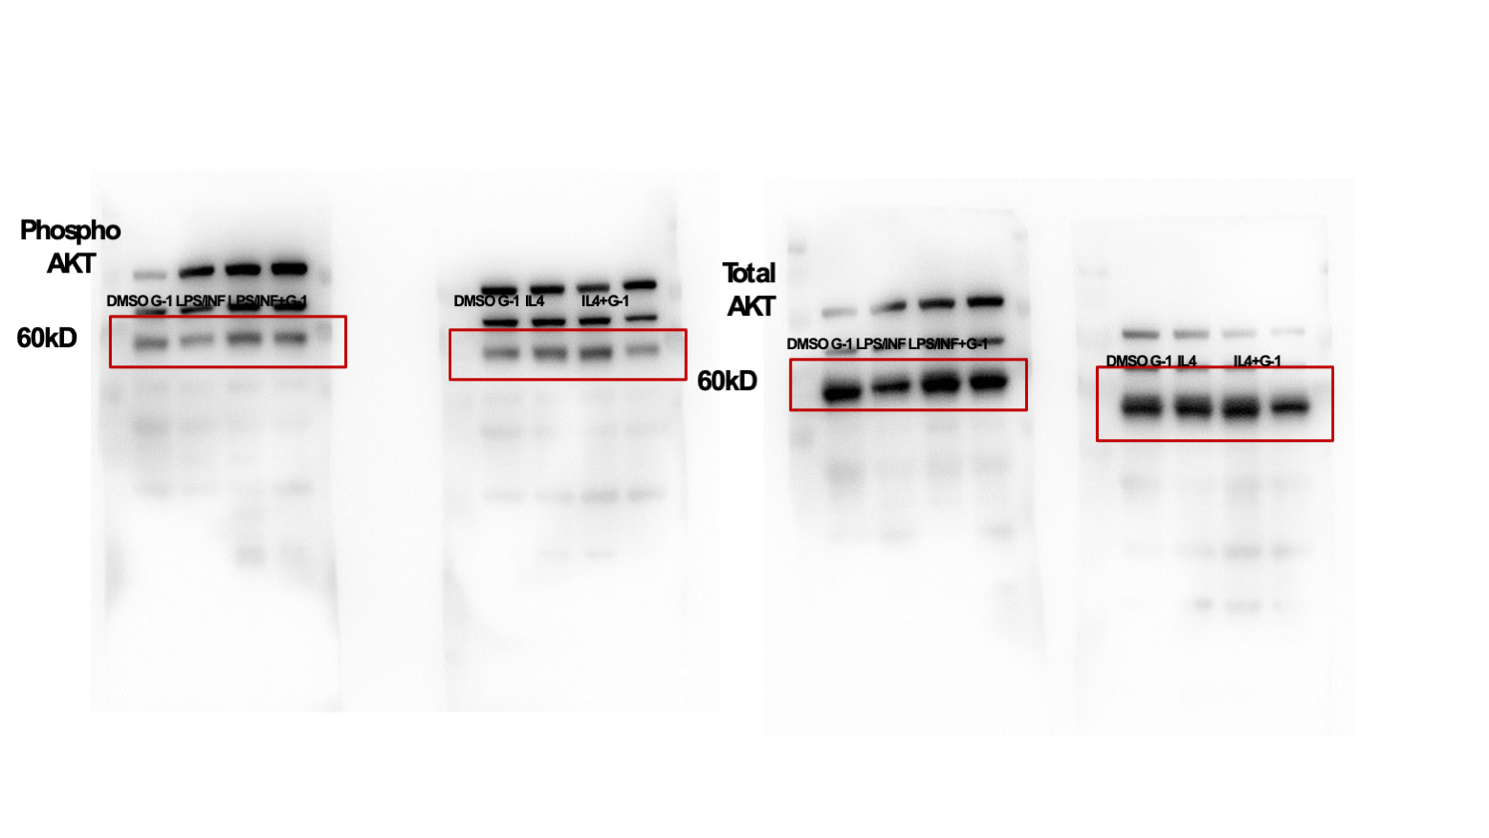
**

**
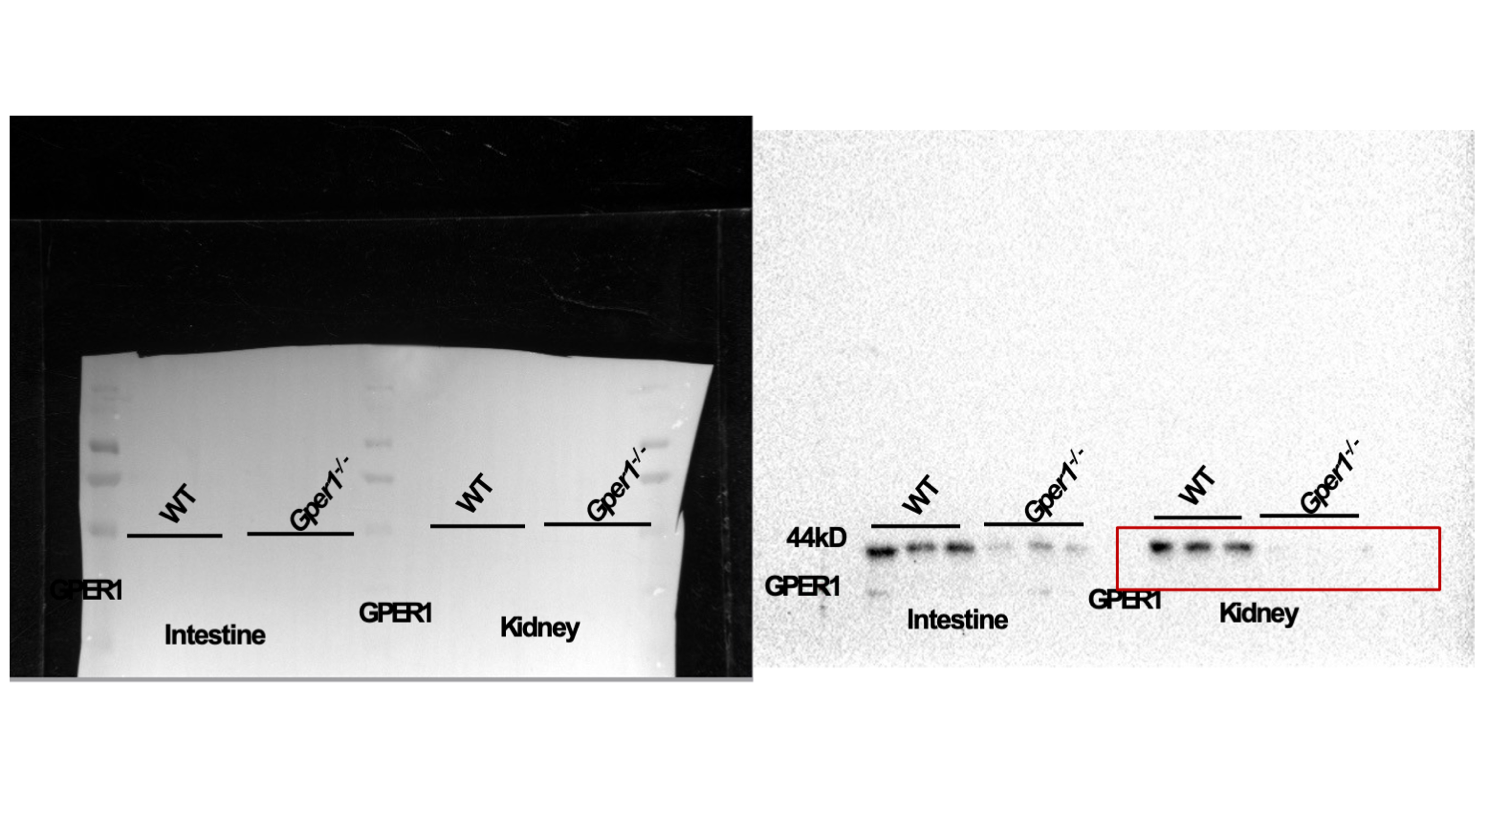
**

**
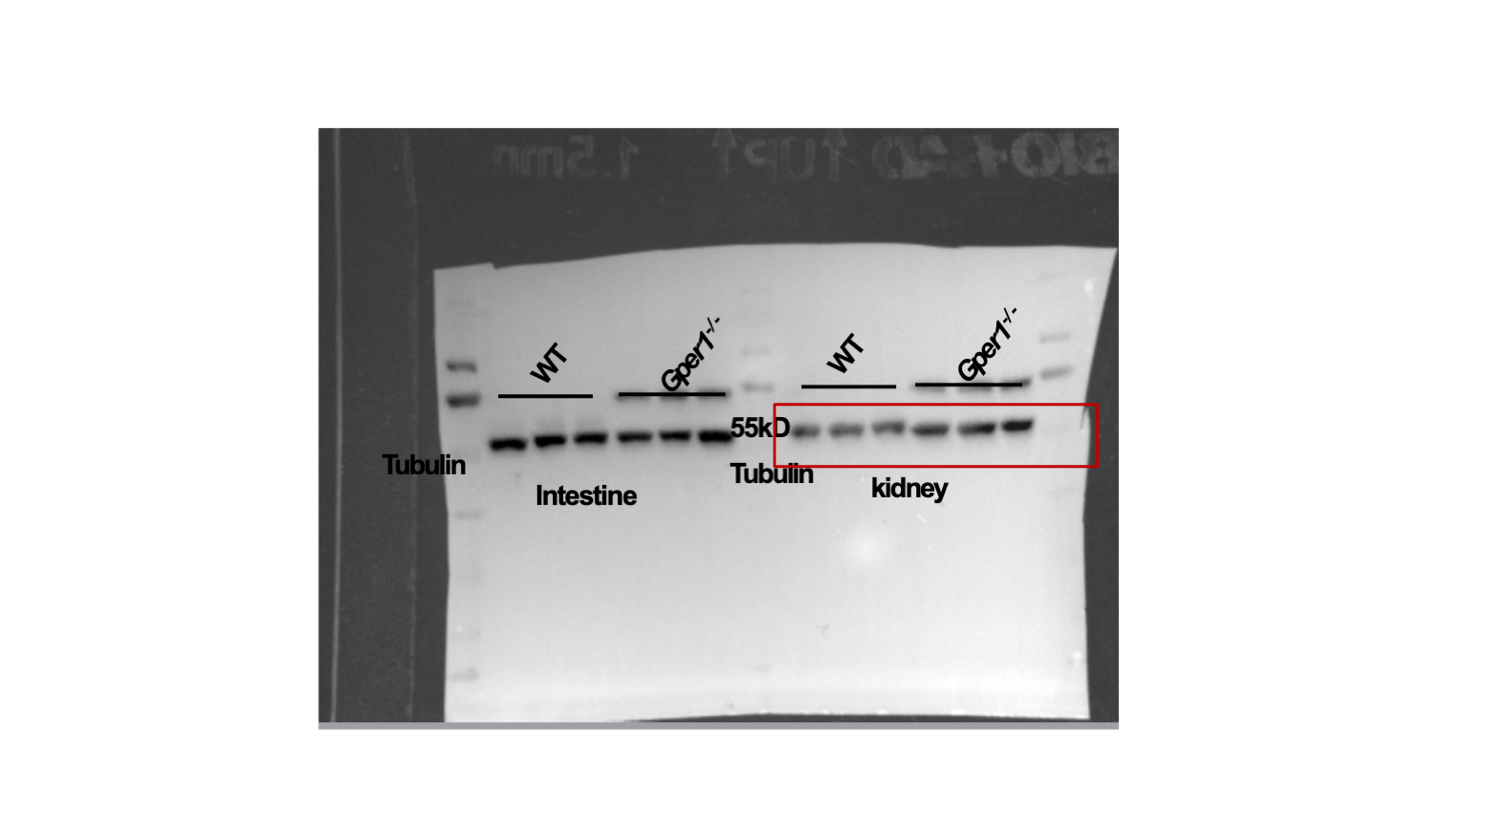
**

# Supplementary material for: Activation of GPER1 in macrophages ameliorates UUO-induced renal fibrosis
**Source:** Cell Death Dis. 2023 Dec 12;14(12):818. doi: 10.1038/s41419-023-06338-2

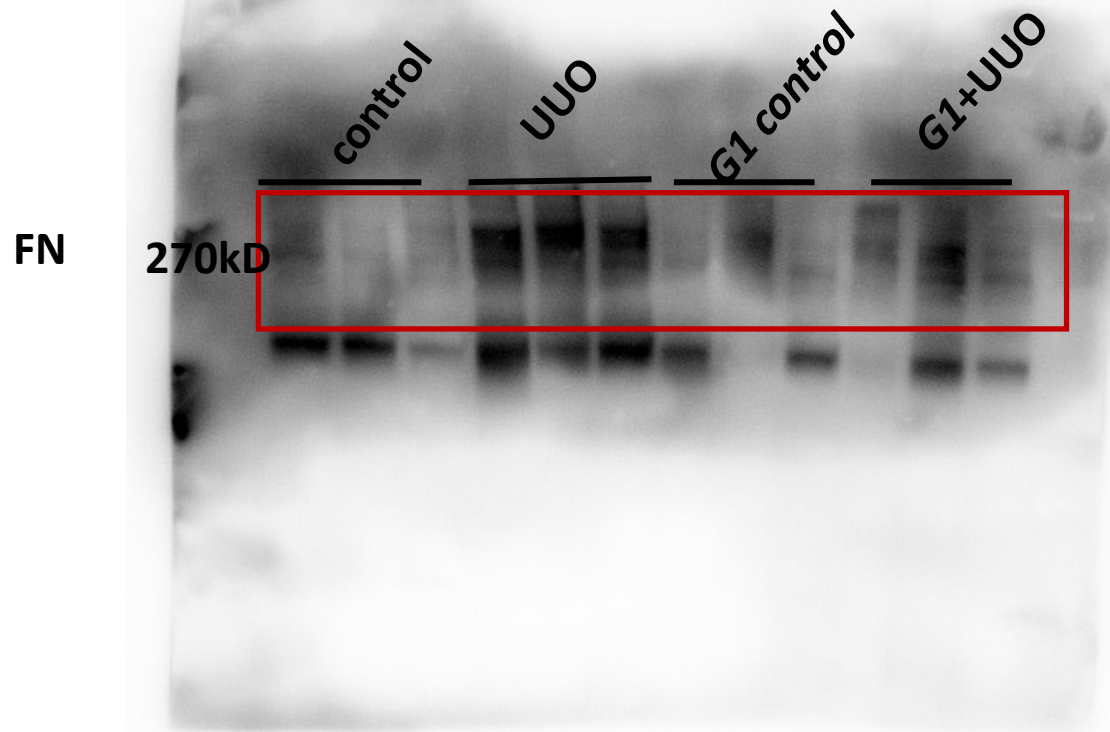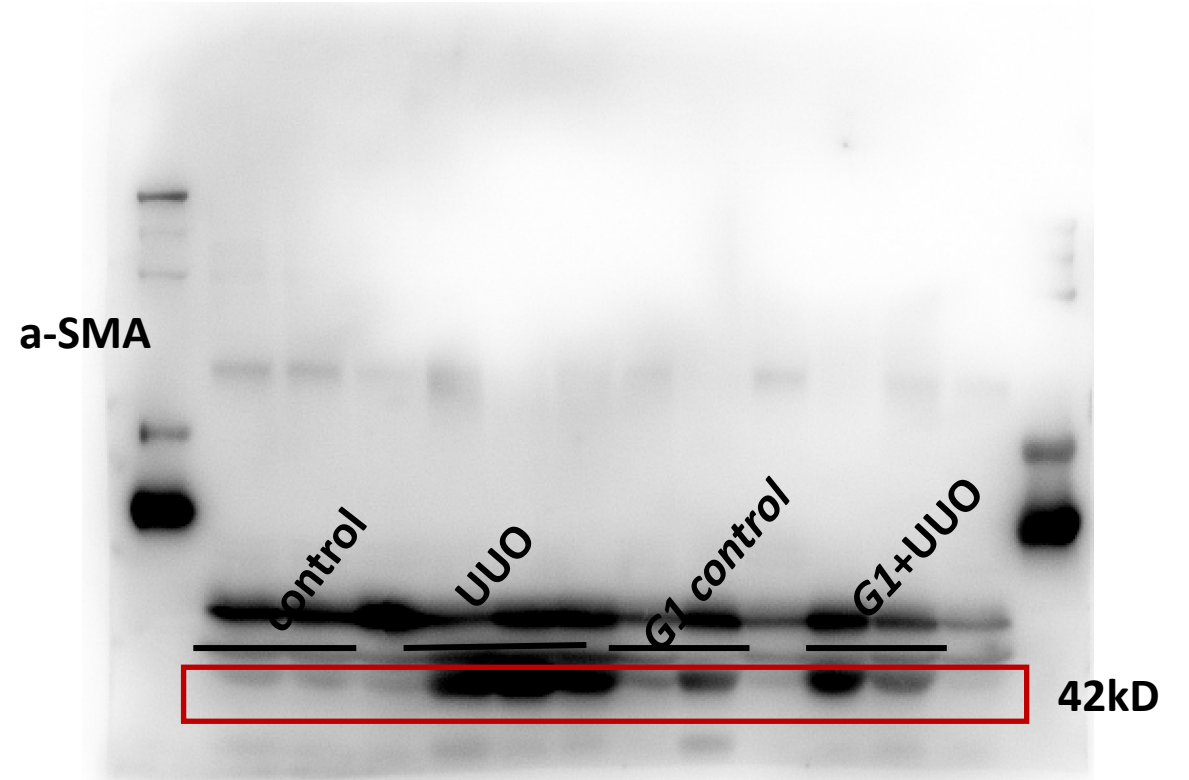

OVX female mice

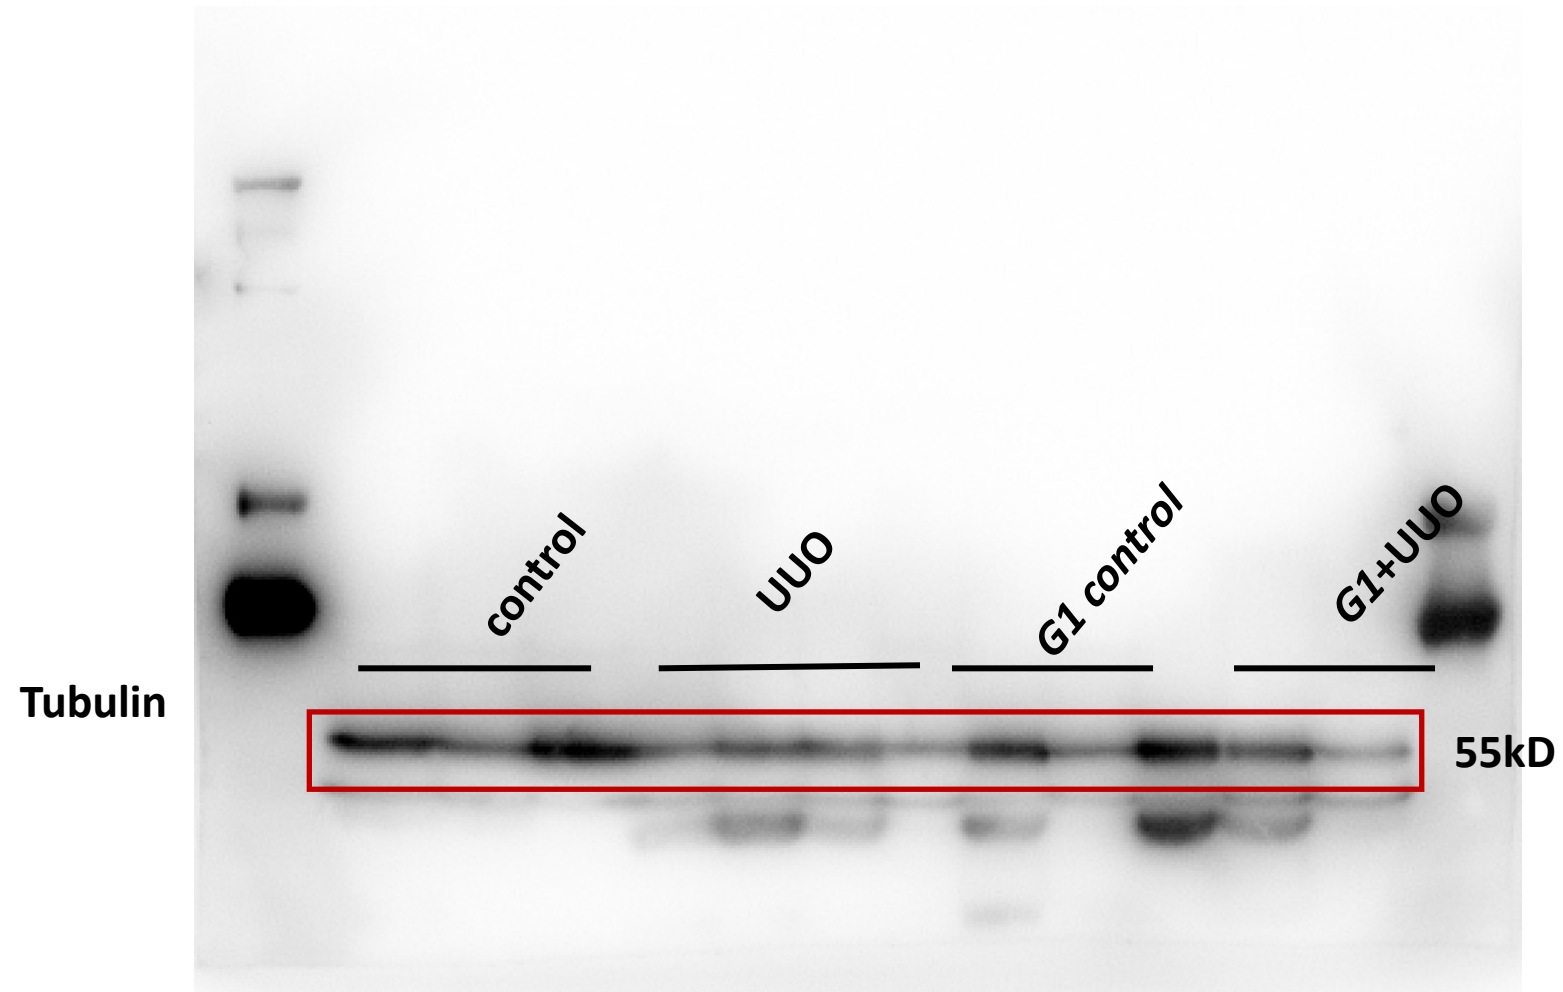

OVX female mice

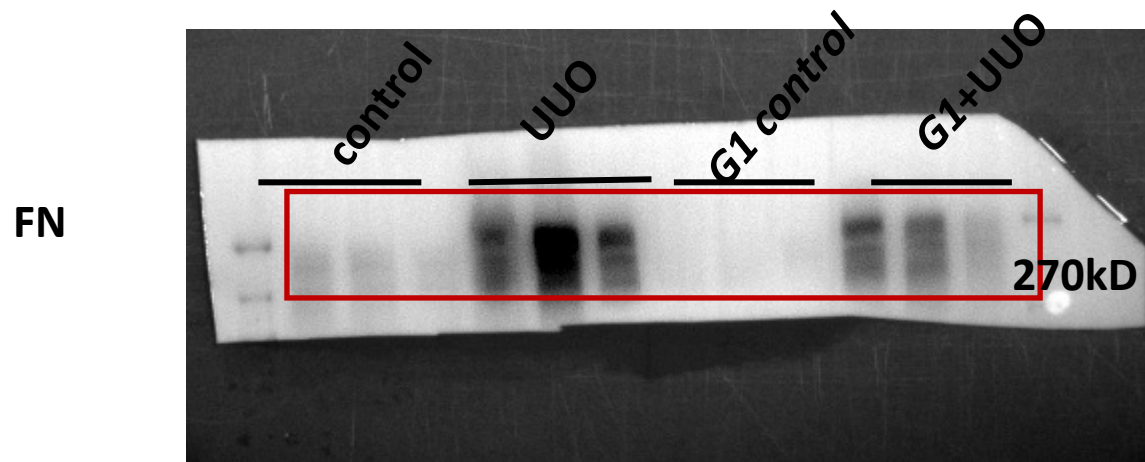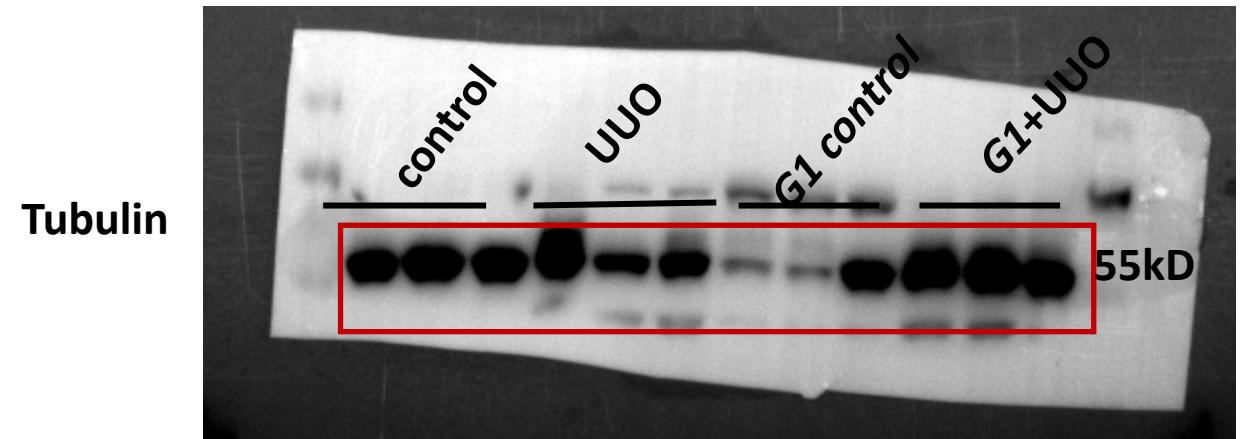

Male mice

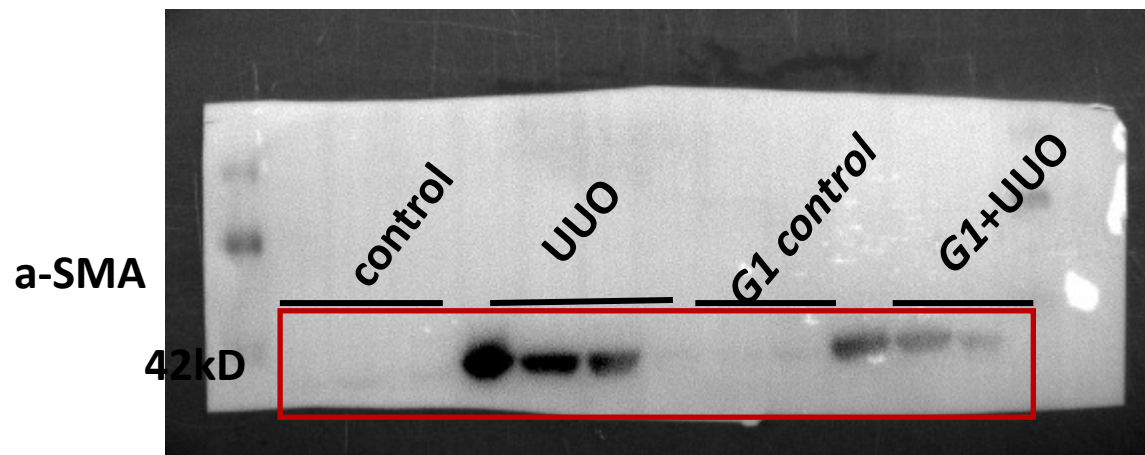

Tubulin

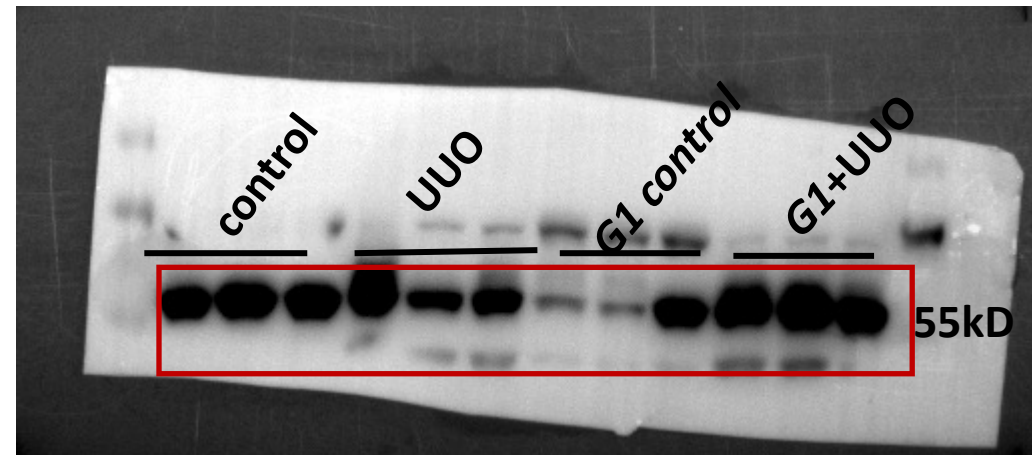

Male mice

a-SMA

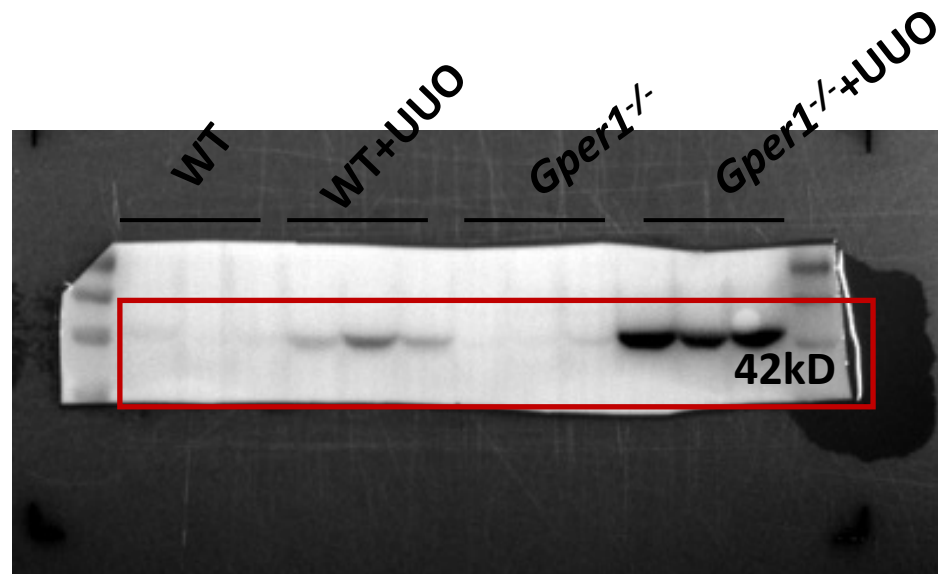

GAPDH

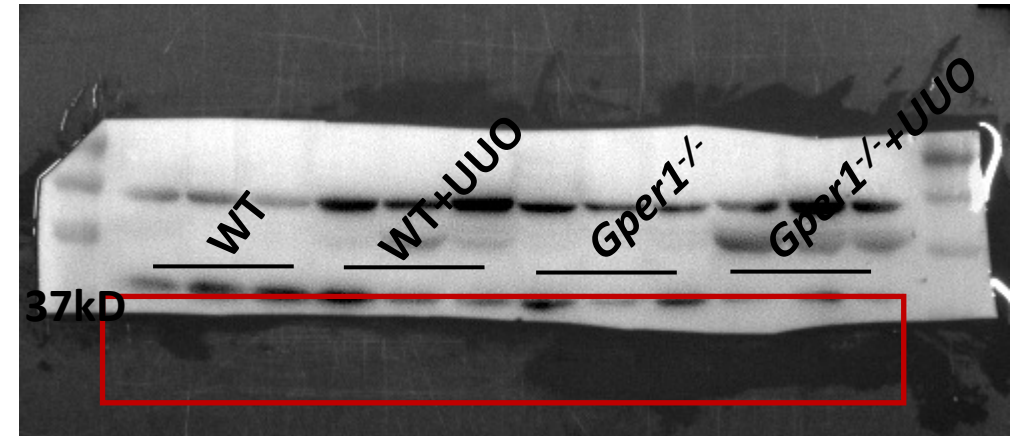

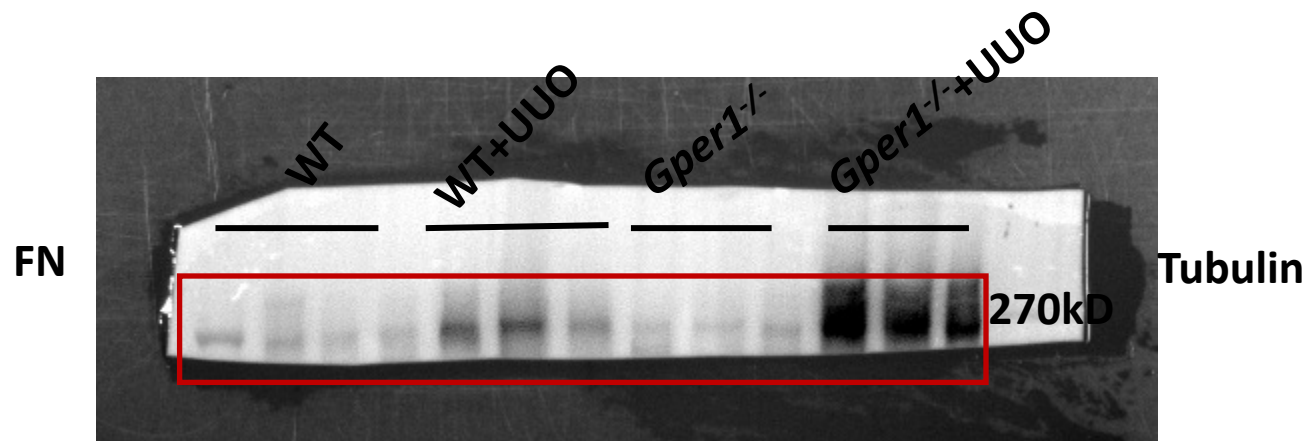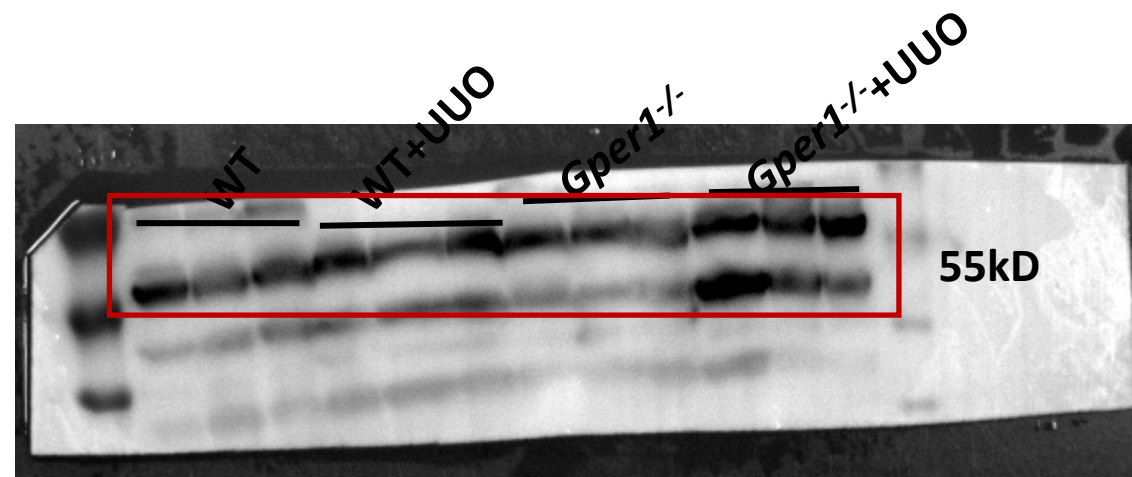

Phospho

P38

38kD

DMSO G-1 LPS/INF LPS/INF+G-1

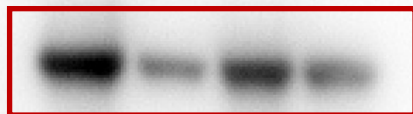

DMSO G-1 IL4 IL4+G-1

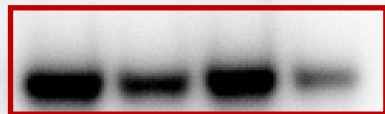

Total

P38

38kD

DMSO G-1 LPS/INF LPS/INF+G-1

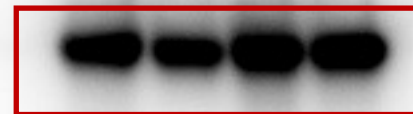

DMSO G-1 IL4 IL4+G-1

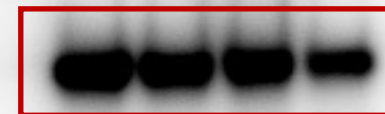

**Phospho-
ERK
44kD
42kD**

DMSO G-1 LPS/INF LPS/INF+G-1

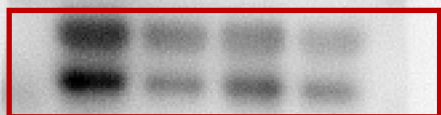

DMSO G-1 IL4 IL4+G-1

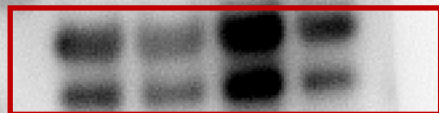

**Total
ERK
44kD
42kD**

DMSO G-1 LPS/INF LPS/INF+G-1

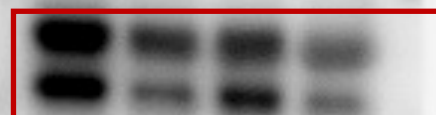

DMSO G-1 IL4 IL4+G-1

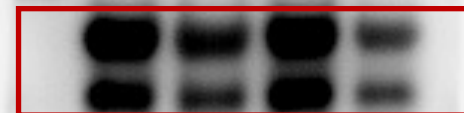

**Phospho
JNK**

**54kD
46kD**

DMSO G-1 LPS/INF LPS/INF+G-1

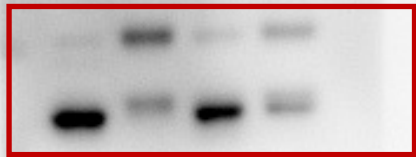

DMSO G-1 IL4 IL4+G-1

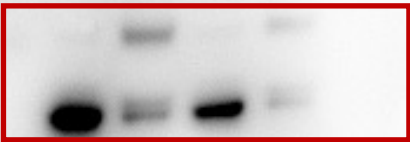

**Total
JNK**

**54kD
46kD**

DMSO G-1 LPS/INF LPS/INF+G-1

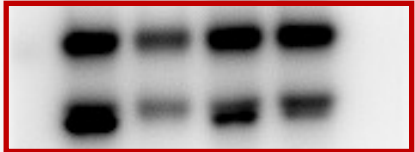

DMSO G-1 IL4 IL4+G-1

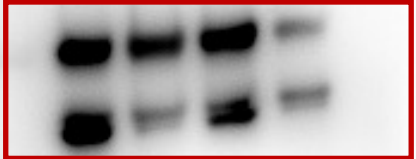

**Phospho
AKT**

60kD

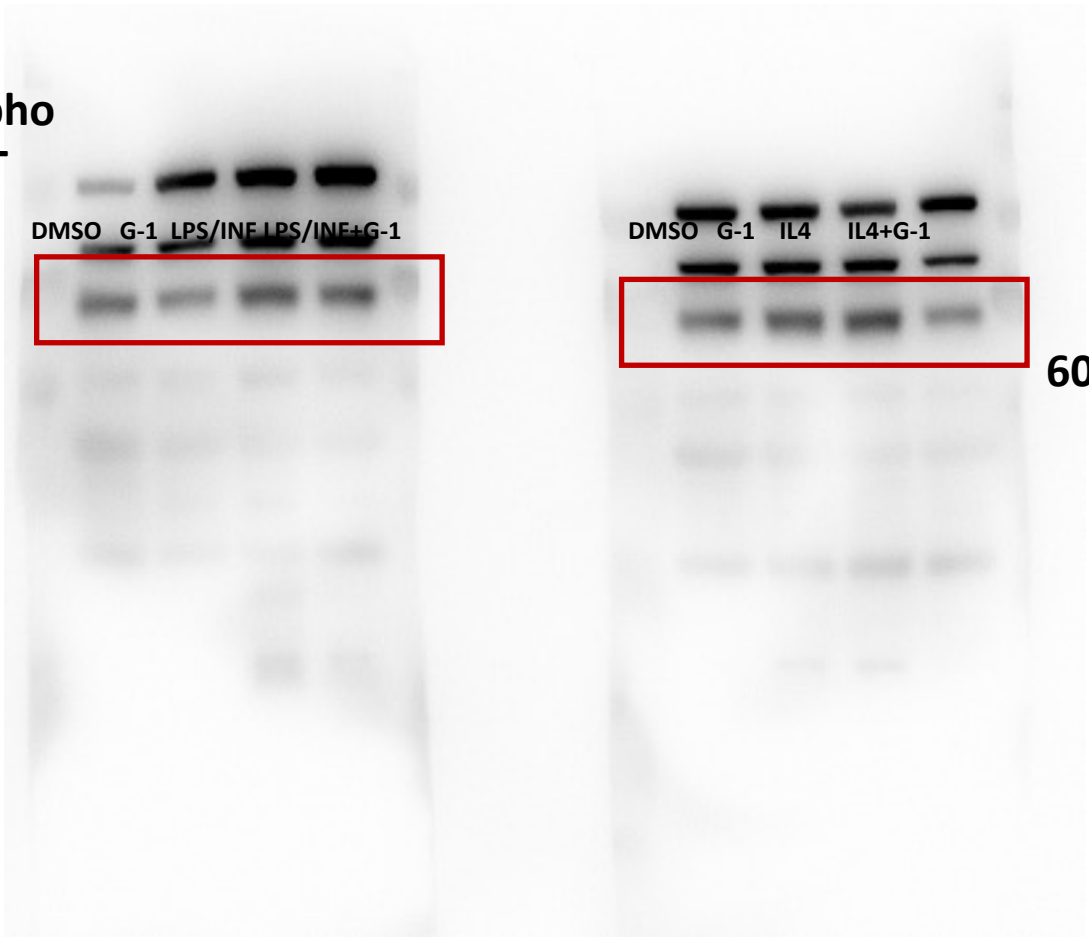

**Total
AKT**

60kD

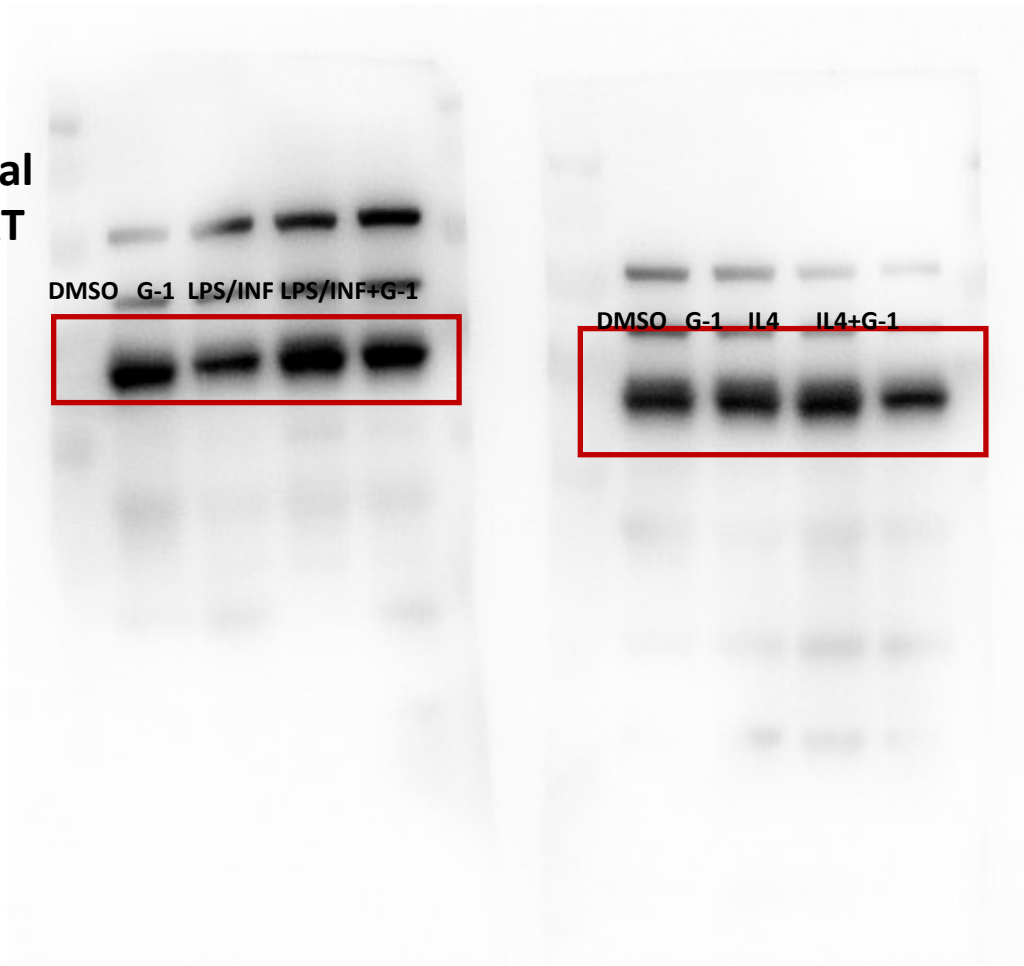

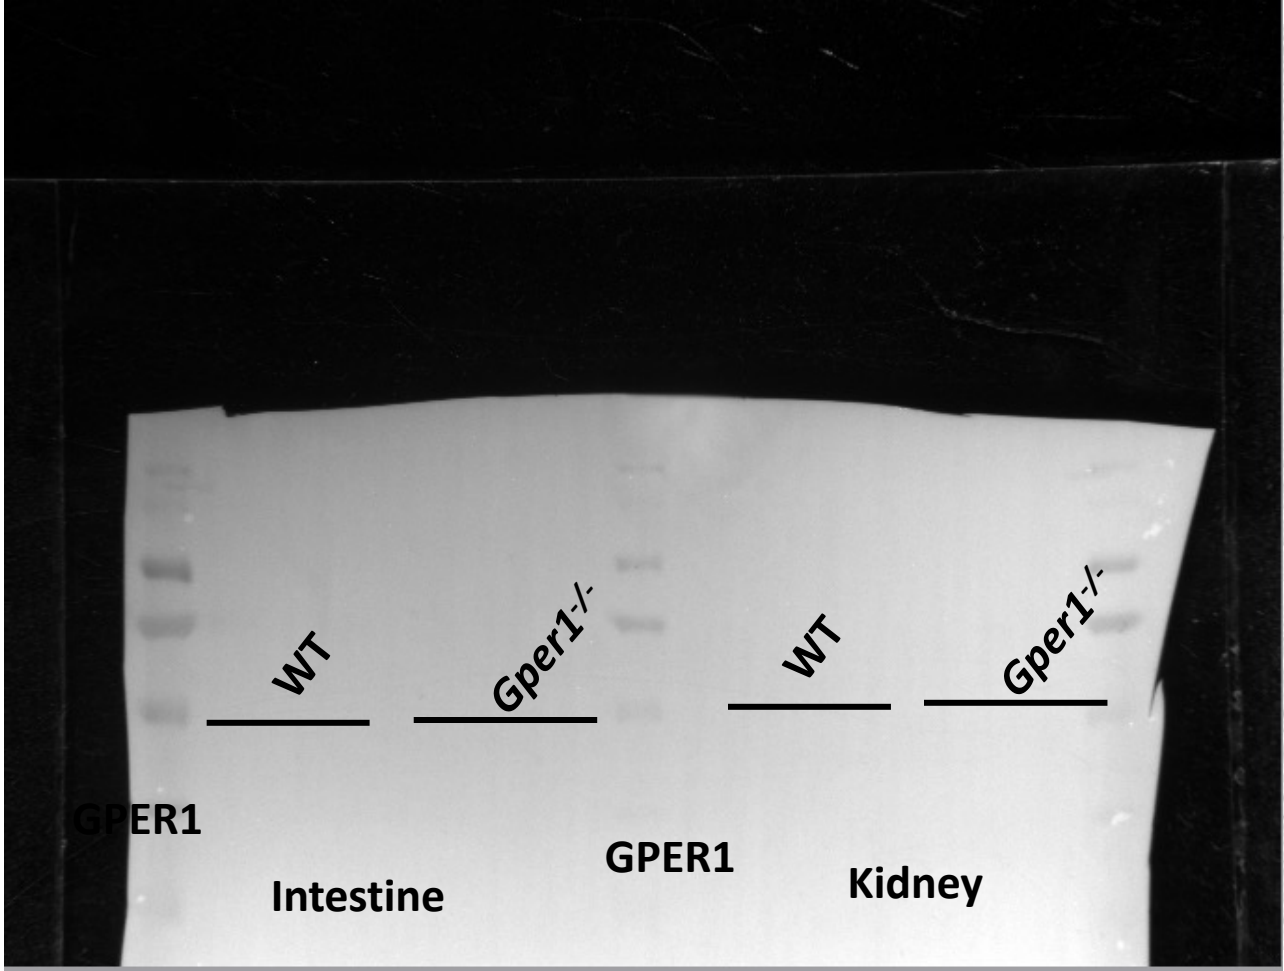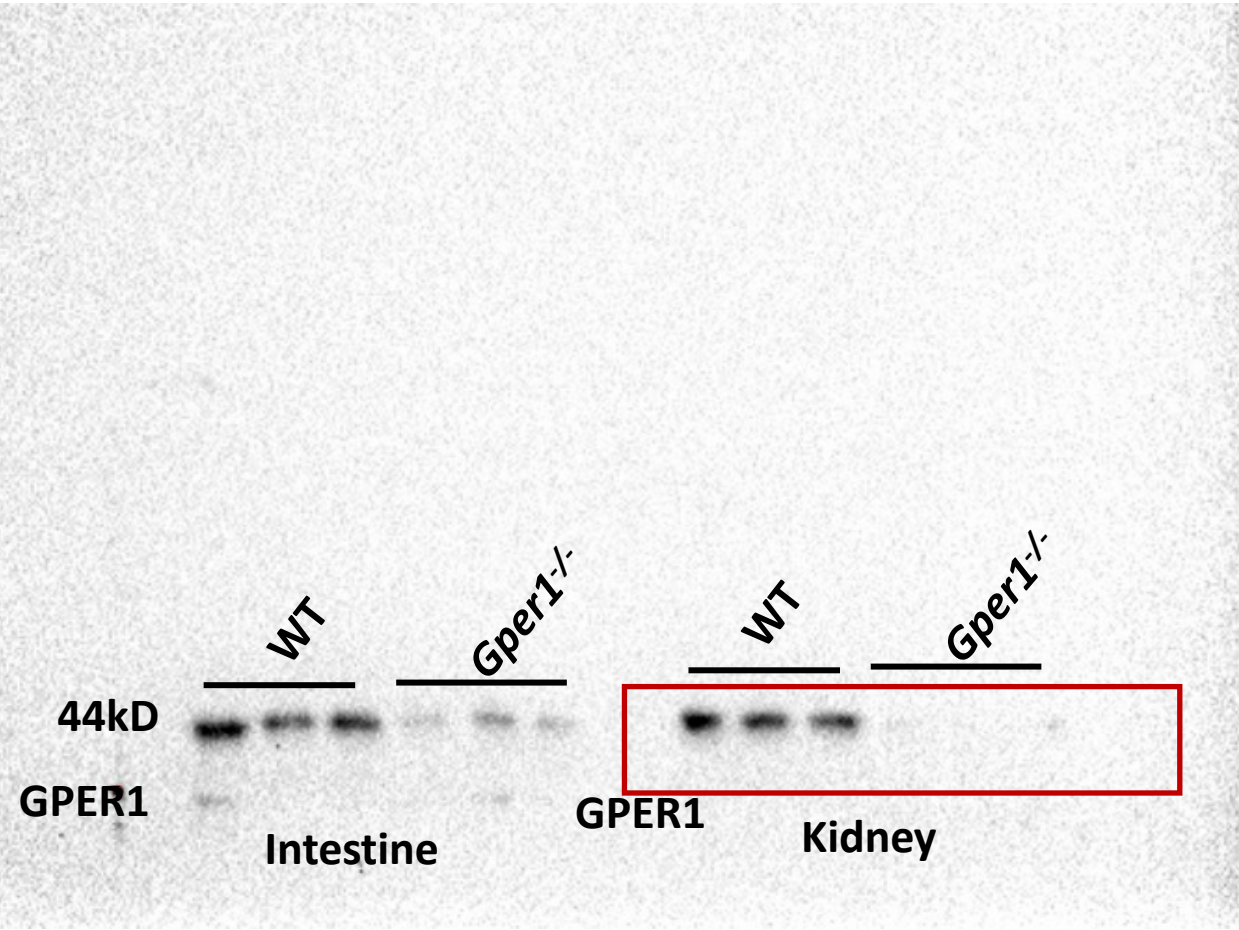

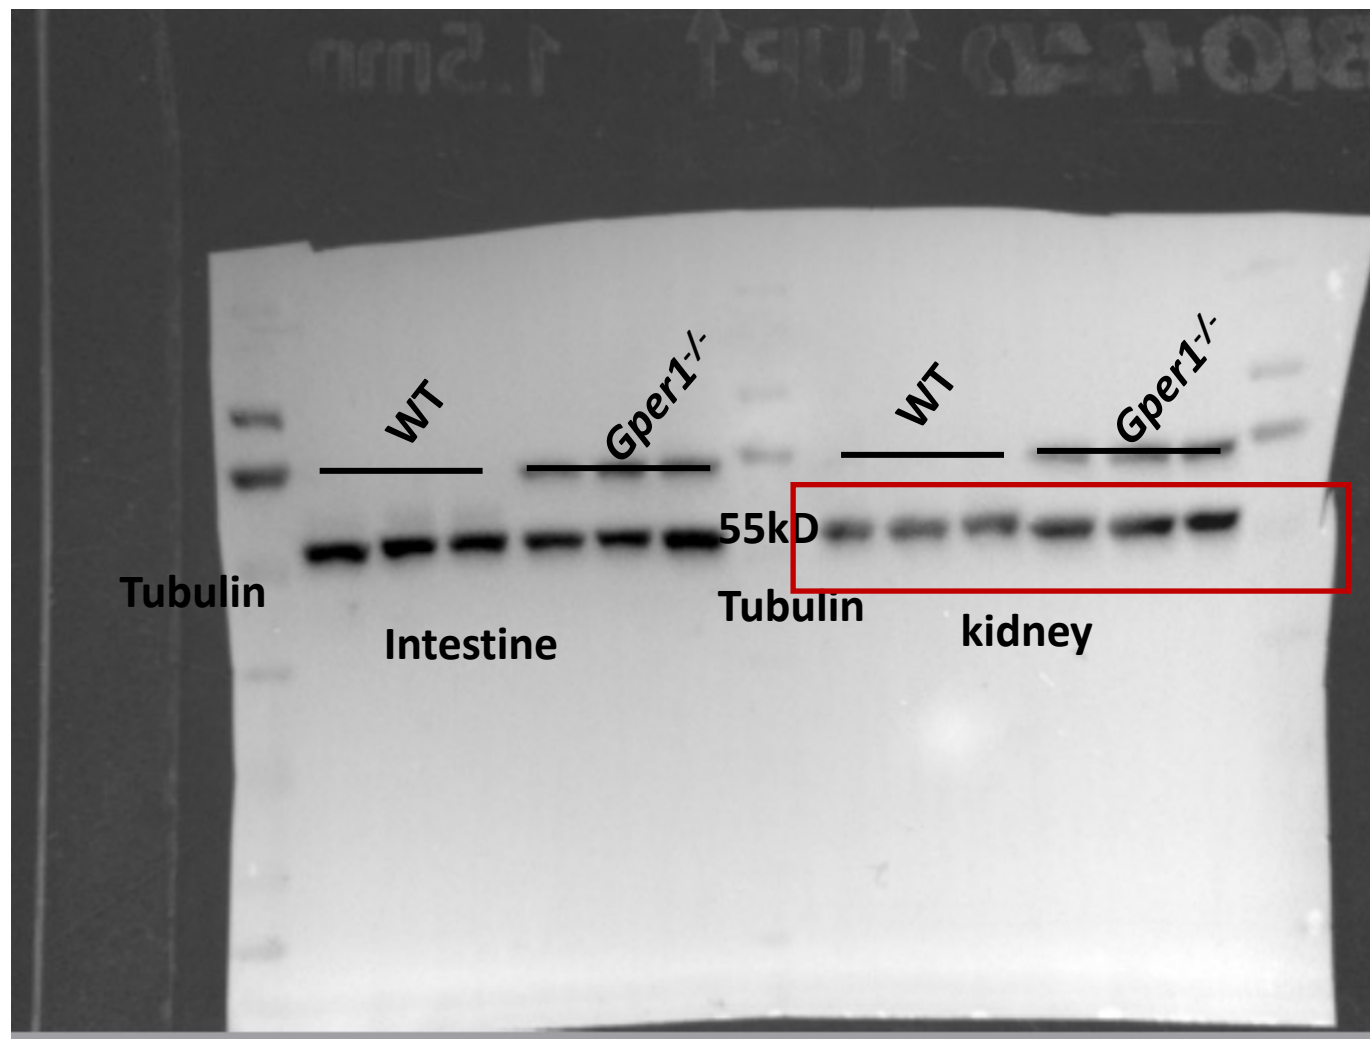

**Supplement:** Supplementary file 2 — Original Data File-WB

How the deposited data were processed for this re-analysis (not part of the article)

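RNA of M0, M1 and M2 macrophages and of TECs co-cultured with M1 macrophages was studied, each with and without G-1, in 8 libraries with 1 library per condition and 3 samples pooled in each. The authors prepared the libraries with the VAHTS Universal V6 kit, sequenced them with paired ends and deposited a table per library with whole-number read counts per gene symbol. The submitters' processing notes name mm10 and DESeq2, without its version; the aligner and the counting tool are not given in the sources used here. Total counts ran from 35027179 to 40671596 per library. Among the symbols, 5108 had 0 counts in all libraries and 225 were not matched to the annotation. Coordinates and the matching of symbols came from RefSeq genes on GRCm38.p6, and transcript lengths and GC content from GENCODE M21.

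Folds between the libraries of a pair were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, on TMM factors from edgeR 4.0.16 in R 4.3.3 fitted within the pair. A gene was measured when it had at least 20 counts in the library with more, and was called higher or lower at a fold of at least 2. The 95% interval of a fold is the exact binomial interval of its counts. A measured count is precise to this interval only. Pooling removed the spread between samples, so no p-value was given for a pair, other than in the alternative at the study's threshold. There DESeq2 took both libraries as 1 group. Random lists for the percentiles were drawn from 20 groups of genes of like mean expression, 10000 for the main values and 2000 for the alternatives. The gene lists were fixed in advance from known functions and from the terms and panels of the paper, whose figures had been seen by then. The calling of folds was tested on simulated data from the M0 pair with 200 genes changed: 2% of genes with a true fold of 1.5 passed 2-fold, 98% of those with 2.5 and 100% of those with 4 or 8, against 0.220% of unchanged genes. The simulated counts held counting error only, with no spread between libraries and no length trend. These shares are therefore not error rates of the real pairs.

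The effect of G-1 shared by the 3 macrophage states was tested over 6 libraries with edgeR's quasi-likelihood test, with state and G-1 in the model, genes kept by filterByExpr and p-values adjusted by Benjamini-Hochberg; DESeq2 1.42.0 with the same model was the other tool. Lists were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and then with an estimated one. Tested on simulated data with a dispersion of 0.1, the edgeR test found 20% of genes with a true 2-fold change, 98% with 4-fold and 100% with 8-fold, with 6 false calls among 11986 genes. The simulation gave all genes the same dispersion and each changed gene the same fold in all states, which the real libraries need not have.

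The genes named for a pair were set by a rule fixed in advance: the 10 largest folds in each direction among genes with at least 100 counts in the library with more, without predicted genes; each gene the paper names for the comparison; Gper1, Esr1 and Esr2; and for each list described up to 4 members with the largest fold in the direction of its median. Across the states, the 10 smallest p-values in each direction were taken. The rule offers more genes than the text names, and some of its genes are not reported here. Other genes were named where few members of a list moved in 1 direction, or as markers of the cells, and these were chosen after their values were seen. The alternatives tried were DESeq2's size factors, total counts, filters of 100 counts or none, a prior count of 5, the near bound of the interval, the study's threshold, leaving out each pair of states and an estimated correlation. A removal of the length and GC trend by running medians over 501 genes, and a TEC comparison without genes at least 10-fold higher in the M1 library, were added later. RT-qPCR values were read from the supplementary source data for comparison only, and enrichment of GO terms was not recomputed, since the lists stood for them.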

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

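The tests of the length and GC trend in this part were added after the data were seen. The G-1 folds of some gene groups ran in opposite directions in the macrophage states, which singled them out here; with 1 library per condition the difference between states was not tested. The response to interferon-beta had a median log2 fold of -2.99 in the M0 pair and 0.51 in the M1 pair, a difference of 3.50, and of -1.14 in the pair labelled M2, -1.65 from the M1 pair. In M1 macrophages, Gbp2 was 2.46-fold higher (95% interval 2.40 to 2.51) and Ifit3 2.53-fold higher (2.46 to 2.60), and 7 of 34 members were at least 2-fold higher and 2 lower. MHC class I genes differed by 1.5 between M1 and M0 macrophages (0.81 against -0.69); H2-Q7 was 4.76-fold higher (4.31 to 5.26) and Psmb8, a subunit of the immunoproteasome, 3.12-fold higher (3.05 to 3.20) in the M1 pair. Genes of S phase and mitosis differed by -2.23 between the pair labelled M2 and M0 macrophages: 26 of 40 were higher in the M0 pair, such as Prc1 and Bub1 (median 1.61), and 2 were higher and 9 lower in the pair labelled M2 (median -0.62). With the length and GC trend taken out, the M1 medians were 0.44 for interferon-beta and 0.45 for MHC class I, the same sign as before.

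Other gene groups stood out because they were not taken from the paper's terms or panels and their median moved by a log2 of at least 1. In the M0 pair, antigen presentation by MHC class II was lower (median -2.48, 9 of 11), with its regulator Ciita 27.2-fold lower (17.2 to 45.5) and Cd74, the invariant chain, 34.3-fold lower (31.9 to 36.9), and so were complement genes (-2.07), with C3 14.1-fold lower (12.9 to 15.4). Dendritic cell markers (-4.70), neutrophil markers (-2.38) and fibroblast and matrix genes (-2.01) were lower. The endothelial markers had a higher median (1.44), with Kdr, a VEGF receptor, higher, but moved both ways. With the length and GC trend taken out, 3 of 6 endothelial markers were at least 2-fold higher and 2 lower. The ATF4 response (1.11), the cell cycle list with its median of 1.61, tubulins (1.16) and genes of osteoclasts and cell fusion (1.42), among them Atp6v0d2 and Ctsk, were higher. By a CCK8 assay, the paper reports lower macrophage proliferation with G-1, the other way from the cell cycle list in the M0 pair. The assay is another measure, taken at another time than the sequencing. In the pair labelled M2, dendritic cell markers (-2.16), neutrophil markers (-1.19), MHC class II (-1.22) and complement genes (-1.18) were lower, and the ATF4 response (1.19) higher. In the M1 pair, the unfolded protein response was lower (-1.40, 15 of 24; -1.21 with the trend taken out), with Hspa5, the main chaperone of the endoplasmic reticulum, 4.89-fold lower (4.83 to 4.94), and ribosomal protein genes were higher (1.15; 0.21 with the trend taken out). In the TEC pair, neutrophil markers were lower (-1.11), 3 of 5, Mmp8, Ltf and Chil1.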

How the results depend on the processing

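The removal of the length and GC trend and the TEC comparison without macrophage genes were tests added after the data were seen. Under the study's threshold, the counts of genes higher and lower fell to 241 and 274 (M0), 78 and 252 (M1), 134 and 211 (labelled M2) and 6 and 60 (TEC); where the near bound of the interval had to pass 2-fold, they were 690 and 847 (M1), 449 and 587 (labelled M2) and 23 and 105 (TEC). Both rules count fewer genes by construction. Without a filter 1114 genes were higher in the pair labelled M2, and 647 higher and 822 lower in the TEC pair; with a filter of 100 counts the TEC pair had 25 and 114. Total counts shifted the median log2 fold of all genes by -0.156 in the M0 pair and -0.201 in the M1 pair, left 654 genes higher in the latter and moved its share of lower genes from 56.2% to 74.2%. With the length and GC trend taken out, the M1 pair had 554 higher and 875 lower, rho between the folds went from 0.05 to 0.164 (M0 and M1) and from 0.59 to 0.310 (M1 and TEC), and in the M1 pair the medians of amino acid transport (-0.39 to 0.0620) and of negative regulation of endothelial cell proliferation (-0.36 to 0.18) and the log2 fold of Hspe1 (1.04 to -0.000883) changed sign. Without genes at least 10-fold higher in the M1 library, 13 list medians of the TEC pair lay outside 95% of random lists, against 21, and that of neutrophil chemotaxis went from -0.44 to 0.0448.

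Across the states, where edgeR called 0 higher and 0 lower, DESeq2 called 324 and 472, edgeR without a filter 12 and 13, and edgeR at an unadjusted p under 0.05 676 and 958. Leaving out 1 pair gave 14 to 422 higher and 23 to 556 lower. By camera, 41 lists passed with the preset correlation, 33 to 41 when 1 pair was left out and 0 with the estimated correlation, and the ribosomal protein genes changed direction without the M1 pair (p from 2.31e-06 to 0.0769 over the pairs left out). The cause of these changes was not tested. In total, 985 of 1235 list medians and 2489 of 3025 log2 folds of named genes stayed within their 95% interval and 247 and 535 moved beyond it. The sign changed in 56 medians and 25 folds, 21 and 20 of them with the length and GC trend taken out. Among all sign changes, 3 medians that lay outside 95% of random lists and 1 fold of at least 2 are those given above. No paired analysis was possible because the pooled samples share no number between conditions; the test across the states has the state as a block instead. Depth limits the folds of genes of few counts, as for Nlrp3 in the TEC pair, whose interval ran from 2.53 to 17.5.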

Differences from the paper's values

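The alternative that takes out the length and GC trend was a test added after the values were seen. The main counts below were taken at a fold of 2 alone, while the paper states a fold past 2 together with P under 0.05. A p-value for a pair entered only the alternative at the study's threshold, from DESeq2 with both libraries taken as 1 group. In M0 macrophages, 1375 genes were higher with G-1 against the paper's 446, and none of the alternatives set before the data were examined brought the values within 1.5-fold; 1416 were lower against the paper's 406, and of those alternatives the study's threshold did (274) and the others did not. The volcano plot prints the counts the other way round from the text, about 410 higher and about 450 lower with G-1 in Fig. 8B, read by eye, given that the genes it labels on the side of Dio2 were higher with G-1; against these, 1375 and 1416 differed as well, and none of the alternatives set in advance closed the gap. In M1 macrophages, 1044 genes were higher against about 180 in Supplementary Fig. 3A, read by eye, with none of those alternatives within 1.5-fold, and 1342 were lower against about 370, for which the study's threshold came within it (252) and the others did not.

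The RT-qPCR source data of the supplement, set on a log2 scale, had the same sign as the sequencing in 8 of 9 genes of M0 macrophages, 6 of 7 of M1 macrophages and 3 of 3 of M2 macrophages. Genes with too few counts for a fold were left out: Cxcl1, Il6, Retnla and Arg1 in M0 macrophages and Retnla in M1 and M2 macrophages. Among the genes of the same sign, Ccl3 in the M0 pair was 0.0375 with the length and GC trend taken out. Mrc1 in the M1 pair was -0.167 under total counts, so neither sign is firm. The M0 values come from the block for Fig. 8A, of which 9 genes recur with the same values in the block for Fig. 9I. Which figure those values belong to is not known. In the M0 pair, the log2 folds were Ccl2 0.48 against the paper's -2.03, Cxcl2 -1.04 against the paper's -2.29, Ccl3 -0.0178 against the paper's -0.66, Ccl5 -2.49 against the paper's -5.48, Pf4 -3.51 against the paper's -4.55, Cd86 -2.93 against the paper's -4.04, Mrc1 -1.99 against the paper's -3.29 and Il10 -5.10 against the paper's -1.99; none of the alternatives set before the data were examined closed these gaps. Cxcl10 was at or below -8.63, a bound, against the paper's -7.74, and stayed apart under the alternatives set in advance other than a prior count of 5, whose value at 0 counts is set by the prior itself and decides nothing. In the M1 pair, they were Ccl3 0.21 against the paper's -0.83, Cxcl10 -1.47 against the paper's -2.23, Nos2 -2.09 against the paper's -1.31 and Mrc1 0.0339 against the paper's 0.98, with none of those alternatives closing the gap; Ccl3 (-0.76) and Cxcl10 (-2.11) came within the paper's error with the length and GC trend taken out, which was chosen after seeing the values, while Ccl2, within it before, moved beyond it (-2.15). In the pair labelled M2, they were Mrc1 -2.37 against the paper's -1.5 and Il10 -4.64 against the paper's -0.81, and none of the alternatives set in advance closed these gaps. The paper's error was taken as the SD over the replicates of the source data.

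The paper states that negative regulation of the MAPK cascade was raised by G-1 in M0 macrophages and with IL-4. The median log2 fold of those regulators was 0.02 in the M0 pair, at percentile 56.3, and 0.11 in the pair labelled M2, at percentile 89.3, whereas the DUSP phosphatases, which are part of that group, were higher in both (2.20 and 1.31). The paper's term rests on enrichment among changed genes, which was not recomputed, so these medians are no test of it. With the length and GC trend taken out, 12 of 40 regulators were at least 2-fold higher in the M0 pair, against 1316 of 10971 genes. The counts for the pair labelled M2 stand above beside those of all its genes. It ranks MAPK inactivation first among the pathways across macrophages; here the adjusted p by camera with its preset correlation was 0.0533 for the DUSP phosphatases, with 41 of 59 lists under 0.05. With an estimated correlation 0 of 59 lists passed (adjusted p = 0.547 with an estimated correlation for the DUSP phosphatases), so no order of the groups was taken from it. For co-cultured TECs, it reports lower inflammatory mRNA by RT-qPCR; in the TEC pair Il1b, Ccl5 and Nlrp3 were lower (log2 folds of -2.74, -2.58 and -2.59), while Cxcl10 (0.21), Cxcl2 (0.03), Tnf (-0.04), Ccl2 (-0.20) and Lcn2 (-0.20) stayed close to 0. With the length and GC trend taken out, Ccl2 (-0.66) and Lcn2 (-0.58) lay lower, and the median of the 8 genes of Fig. 9I went from -0.20 to -0.62, toward the paper's direction. Of these 8 genes, all but Lcn2 were at least 10-fold higher in the M1 library. For them the libraries do not tell a lower level within TECs from fewer macrophage transcripts. It reports Retnla, Il10 and Tgfb1 raised by IL-4, and in the library labelled M2 Retnla had 0 counts and the other genes were 1.76-fold and 1.68-fold lower than in the M0 library, while Mrc1 was higher. In the supplementary source data, the block for Fig. 9I repeats that for Fig. 8A in 9 of 9 genes, so the RT-qPCR values of TECs were not compared.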

Other observations

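The tests of macrophage RNA among the lower TEC genes and both tests of the IL-4 markers were chosen after the result was seen. Beyond the terms the paper names, several groups of metabolic genes were higher with G-1 in the M0 pair. In the M0 pair, 20 of 25 genes of cholesterol synthesis were at least 2-fold higher and 0 lower (median log2 fold 1.65): Sqle, squalene epoxidase, was 8.36-fold higher (95% interval 7.76 to 9.02). Glycolysis and hypoxia genes were higher at 11 of 25 and lower at 2, Ankrd37 and Vegfa, and genes of the NRF2 response higher at 7 of 23, with Osgin1 the 1 lower (median 0.90). Mmp12, the elastase of macrophages, was 33.1-fold higher (32.3 to 33.9) and Cd36, a receptor of oxidized lipoproteins, 4.37-fold higher (4.31 to 4.43). In the pair labelled M2, genes that ATF4 induces were higher too, 22 of 36, with Chac1, a glutathione-degrading enzyme, 28.2-fold higher (16.6 to 52.0) and Mthfd2, a mitochondrial folate enzyme, 11.2-fold higher (10.1 to 12.4), and Vldlr lower. Cholesterol synthesis genes were higher at 3 of 25 in the pair labelled M2, Sqle among them, and at 4 of 25 in the M1 pair, Mvk, Pmvk, Fdps and Fdft1, with 0 lower in both (medians 0.70 and 0.46). Glycolysis and hypoxia genes had 3 higher, Egln3, Pfkp and Vegfa, and 0 lower in the pair labelled M2 (median 0.41), and 1 higher, Aldoa, and 3 lower, Pfkfb3, Ero1a and Vegfa, in the M1 pair (median -0.10). The NRF2 response had 5 higher, such as Slc7a11, and 1, Gsta4, lower in the pair labelled M2 (median 0.55), and 4 higher, such as Gstm1, and 3 lower, such as Gclc, in the M1 pair (median 0.22); differences between the states were not tested.

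Folds of the M0 pair and of the pair labelled M2 ran alike across genes, with a Spearman's rho of 0.65, against 0.05 for M0 and M1 and 0.16 for M1 and M2. In the M1 pair, genes of lysosomes (5 of 30 at least 2-fold higher, such as Ctsk, and 0 lower) and of the mitochondrial respiratory chain (9 of 25 higher, such as Cox5a, and 0 lower) were higher, the latter with a median of 0.84 that fell to 0.19 with the length and GC trend taken out. Genes are not independent replicates, so these correlations carry no p-value.

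The lower immune genes of the TECs beside G-1-pretreated macrophages were weighed against their source. A lower level in the TECs themselves stays open. Of the immune genes, 67 were not at least 10-fold higher in the M1 library. Their median log2 fold was -0.0591, with 3 lower and 1 higher by 2-fold, so a shared 2-fold fall was not seen as measured. The length trend was left in these folds, and the genes of the shortest transcripts in this pair had a median of 0.42. The trend could hide a smaller fall, which this median cannot decide. The 68 others had a median of -0.71 with 27 lower, and for them a lower level in the TECs stays open too. The choice among the 3 scalings was argued against, since the median of the inflammatory receptors and sensors was -0.61 under the one that brought it nearest to 0. The other scalings shifted all genes of this pair by only -0.0151 and 0.0115 from TMM. The outcome could therefore hardly differ, and a larger error of scaling was not tested. RNA of macrophages in the TEC libraries stays open. Genes at least 10-fold higher in the M1 library made up 31.3% of the lower genes and 40.4% of those with at least 100 counts. On the other side, the methods kept both cell types apart by pores of 0.4 μm and took RNA from the upper chamber. The falls were unequal (Marco from 633 to 29 counts and Lyz2 from 3166 to 1652). This does not decide, because both genes also fell with G-1 in the M1 pair. Lyz2 stood at 1.39% of the M1 level without G-1 and at 1.42% with it, and Marco at 0.781% and 0.0537%. A response of the TECs to the pretreatment of the macrophages was not tested beyond this, and the co-cultured macrophages were not sequenced.

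The IL-4 marker genes that were near absent from the library labelled M2 were weighed against the labels and the counting. An exchange of the M0 and M2 labels was argued against as the source of the absence, because 0 of Arg1, Retnla, Chil3, Ccl17 and Ccl22 reached 100 counts in the library labelled M0. Other markers run both ways: Mgl2 (649 against 14 counts), Chil3 (68 against 9), Clec10a and Irf4 were higher in the library labelled M0 and Mrc1 in the one labelled M2, so an exchange beside a weak response stays open. A loss of such genes in counting was argued against for the group, since 12.9% of the M2 markers (4 of 31) had under 20 counts in all 8 libraries. Retnla and Ccl17 were among these markers. For Retnla, with 0 counts in all libraries, a loss stays open. Ccl17 had 15 and 5 counts in the TEC libraries and 0 in the macrophage libraries, so it was counted at least in part. A weak response to IL-4 or another wrong label may underlie the pattern, and neither was tested. In the paper's RT-qPCR, IL-4 raised Il10 and Tgfb1, which were lower in the library labelled M2, and Mrc1, which was higher there as well.

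The like folds of the M1 and TEC pairs, with a rho of 0.59, were weighed against transcript length and macrophage RNA. Among 5449 genes more abundant in the TEC libraries than in the M1 libraries, rho was 0.551. For these genes that argued against macrophage RNA as the source of the like folds as measured. The length trend of both pairs was left in this rho and could give it alone. Whether macrophage RNA adds to the likeness that remains without the trend stays open. Length and GC content cannot be told apart from a shared effect: with their trend taken out rho was 0.310, between the values that would speak for and against them, so RNA quality or library preparation may account for part of it. A response to G-1 shared by both cell types was not tested.

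For the genes that G-1 changed across the states, the 6 libraries split into 3 and 3 in 10 ways, too few for a share under 0.05; edgeR called 0 genes in the real split and at most 0 in the others, and 10 of 10 splits gave as many calls as the real one. At an unadjusted p under 0.05 the real split had 676 higher and 958 lower by edgeR, and DESeq2 called 324 and 472 after adjustment.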
